# Dynamically reorganized chromatin is the key for the reprogramming of somatic cells to pluripotent cells

**DOI:** 10.1038/srep17691

**Published:** 2015-12-07

**Authors:** Kaimeng Huang, Xiaobai Zhang, Jiejun Shi, Mingze Yao, Jiannan Lin, Jiao Li, He Liu, Huanhuan Li, Guang Shi, Zhibin Wang, Biliang Zhang, Jiekai Chen, Guangjin Pan, Cizhong Jiang, Duanqing Pei, Hongjie Yao

## Abstract

Nucleosome positioning and histone modification play a critical role in gene regulation, but their role during reprogramming has not been fully elucidated. Here, we determined the genome-wide nucleosome coverage and histone methylation occupancy in mouse embryonic fibroblasts (MEFs), induced pluripotent stem cells (iPSCs) and pre-iPSCs. We found that nucleosome occupancy increases in promoter regions and decreases in intergenic regions in pre-iPSCs, then recovers to an intermediate level in iPSCs. We also found that nucleosomes in pre-iPSCs are much more phased than those in MEFs and iPSCs. During reprogramming, nucleosome reorganization and histone methylation around transcription start sites (TSSs) are highly coordinated with distinctively transcriptional activities. Bivalent promoters gradually increase, while repressive promoters gradually decrease. High CpG (HCG) promoters of active genes are characterized by nucleosome depletion at TSSs, while low CpG (LCG) promoters exhibit the opposite characteristics. In addition, we show that vitamin C (VC) promotes reorganizations of canonical, H3K4me3- and H3K27me3-modified nucleosomes on specific genes during transition from pre-iPSCs to iPSCs. These data demonstrate that pre-iPSCs have a more open and phased chromatin architecture than that of MEFs and iPSCs. Finally, this study reveals the dynamics and critical roles of nucleosome positioning and chromatin organization in gene regulation during reprogramming.

Reprogramming of MEFs to iPSCs by addition of the Yamanaka factors (Oct4, Sox2, Klf4 and c-Myc) represents a paradigm shift in regenerative medicine^1^. Interestingly, the reprogramming process often results in the production of cells with a stable intermediate ‘pre-iPSC’ state. Pre-iPSCs exhibit morphology identical to that of iPSCs and embryonic stem cells (ESCs) but do not express endogenous pluripotency markers^2^. Moreover, some of these pre-iPSCs can be converted to fully reprogrammed iPSCs by treating them with small molecule inhibitors such as ReproSox or VC^3^,^4^. Thus, MEFs, pre-iPSCs and iPSCs are not only the starting, intermediate and final stages of reprogramming, but also represent useful tools for delineating the molecular changes associated with reprogramming and changes in cell fate^3^.

During the progression from MEFs to iPSCs, the cell undergoes a remodeling of chromatin architecture. Nucleosomes are the fundamental structural units of chromatin, consisting of approximately 146 base pairs (bp) of DNA wrapping around a histone octamer^5^,^6^. Key epigenetic modifications of chromatin structure include the positioning of nucleosomes and covalent modifications to histone tails, which regulate the expression of specific genes^7^,^8^,^9^. Global maps of nucleosome positions in *C. elegans*^10^ *S. cerevisiae*^11^,^12^ and humans^13^,^14^ show that nucleosomes are not randomly distributed throughout the genome but are highly organized, particularly at TSSs. Critically, dynamic changes of nucleosome positions have also been observed during the differentiation of mouse ESCs to neural progenitors^15^. However, understanding how nucleosome positioning and remodeling affects somatic cell reprogramming remains to be determined.

Here, we generated genome-wide maps of nucleosome occupancy and the distributions of active (H3K4me3) and repressive (H3K27me3 and H3K9me3) histone modifications. We investigated these marks during the conversion of MEFs to pre-iPSCs, and then to iPSCs via chromatin immunoprecipitation followed by deep sequencing (ChIP-Seq) and carried out RNA-sequencing (RNA-Seq) to determine transcript abundance. Our study showed that iPSCs possess a more open chromatin architecture than that of MEFs. However, pre-iPSCs display the most open chromatin state among the three cell lines. In addition, nucleosomes in pre-iPSCs are more phased than those in MEFs and iPSCs. Furthermore, cell type-specific genetic programs gradually shuts down, and pluripotency programs are activated. Nucleosome reorganization and histone methylations around TSSs are highly coordinated with gene activities during reprogramming. Bivalent promoters gradually increase and repressive promoters gradually decrease when reprogramming MEFs to pre-iPSCs, then to iPSCs. Active HCG promoters are characterized with nucleosome depletion at TSSs, while LCG promoters feature an abundance of nucleosomes. Furthermore, we show that VC promotes nucleosome reorganization on specific genes during the fate transition from pre-iPSCs to iPSCs. Our results provide insights into the regulation of nucleosome repositioning and provide a basis for studying cell fate transitions during reprogramming.

## Results

### Nucleosome occupancy is reorganized during somatic cell reprogramming

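The chromatin data analysed here are 21 MNase ChIP-seq libraries. H3, H3K4me3 and H3K27me3 were each sequenced from 2 biological replicates of MEFs, pre-iPSCs and iPSCs, and H3K9me3 from 1 sample of each. Libraries titled as repeats are called replicate 2 here, and the sources used here do not give the pre-iPSC clone of a library. MEFs were digested with a different amount of MNase and for a different time than pre-iPSCs and iPSCs, so a difference from MEFs can carry the digestion as well. The authors mapped the reads to mm9, kept unique reads, moved them to the nucleosome centre and called nucleosomes with GeneTrack. The deposited files list each called nucleosome with its number of reads and its fuzziness in bp.
 The calls of H3 held 67414592 and 82775565 reads in replicates 1 and 2 of MEFs, 108211816 and 67362868 in pre-iPSCs, and 94092528 and 69025112 in iPSCs. Those of H3K4me3 held 12007350 and 12686278, 13146349 and 12448125, and 13005093 and 12312349 reads. Those of H3K27me3 held 13363460 and 15222040, 14276527 and 13224775, and 13951675 and 13535035 reads. Those of H3K9me3 held 12404217, 12942154 and 12222861 reads.
 The reads of the calls were counted here at their dyads, in bins, in promoters and around TSSs, and scaled to the unique reads of Supplementary Table S1. Counts were tested with edgeR (TMM, quasi-likelihood, false discovery rate 0.05) and again with DESeq2. Values are given for replicates 1 and 2 in that order, or as mean ± SD (n = 2). With 2 samples against 2, an exact permutation test cannot give a p below 0.33, so levels compared between cell types carry no p. In replicate 1 of pre-iPSCs the H3 reads followed the GC content of the bins more closely than in the other libraries (Spearman rho 0.828). The rho was 0.802 in replicate 1 of iPSCs and between 0.391 and 0.653 in the other 4 H3 libraries.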

To characterize the dynamic of epigenomic state during reprogramming, mononucleosomes were isolated from MEFs, pre-iPSCs and iPSCs by digestion with micrococcal nuclease (MNase) and specifically enriched with anti-histone H3/H3K4me3/H3K27me3/H3K9me3 antibodies then subjected to high-throughput sequencing (see details in methods and Supplementary Table S1). A comparison of genome-wide nucleosome occupancy and histone modification among biological replicates indicates a high consistency between samples (Pearson correlation coefficient >0.98; Supplementary Fig. S1), indicative of high data quality. 

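Across 10-kb bins, the Pearson correlation between the replicates of H3 was 0.951 in MEFs, 0.712 in pre-iPSCs and 0.934 in iPSCs. For H3K4me3 it was 0.879, 0.920 and 0.916, and for H3K27me3 0.898, 0.931 and 0.912. H3K9me3 has 1 library per cell type and no replicate to compare. In 100-kb bins the values were 0.969, 0.787 and 0.957 for H3 and between 0.951 and 0.984 for the marks. With calls of at least 2 reads they were between 0.770 and 0.865 for the marks and 0.671 for H3 in pre-iPSCs. The H3 libraries of pre-iPSCs were less alike than replicate 2 of pre-iPSCs and replicate 1 of MEFs (0.971), or than replicate 1 of iPSCs and replicate 1 of pre-iPSCs (0.906). From its own correlations the paper proposes that the quality of the data is high.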

Further, we compared genome-wide nucleosome occupancy in a pairwise manner between MEFs, pre-iPSCs and iPSCs. 

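With both replicates of each cell type, edgeR called 0 of 250460 bins at an adjusted p below 0.05 in each of the 3 comparisons. At an unadjusted p below 0.05 it counted 9382 bins for pre-iPSCs against MEFs, 476 for iPSCs against pre-iPSCs and 2028 for iPSCs against MEFs. DESeq2 also called 0 bins in each, with 35080, 2018 and 5244 below the unadjusted level. The counts rest on replicate 2 of pre-iPSCs. Without it, edgeR called 189208, 148966 and 21796 bins. Without replicate 1 of pre-iPSCs it called 0 in each, and without replicate 1 of MEFs 165, 0 and 157. In simulated counts for pre-iPSCs against MEFs at the observed spread, edgeR found 0 of 200 bins changed 2-fold and 184 of 200 changed 8-fold.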

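H3 reads per 10-kb bin were compared between each pre-iPSC and each MEF library, and a bin counted as changed at 1.5-fold or more. Replicate 1 of pre-iPSCs had more reads than replicates 1 and 2 of MEFs in 20.6% and 21.1% of 265500 bins and fewer in 48.2% and 47.2%. Replicate 2 of pre-iPSCs had more reads in 0.553% and 1.66% of the bins and fewer in 1.56% and 2.60%. Over the 4 comparisons the shares were 11.0 ± 11.4% with more and 24.9 ± 26.4% with fewer reads (SD, n = 4). Between the MEF replicates 0.768% and 1.44% of the bins differed in the same way, and between the pre-iPSC replicates 47.3% and 19.7%.
 Of the alternatives, the choice of replicate moved these shares most, and a 2-fold change lowered the means to 6.88% and 18.6%. A correction for the GC content of the bins, over 255677 bins, was added after the data were seen. With it, replicate 1 of pre-iPSCs had more reads than the MEF replicates in 10.3% and 10.6% of the bins and fewer in 19.14% and 19.4%. Scaling each library by its median bin was also added after the data were seen, and reversed the direction, with more reads in 39.1% and 39.2% and fewer in 27.9% and 28.1%. Without chromosomes X and Y, replicate 2 of pre-iPSCs had more reads than replicate 2 of MEFs in 1.61% of the bins and fewer in 0.877%, while against replicate 1 of MEFs it had more in 0.505% and fewer in 0.747%.

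**Figure D1:**
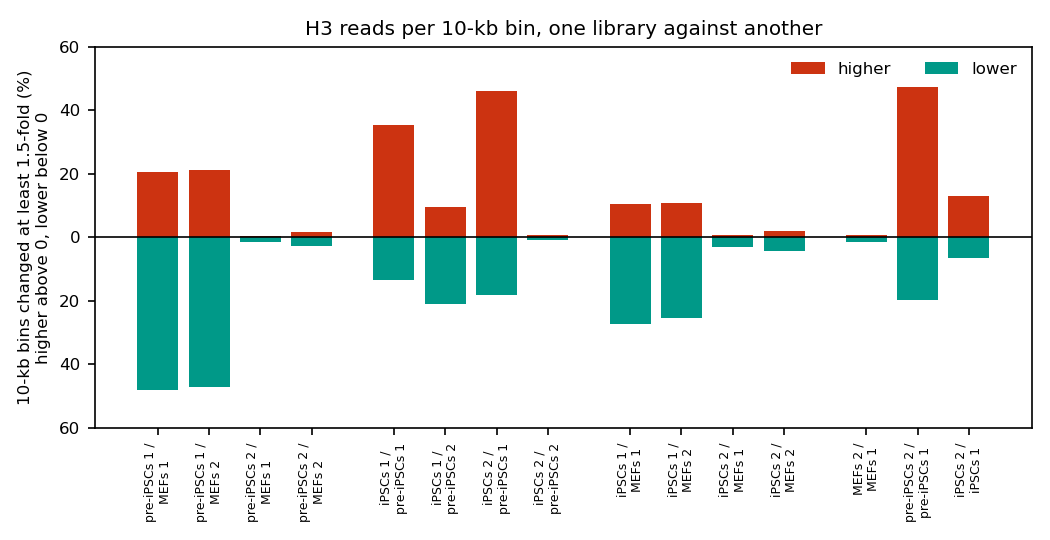
Percent of 10-kb bins with at least 1.5-fold more or fewer H3 reads in each comparison of 2 libraries. Replicate 1 of pre-iPSCs against replicate 1 of MEFs gives 20.6% and 48.2%, replicate 2 against replicate 2 gives 1.66% and 2.60%.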

From MEFs to pre-iPSCs, only 17.32% of the genome was occupied by more nucleosomes and 52.71% of the genome displayed less nucleosome occupancy, suggesting that the genome tend towards nucleosomes loss and a more open chromatin architecture during this stage of reprogramming (Fig. 1A). When pre-iPSCs was induced to iPSCs, nearly half of genomic regions tend to gain nucleosomes and become less open during iPS maturation (Fig. 1B and Supplementary Fig. S2B), suggesting a less open chromatin architecture in iPSCs compared to pre-iPSCs. However, the open chromatin architecture of ES and iPS cells has been documented by numerous researches^16^,^17^,^18^,^19^,^20^,^21^. 

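From pre-iPSCs to iPSCs, H3 reads rose in 35.4% and fell in 13.4% of the 10-kb bins between the libraries of replicate 1. Between those of replicate 2 they rose in 0.633% and fell in 0.918%. Replicate 1 of iPSCs against replicate 2 of pre-iPSCs gave 9.43% and 21.1%, and replicate 2 of iPSCs against replicate 1 of pre-iPSCs 46.1% and 18.2%. The 4 comparisons together gave 22.9 ± 21.4% of the bins with more and 13.4 ± 8.93% with fewer reads (SD, n = 4), the direction depending on which pre-iPSC library was used. After the GC correction, added as above, the share with more reads was 14.5% between the libraries of replicate 1 and 0.528% between those of replicate 2. Scaled by the median bin, the libraries of replicate 1 gave the opposite direction, with 16.0% of the bins rising and 33.3% falling.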

To explain this paradox, we compared the nucleosome map between MEFs and iPSCs. In support with this view, we found that the whole genome was less occupied by nucleosomes in iPSCs (Supplementary Fig. S2A and S2B), implying an open chromatin state in iPSCs compared to MEFs.

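Against MEFs, replicate 1 of iPSCs had more H3 reads in 10.5% and 11.0% of the bins and fewer in 27.3% and 25.5%. Replicate 2 had more in 0.839% and 2.12% and fewer in 3.12% and 4.15%. The means were 6.09 ± 5.36% and 15.0 ± 13.2% (SD, n = 4). More bins fell than rose in the 4 comparisons at this scaling. Scaled by the median bin, replicate 1 of iPSCs had more reads in 19.6% and 18.9% and fewer in 13.9% and 15.03%. Without chromosomes X and Y, replicate 2 of iPSCs had more reads than replicate 2 of MEFs in 2.14% and fewer in 1.603%, while against replicate 1 of MEFs it had more in 0.825% and fewer in 1.63%. Between the iPSC replicates 13.1% and 6.36% of the bins differed. After the GC correction replicate 1 of iPSCs had more reads than the MEF replicates in 2.46% and 3.53% of the bins and fewer in 3.18% and 4.54%. From its own bins the paper proposes that chromatin opens from MEFs to pre-iPSCs, closes in part from pre-iPSCs to iPSCs and stays more open in iPSCs than in MEFs.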

To further elucidate the dynamics of nucleosome deposition during reprogramming, we grouped the genome into genic and intergenic regions. 

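Nucleosome coverage was taken here as the percent of each region that called nucleosomes of at least 2 reads occupy, over 20156 genic and 18627 intergenic regions. The median over genic regions was 61.0% and 62.7% in replicates 1 and 2 of MEFs, 48.9% and 61.3% in pre-iPSCs and 61.4% and 61.4% in iPSCs. Over intergenic regions it was 59.0% and 60.7% (MEFs), 45.3% and 59.1% (pre-iPSCs) and 58.9% and 59.2% (iPSCs). As means these are 61.9 ± 1.22%, 55.1 ± 8.78% and 61.4 ± 0.0356% for genic regions. For intergenic regions they are 59.8 ± 1.27%, 52.2 ± 9.76% and 59.0 ± 0.202% (SD, n = 2). Calls of at least 5 reads moved the values most, to genic means of 49.0%, 40.1% and 52.1%. With calls of any number of reads, replicate 1 of pre-iPSCs covered 55.6% of genic and 53.1% of intergenic regions.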

Surprisingly, we found that both genic and intergenic regions of pre-iPSCs showed a lower nucleosome coverage rate than that of MEFs and iPSCs (Fig. 1C). An increase of nucleosome occupancy at not only TSSs and transcription termination sites (TTSs) but also genic regions and correspondingly significant decrease at intergenic regions in pre-iPSCs compared with MEFs or iPSCs was observed when scanning nucleosome distribution in more detailed regions (Supplementary Fig. S2C).

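The 300 bp upstream of TSSs held 0.160% and 0.163% of the H3 reads in MEFs, 0.444% and 0.148% in pre-iPSCs and 0.299% and 0.166% in iPSCs. The 600 bp downstream held 0.339% and 0.339%, 1.25% and 0.314%, and 0.857% and 0.371%. The 300 bp upstream of TTSs held 0.228% and 0.239%, 0.467% and 0.237%, and 0.323% and 0.249%. The 300 bp downstream of TTSs held 0.249% and 0.252%, 0.417% and 0.256%, and 0.319% and 0.266%. Genic regions held 37.5 ± 0.0819% in MEFs, 43.4 ± 6.64% in pre-iPSCs and 41.0 ± 2.20% in iPSCs. Intergenic regions held 61.5 ± 0.0950%, 54.9 ± 7.79% and 57.6 ± 2.72% (SD, n = 2). Replicate 1 of pre-iPSCs lies above every MEF and iPSC library at TSSs, TTSs and genic regions, while replicate 2 lies below every one of them at TSSs. Without chromosomes X and Y the genic shares of MEFs were 37.8% and 38.0%.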

We next calculated nucleosome fuzziness using the standard deviation of tag locations around the nucleosome dyad, and analyzed the nucleosome fuzziness distribution in MEFs, pre-iPSCs and iPSCs. The fuzziness distribution in pre-iPSCs is quite different from that in MEFs and iPSCs (Supplementary Fig. S2D). We extracted and compared common nucleosomes between pre-iPSCs/MEFs and iPSCs/pre-iPSCs when the distance between the nucleosome dyad was less than 73 bp (approximately half the size of nucleosome), and observed that nucleosome fuzziness in pre-iPSCs decreases significantly (Fig. 1D). 

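For common nucleosomes, with dyads less than 73 bp apart, the fuzziness in replicate 1 of pre-iPSCs differed by -5.50 bp from replicate 1 of MEFs (4457389 nucleosomes) and by -6.28 bp from replicate 2 (4568979). Replicate 2 of pre-iPSCs differed from the MEF replicates by 0.346 bp and -0.613 bp. Against iPSCs, replicate 1 of pre-iPSCs differed by -6.25 bp and -5.99 bp and replicate 2 by -0.180 bp and -0.00922 bp. In the mean of the 4 comparisons pre-iPSCs differed from MEFs by -3.01 ± 3.36 bp, and iPSCs from pre-iPSCs by 3.11 ± 3.48 bp (SD, n = 4). The replicates of pre-iPSCs differed by -5.87 bp from one another, those of MEFs by -0.945 bp. Between 63.1% and 66.6% of the common nucleosomes were lower in replicate 1 of pre-iPSCs.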

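Fuzziness was averaged over all called nucleosomes of at least 2 reads, which number between 6329108 in replicate 1 of pre-iPSCs and 9834672 in replicate 2 of MEFs. The mean was 31.6 bp and 32.4 bp in MEFs, 26.3 bp and 31.9 bp in pre-iPSCs and 32.2 bp and 32.0 bp in iPSCs. Per cell type this is 32.0 ± 0.592 bp, 29.1 ± 4.00 bp and 32.1 ± 0.202 bp (SD, n = 2). In calls of 5 to 10 reads, the alternative closest to calls of equal depth, replicate 1 of pre-iPSCs had 27.6 bp and the other 5 libraries between 32.8 bp and 33.2 bp. In the same class 7.70% of the calls of replicate 1 of pre-iPSCs lay under 10 bp, against 0.797% to 1.12% in the others. Calls of over 50 reads were 8.64% of its calls and at most 0.216% in the others.

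**Figure D2:**
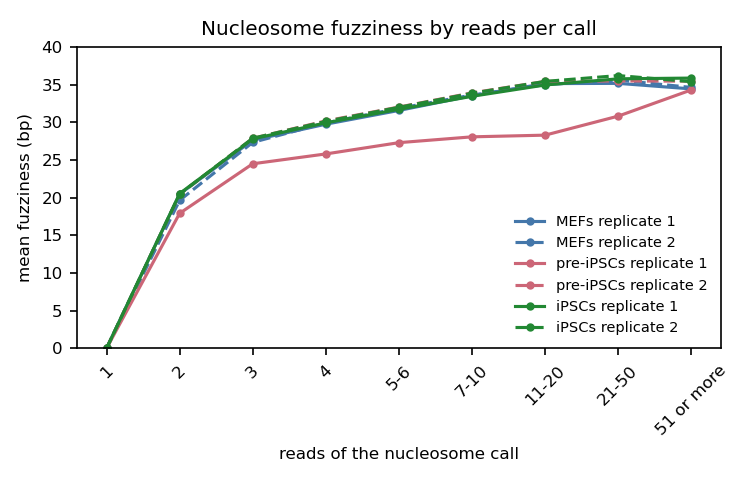
Mean fuzziness of H3 nucleosomes by the number of reads in the call, for each library. At 5 to 10 reads replicate 1 of pre-iPSCs has 27.6 bp and replicate 2 of pre-iPSCs 33.2 bp.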

The average nucleosome fuzziness in pre-iPSCs is 26 bp, much lower than those in both MEFs (31 bp) and iPSCs (32 bp), indicating that nucleosomes showing less deviation in pre-iPSCs are thus increasingly phased. Overall, we concluded that chromatin structures tend to show lower nucleosome occupancy but exhibit more defined nucleosome positioning in pre-iPSCs, which then recovers to more relaxed nucleosome positioning in the fully reprogrammed iPSCs.

### Coordinate transcriptome regulation and nucleosome reorganization are essential for somatic cell reprogramming

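The expression data are 6 RNA-seq libraries, 2 biological replicates each of MEFs, pre-iPSCs and iPSCs. The authors aligned the reads with TopHat and computed FPKM with Cuffdiff for RefSeq genes. The deposited tables give FPKM of 20156 genes and no read counts per gene. Supplementary Table S2 lists the reads of each library, which are not given here. The libraries are described by their genes and summed FPKM, which do not measure depth. At least 1 FPKM was reached by 10562 and 10370 genes in replicates 1 and 2 of MEFs, 10862 and 10580 in pre-iPSCs and 10773 and 10995 in iPSCs. The FPKM summed to 492473 and 818207, 441736 and 497290, and 527799 and 392424. Genes listed at FPKM 0 number between 4596 and 6150 per library, and a gene listed at 0 in every library of a cell type is given no fold change against it, only a difference of log2(FPKM + 1).
 Differences were tested here on log2(FPKM + 1) with limma, for 12401 genes with a mean of at least 0.5 FPKM over the 6 libraries. A gene was called at an adjusted p below 0.05 and a change of at least 2-fold. Each of the 2 tables holds 1 replicate of every cell type and was a term of the model. In data simulated for pre-iPSCs against MEFs, 118 of 200 genes changed 4-fold were recovered at the observed spread.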

To assess how the transcriptome is affected by nucleosome positioning during the stepwise reprogramming process, we carried out an RNA-seq analysis (Supplementary Table S2). 

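On log2(FPKM + 1) the Pearson correlation between the replicates was 0.956 in MEFs, 0.969 in pre-iPSCs and 0.979 in iPSCs. On the FPKM themselves, the alternative that moved it most, it was 0.898, 0.926 and 0.929. With genes of at least 0.5 FPKM only, the mean over the cell types was 0.942.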

Correlation analysis of gene expression profiles indicates high consistency between replicates (Pearson correlation coefficient >0.95; Supplementary Fig. S3). Via Pearson correlation assay, we observed a gradual decrease in the correlation of gene expression between MEFs and reprogrammed cells and an increase in the correlation of gene expression between pre-iPSCs and iPSCs (Fig. 2A). 

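The correlation was 0.891 ± 0.00983 between MEF and pre-iPSC libraries, 0.871 ± 0.0132 between MEF and iPSC libraries and 0.921 ± 0.00928 between pre-iPSC and iPSC libraries (SD, n = 4 comparisons each). The MEF and iPSC values ranged from 0.859 to 0.888 and those of MEFs and pre-iPSCs from 0.884 to 0.905, so the ranges overlap. The values of pre-iPSCs and iPSCs ranged from 0.909 to 0.931, above both. The order held with FPKM, at 0.810, 0.777 and 0.935. The paper states that the correlation with MEFs falls during reprogramming while that between pre-iPSCs and iPSCs rises.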

ESCs have the ability to grow indefinitely while maintaining pluripotency and to differentiate into cells of all three germ layers^22^,^23^. We profiled gene expression and nucleosome distribution near the TSSs of pluripotency and germ layer marker genes (Supplementary Fig. S4 and Supplementary Table S3). In contrast to MEFs and pre-iPSCs, nucleosomes at TSSs of pluripotent marker genes are relatively well organized in iPSCs (Supplementary Fig. S4A). 

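Around the TSSs of 53 of the pluripotency markers, the H3 level from -150 to 50 bp relative to that 1 to 2 kb upstream was 0.561 and 0.684 in MEFs, 1.65 and 0.655 in pre-iPSCs and 0.814 and 0.590 in iPSCs. The first peak downstream of the TSS exceeded the following trough 2.44-fold and 3.16-fold in MEFs, 4.20-fold and 3.18-fold in pre-iPSCs and 6.41-fold and 4.19-fold in iPSCs. The same ratio of the second peak was 3.51 and 2.33, 3.90 and 5.92, and 2.51 and 8.20. The iPSC libraries lie above those of MEFs and pre-iPSCs at the first peak except that replicate 2 of iPSCs and replicate 1 of pre-iPSCs are nearly equal, and at the second peak the replicates differ in order.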

Correspondingly, the expression levels of pluripotent marker genes are markedly high, while marker genes for three germ layers are gradually silenced during somatic cell reprogramming (Supplementary Fig. S4B). Specifically, the mesodermal maker genes that are highly expressed in mesoderm-derived MEFs exhibit lower transcriptional activity after reprogrammed to pre-iPSCs, suggesting that nucleosome reorganization occurs during reprogramming.

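Of the markers in Supplementary Table S3, 53 of 66 pluripotency, 174 of 214 ectodermal, 119 of 149 mesodermal and 45 of 55 endodermal entries are in the expression tables. The median FPKM of pluripotency markers was 0.242 and 0.230 in MEFs, 2.67 and 1.67 in pre-iPSCs and 19.5 and 20.8 in iPSCs. That of ectodermal markers was 0.534 and 0.357, 1.86 and 1.33, and 1.21 and 1.80, and that of endodermal markers 0.0447 and 0.0367, 0.138 and 0.0389, and 0.212 and 0.314.
 Lists were tested with camera at its preset inter-gene correlation, adjusted over the 4 lists and 3 comparisons. Pluripotency markers were higher in pre-iPSCs than in MEFs (median log2 change 0.72, adjusted p = 6.4e-06) and in iPSCs than in pre-iPSCs (0.96, adjusted p = 7.5e-10). Against MEFs, limma called 31 of 47 tested markers higher in iPSCs and 6 lower. Ectodermal markers were higher in pre-iPSCs than in MEFs (0.22, adjusted p = 0.021), with 29 of 120 called higher and 13 lower, and did not pass from pre-iPSCs to iPSCs (adjusted p = 0.87), where the medians of the replicates moved in opposite directions. Endodermal markers passed in no comparison (adjusted p = 0.25 to 0.30). With fry the 3 comparisons of pluripotency markers pass (adjusted p = 0.034, 0.034 and 0.021) and ectodermal markers do not (0.20). With the correlation estimated from the data no list passes, the smallest adjusted p being 0.25.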

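The median FPKM of mesodermal markers was 4.06 and 3.57 in MEFs, 2.03 and 1.01 in pre-iPSCs and 1.32 and 1.79 in iPSCs. In pre-iPSCs against MEFs, limma called 4 of 82 tested markers higher and 39 lower, with a median log2 change of -1.53 (camera, adjusted p = 3.6e-08). It called 4 higher and 4 lower from pre-iPSCs to iPSCs (median -0.07, adjusted p = 0.82). With fry the fall against MEFs has an adjusted p of 0.056, and with the estimated correlation one of 0.40. The paper proposes from the lower expression of mesodermal markers in its own profiles that nucleosomes are reorganized during reprogramming.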

To more comprehensively illustrate the nucleosome dynamics during reprogramming, we identified 411 differentially expressed (DE) genes in our dataset and grouped these genes into six clusters that show different expression patterns during reprogramming (Fig. 2B and Supplementary Table S4). 

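At an adjusted p below 0.05 and a 2-fold change, limma called 4001 of the 12401 genes in at least 1 comparison. In pre-iPSCs against MEFs 916 genes were higher and 1116 lower, in iPSCs against pre-iPSCs 485 and 584, and in iPSCs against MEFs 1279 and 1927. The median log2 change of all genes was -0.04, -0.09 and -0.14 in these comparisons, and 0.00, 0.01 and 0.03 after quantile normalization, with 1584 higher and 1719 lower in iPSCs against MEFs. Without a filter on low values 2922 genes were called. In iPSCs against pre-iPSCs 421 were then higher and 367 lower.
 Leaving out 1 library also moved them. Without replicate 1 of iPSCs 2296 genes were called in all, 179 of them in iPSCs against pre-iPSCs and 1117 in iPSCs against MEFs. Without replicate 2 of iPSCs these counts were 2154, 87 and 1265. Without replicate 1 or 2 of MEFs, iPSCs against pre-iPSCs gave 2203 or 2281 genes. Without replicate 2 of pre-iPSCs, pre-iPSCs against MEFs gave 1072 genes. Of the genes of Supplementary Table S4, 398 are in the expression tables.
 The reprogramming factors are given first, and then the 3 largest rises and falls of each comparison that both replicates share. *Pou5f1* (chromosome 17, 35642977 to 35647722) was listed at 0 and 0.50 FPKM in MEFs, 378 and 3184 in pre-iPSCs and 586 and 397 in iPSCs (pre-iPSCs against MEFs, log2 9.81 ± 0.77 (SE), adjusted p = 9.4e-04). H3 reads over its introns lie 13.7-fold or more above the genome mean in pre-iPSCs and iPSCs, and 19.0-fold in the H3 but 1.17-fold in the H3K9me3 library of replicate 1 of MEFs, so its level cannot be traced to the cells' own copies alone. *Klf4* had 31.3 ± 8.79, 728 ± 76.6 and 102 ± 3.56 FPKM (SD, n = 2; log2 4.52, adjusted p = 0.0011) and *Myc* 47.0 ± 15.2, 576 ± 339 and 8.59 ± 1.78 (3.49, adjusted p = 0.0054). The ratio of H3 reads over exons to those over introns is higher for both in pre-iPSCs and iPSCs than in MEFs, so added copies can hold part of these levels. *Sox2* had 0.126 ± 0.00271, 222 ± 71.6 and 90.7 ± 35.3 FPKM (7.59, adjusted p = 3.7e-04), and whether added copies hold part of this could not be told. *Setdb1* had 7.51 ± 5.38, 20.2 ± 11.1 and 15.3 ± 1.42 FPKM.
 The other largest changes in pre-iPSCs were rises of *Klk1* (585 and 1178 FPKM) and *Slc38a5* (553 and 369) and falls of *Acta2* (7457 ± 2397 to 72.2 ± 14.8 FPKM), *Cnn1* (311 ± 104 to 2.33 ± 0.274) and *Myl9* (1064 ± 390 to 15.7 ± 8.22). *Klk1*, *Slc38a5* and *Lgals7* (152 and 215 FPKM in pre-iPSCs) had at most 1.16, 0.610 and 0.806 FPKM in iPSCs. The promoters of the first 2 carry H3K4me3 under 1 RPKM in pre-iPSCs, though more than in MEFs. *Klk1* had 0.429 and 0.779 RPKM in pre-iPSCs and 0 and 0.191 in MEFs, and *Slc38a5* 0.613 and 0.584, and 0.406 and 0.255. At these low levels the transcripts of both genes were not tied to the mark. In iPSCs *Dppa5a* rose to 783 ± 83.0 FPKM, *Lefty1* to 151 ± 51.8, *Pla2g1b* to 89.5 ± 26.0 and *Utf1* to 382 ± 229, and *Actg2* fell from 642 ± 169 in MEFs to 1.56 ± 0.381. From the clusters of its genes the paper proposes which programs are silenced and activated.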

Genes continuously repressed in C1 are involved in developmental processes such as organ morphogenesis and TGF-β-mediated tissue development (Fig. 2C)^24^,^25^ suggesting that silencing lineage-specific developmental programs is a prerequisite for successful reprogramming. 

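Of the 55 genes of C1, 53 are in the tables, with a median of 141 and 113 FPKM in MEFs, 11.0 and 7.38 in pre-iPSCs and 3.57 and 7.34 in iPSCs. In pre-iPSCs against MEFs limma called 2 higher and 44 lower (median log2 change -3.48), and in iPSCs against MEFs 53 lower (-4.30). From pre-iPSCs to iPSCs it called 0 higher and 11 lower, with a median of -0.60 that was -1.44 between the libraries of replicate 1 and 0.16 between those of replicate 2. With the pseudocount 0.1 the median of C1 in pre-iPSCs against MEFs was -3.84 and that of C3 7.03.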

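Of the genes of C3, 25 are in the tables. Their median FPKM was 0 and 0 in MEFs, 25.6 and 18.3 in pre-iPSCs and 72.2 and 56.3 in iPSCs. In pre-iPSCs against MEFs limma called 20 higher and 0 lower (median log2 change 3.81), and in iPSCs against pre-iPSCs 8 higher and 1 lower (1.24).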

The gradually activated genes in C3 are related to stemness and transcriptional regulation (Fig. 2D), suggesting the activation of a pluripotency program during reprogramming. 

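The 74 genes of C4 in the tables had a median of 0 and 0 FPKM in MEFs, 12.1 and 7.30 in pre-iPSCs and 0.677 and 0.569 in iPSCs. Against MEFs, limma called 63 higher in pre-iPSCs and 0 lower (median log2 change 3.14), and in iPSCs against pre-iPSCs 0 higher and 44 lower (-2.70).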

We also noted that genes in C4 are upregulated during the first stage and then downregulated during iPSCs maturation and that this cluster of genes is mainly involved in epithelial development and cell migration (Supplementary Fig. S5A), in accordance with the observation that a mesenchymal-to-epithelial transition program is launched in MEFs to initiate the early phase of reprogramming^26^. Genes in C6 are repressed at the first stage and activated at the second stage. These genes are mainly involved in gamete generation (Supplementary Fig. S5B), suggesting their importance for the establishment of pluripotency. For example, *Dppa3* was recently reported to be critical for the generation of fully reprogrammed iPSCs, while its depletion resulted in reprogramming to only the pre-iPS state^27^. 

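The 64 genes of C6 in the tables had a median of 0 and 0 FPKM in MEFs, 0.159 and 0.0581 in pre-iPSCs and 17.0 and 14.2 in iPSCs. Against MEFs, 42 of the changes in pre-iPSCs lay above 0 and 8 below in the fit without the table as a term. With the term, limma called 9 higher and 0 lower (median log2 change 0.15). In iPSCs against pre-iPSCs it called 55 higher and 0 lower (3.56).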

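*Dppa3* (chromosome 6, 122576442 to 122580289) is listed at 0 FPKM in both replicates of MEFs and of pre-iPSCs and has 11.3 and 41.2 FPKM in iPSCs (limma, iPSCs against pre-iPSCs, adjusted p = 0.0031). Without replicate 2 of iPSCs the adjusted p is 0.049. H3K4me3 at its promoter was 0.135 and 0.191 RPKM in MEFs, 0.552 and 0.195 in pre-iPSCs and 0.682 and 0.658 in iPSCs.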

Despite the differential expression levels among MEFs, pre-iPSCs and iPSCs, expression of C2 and C5 genes is relatively low in these three cell types (Fig. 2B).

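C2 had a median of 0 and 0 FPKM in MEFs, 1.53 and 0.512 in pre-iPSCs and 0 and 0.0978 in iPSCs, over 58 genes. C5 had 0 and 0, 0.0473 and 0.0354, and 3.25 and 2.36 FPKM over 124 genes, of which limma called 80 higher in iPSCs than in pre-iPSCs and 110 higher than in MEFs. In pre-iPSCs against MEFs it called 19 genes of C2 higher and 9 lower. That median change of C2 was 1.29 between libraries of replicate 1 and 0.56 between those of replicate 2.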

Previous studies have shown that nucleosome positioning around TSSs correlates with gene activity. As expected, nucleosome-free regions exist at the TSSs of active genes but not silent genes, and nucleosome depletion become more significant for the most highly expressed genes (Fig. 2E)^15^,^28^. 

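Genes were grouped in each library into the highest 5% by FPKM (1008 genes), those listed at 0 and the rest, and the H3 level from -150 to 50 bp of the TSS was divided by the level 1 to 2 kb upstream. The ratio of the highest class was 0.222 and 0.287 in MEFs, 0.418 and 0.179 in pre-iPSCs and 0.287 and 0.223 in iPSCs. That of the rest was 0.418 and 0.459, 1.18 and 0.401, and 0.817 and 0.456. That of silent genes was 0.983 and 1.02, 2.19 and 1.01, and 1.42 and 1.07. The order of the 3 classes is the same in all 6 libraries.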

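In the highest class the H3 profile peaked at 135 and 145 bp downstream of the TSS in MEFs, 135 and 135 bp in pre-iPSCs and 135 and 145 bp in iPSCs. The next peaks lay at 315 and 325 bp, 315 and 335 bp, and 315 and 315 bp. The +1 peak exceeded the trough after it 2.21-fold and 2.19-fold in MEFs, 4.24-fold and 1.95-fold in pre-iPSCs and 4.21-fold and 2.71-fold in iPSCs. For the +3 peak the ratios were 1.36 and 1.56, 2.21 and 1.49, and 1.99 and 1.13. The upstream peak lay between 215 and 255 bp before the TSS in all 6 libraries. The H3 level from 51 to 250 bp over the flank was 0.511 and 0.550 in MEFs, 1.96 and 0.365 in pre-iPSCs and 1.80 and 0.518 in iPSCs. In replicate 1 of pre-iPSCs and of iPSCs, silent genes with promoters of equal GC content had 2.41 and 1.78 times the level of their own flank at this position.

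**Figure D3:**
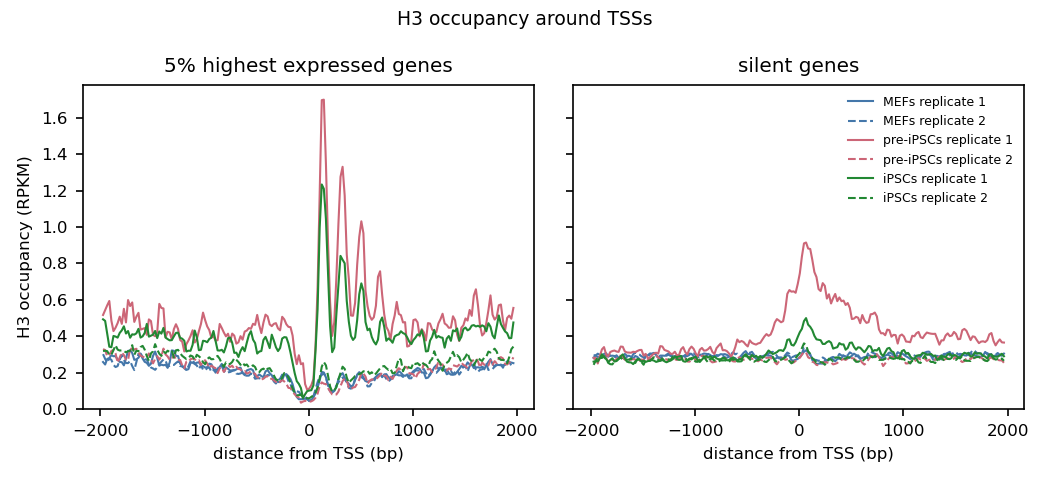
H3 occupancy (RPKM) around TSSs of the highest class and of silent genes, for each library. The highest class peaks at 135 to 145 bp in all 6 libraries. Its level from 51 to 250 bp exceeds the flank 1 to 2 kb upstream in replicate 1 of pre-iPSCs and iPSCs only. The ratios to the flank there are 1.96 and 1.80.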

An array of well-positioned nucleosomes (from −1 to + 3) flanking TSSs of active genes are present in both pre-iPSCs and iPSCs (Fig. 2E). 

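Across the 396 profile bins of the highest class, replicate 1 of MEFs correlated with replicate 2 of MEFs at r = 0.912, with pre-iPSCs at 0.0486 and 0.909 and with iPSCs at 0.185 and 0.929. The replicates of pre-iPSCs correlated at -0.0783 and those of iPSCs at 0.204, while replicate 1 of both cell types correlated at 0.930 and replicate 2 of both at 0.921.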

Surprisingly, we found that the nucleosome occupancy pattern in MEFs is distinct from that in pre-iPSCs and iPSCs (Fig. 2E). Thus, we further compared the genome-wide nucleosome occupancy data for MEFs and iPSCs from our study with that reported in previous studies^15^,^14^. Correlation analysis at the genome scale indicated high consistency between our data and published data (Supplementary Fig. S6). In addition, we examined the correlation between histone modification pattern and gene activity. As expected, H3K4me3 signals exhibit a strong preference for active promoters, while H3K27me3 and H3K9me3 modifications show negative correlations with the gene expression level (Supplementary Fig. S7). 

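Across 20156 promoters, taken as 500 bp either side of the TSS, H3K4me3 correlated with FPKM at a Spearman rho of 0.688 ± 0.0164 in MEFs, 0.587 ± 0.0302 in pre-iPSCs and 0.533 ± 0.0413 in iPSCs (SD, n = 2). H3K27me3 correlated at -0.510 ± 0.0349, -0.445 ± 0.0219 and -0.419 ± 0.0556. H3K9me3 correlated at -0.471, -0.352 and -0.261 (n = 1). In replicate 1 of MEFs the median H3K4me3 level was 1.96 RPKM for the highest class and 0.271 for silent genes. The medians of H3K27me3 were 0.0606 and 0.363 RPKM, and those of H3K9me3 0.131 and 0.328. Promoters of 1000 bp either side moved rho most for H3K4me3, to 0.754 and 0.729 in MEFs, 0.683 and 0.665 in pre-iPSCs and 0.610 and 0.591 in iPSCs. Within promoters of low CpG content the rho of H3K9me3 was -0.103 in MEFs, 0.107 in pre-iPSCs and 0.135 in iPSCs, and that of H3K27me3 -0.0607 and 0.0204, 0.125 and 0.0987, and 0.157 and 0.129. Within promoters of high CpG content the rho of H3K4me3 was 0.425 and 0.411, 0.278 and 0.206, and 0.190 and 0.0935. In the same promoters that of H3K27me3 was -0.544 and -0.519, -0.488 and -0.534, and -0.462 and -0.544. That of H3K9me3 was -0.414, -0.335 and -0.289 there. In promoters of low CpG content the rho of H3K4me3 was 0.397 and 0.351, 0.422 and 0.458, and 0.410 and 0.450.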

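For 398 of the DE genes, the change of FPKM was compared with the change of H3 from 300 bp upstream to 600 bp downstream of the TSS and of the marks at the promoter, between libraries of the same number. Across these genes Spearman rho with H3 was -0.136 and -0.371 for pre-iPSCs against MEFs, -0.386 and -0.377 for iPSCs against pre-iPSCs, and -0.265 and -0.363 for iPSCs against MEFs. With H3K4me3 it was 0.418 and 0.409, 0.281 and 0.231, and 0.436 and 0.269. With H3K27me3 it was -0.530 and -0.482, -0.391 and -0.337, and -0.492 and -0.495. Over all genes the same rho lay between -0.113 and -0.0405 for H3, between 0.0627 and 0.208 for H3K4me3 and between -0.228 and -0.140 for H3K27me3.
 Of 14874 promoters tested with edgeR, 229 gained and 46 lost H3K4me3 in pre-iPSCs against MEFs, and 725 and 175 in iPSCs against MEFs. In iPSCs against pre-iPSCs edgeR called 0, with 1090 promoters at an unadjusted p below 0.05, and DESeq2 called 0, with 259. With the library sizes of Supplementary Table S1, 27 rose and 169 fell in pre-iPSCs against MEFs, and 141 and 249 in iPSCs against MEFs. DESeq2 called 3 and 2 promoters. Leaving out a library gave between 25 (without replicate 1 of MEFs) and 84 (without replicate 1 of pre-iPSCs) when a MEF or pre-iPSC library was left out of pre-iPSCs against MEFs. Without replicate 2 of MEFs the count was 60 and without replicate 2 of pre-iPSCs 44. For iPSCs against MEFs the counts were 99 and 408 without replicates 1 and 2 of MEFs and 145 and 309 without replicates 1 and 2 of iPSCs.
 Of 4436 promoters tested for H3K27me3, 66 gained and 33 lost it in pre-iPSCs against MEFs, 2 and 0 changed in iPSCs against pre-iPSCs, and 122 and 53 in iPSCs against MEFs. DESeq2 called 0 in each, with 237, 64 and 248 at an unadjusted p below 0.05. Without replicate 1 or 2 of MEFs the first count was 18 or 30, and without replicate 1 or 2 of pre-iPSCs 28 or 29. The last was 50 or 27 without replicate 1 or 2 of MEFs, and 25 or 60 without replicate 1 or 2 of iPSCs. In iPSCs against pre-iPSCs edgeR called 0 promoters without replicate 1 of pre-iPSCs (377 at an unadjusted p below 0.05) and 0 without replicate 2 of iPSCs (466), 1 without replicate 2 of pre-iPSCs or replicate 1 of iPSCs, and 4 and 5 without replicates 1 and 2 of MEFs.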

We analyzed these chromatin features around the TSSs of DE genes and observed a coordinated change in both nucleosome positioning and histone modification that was accompanied by the regulation of gene expression during reprogramming (Fig. 2F and Supplementary Figs. S5C and S5D). For example, *Tgfb1*, a C1 gene, was gradually silenced with a concomitant gradual increase of nucleosome occupancy around TSSs, while *Trap1a*, a C3 gene, displayed the opposite trend during reprogramming (Fig. 2G). These results further demonstrate that nucleosomes around TSSs are reorganized during somatic cell reprogramming.

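*Tgfb1* (chromosome 7, 26472021 to 26490015) had 66.4 and 26.4 FPKM in MEFs, 13.6 and 4.42 in pre-iPSCs and 5.29 and 6.09 in iPSCs. With limma the log2 change was -2.27 ± 0.47 (SE) in pre-iPSCs against MEFs (adjusted p = 0.018) and -0.41 in iPSCs against pre-iPSCs (adjusted p = 0.70). The first passes neither without the filter on low values (0.058), nor without replicate 2 of pre-iPSCs (0.15), nor without replicate 1 of iPSCs (0.053). H3 within 500 bp of its TSS was 0.134 and 0.126 RPKM in MEFs (12 and 14 reads), 0.669 and 0.0992 in pre-iPSCs (87 and 9) and 0.584 and 0.162 in iPSCs (73 and 15). The reads of replicate 2 are too few to give a direction. H3K4me3 was 2.03 and 1.46, 0.858 and 0.909, and 1.55 and 1.45 RPKM.
 *Trap1a* (chromosome X, 135868222 to 135872704) is listed at 0 FPKM in both MEF libraries and has 0.385 and 4.40 FPKM in pre-iPSCs and 32.7 and 87.4 in iPSCs (limma, iPSCs against pre-iPSCs, log2 4.32, adjusted p = 0.0038). The adjusted p is 0.059 without replicate 1 of iPSCs and 0.084 without replicate 2. H3 within 500 bp of its TSS was 0.324 and 0.261 RPKM in MEFs (29 and 29 reads), 0.362 and 0.121 in pre-iPSCs (47 and 11) and 0.112 and 0.130 in iPSCs (14 and 12). Its chromosome as a whole has fewer H3 reads in pre-iPSCs and iPSCs than in MEFs, which lowers such values without a change at the TSS. The paper concludes that nucleosomes around TSSs are reorganized during reprogramming.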

To further dissect the relationship between nucleosome occupancy and gene activity during reprogramming, we grouped the nucleosome occupancy profiles into four clusters according to the similarity of nucleosome occupancy profiles around TSSs based on iPSCs. 

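Across all genes the median log2 change of H3 from 300 bp upstream to 600 bp downstream of the TSS was 0.77 from MEFs to pre-iPSCs in the libraries of replicate 1 and -0.03 in those of replicate 2. For genes outside the highest and silent classes the TSS profiles of the pre-iPSC replicates correlated at -0.534 and those of the iPSC replicates at -0.123, against 0.985 for MEFs. Replicate 2 of pre-iPSCs and replicate 2 of iPSCs correlated at 0.978.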

We observed a dramatic change in nucleosome occupancy around TSSs when MEFs were reprogrammed to pre-iPSCs, and then to iPSCs. We found that a large number of genes occupied by nucleosomes at TSSs are mainly involved in limb morphogenesis, organ development, ion transport and detection of stimulus (top cluster separated by the horizontal white line, Supplementary Fig. S5E). These results are consistent with the above observations that genes related to embryonic development are repressed during reprogramming and that the TSSs of inactive genes tend to be occupied by nucleosomes.

### Chromatin domains are dynamically altered during somatic cell reprogramming

To further investigate chromatin state dynamics during somatic cell reprogramming, we classified active (H3K4me3), repressed (H3K27me3) and bivalent (H3K4me3/H3K27me3) chromatin domains in MEFs, then analyzed the dynamics of these domains when MEFs were induced to pre-iPSCs and then iPSCs. 

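Domains were called here as runs of 1-kb windows of at least 6 reads that hold at least 60 reads, with 1 window of gap, and a domain was bivalent where islands of both marks overlapped by at least 50% of the shorter. Bivalent domains numbered 8221 and 13682 in MEFs, 16098 and 13191 in pre-iPSCs and 16975 and 13568 in iPSCs. The means are 10951.5 ± 3862, 14644.5 ± 2056 and 15271.5 ± 2409 (SD, n = 2). Repressive domains numbered 26606 and 23116, 12810 and 13246, and 13875 and 16746. Active domains numbered 13790 and 9875, 7995 and 9880, and 7877 and 8235. Windows of at least 9 reads and islands of at least 90 moved the counts most, to 953, 2880 and 3711 bivalent domains. With the H3K27me3 windows moved by 1 Mb, the number of bivalent domains called was 111% and 88.4% of these counts in MEFs, 75.8% and 79.4% in pre-iPSCs and 70.5% and 77.2% in iPSCs. Counts and fates of bivalent domains thus include domains that overlap of unrelated windows can make.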

We observed a gradual increase of bivalent domains and a corresponding decrease of repressive domains during reprogramming (Fig. 3A). 

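Of the bivalent domains, 64.9% and 51.1% of those of MEFs, 30.6% and 52.3% of those of pre-iPSCs and 31.5% and 52.0% of those of iPSCs were bivalent in all 3 cell types of the same replicate. Between 15.6% and 27.1% were bivalent in 1 cell type only, and between 26.0% and 49.3% with windows of at least 9 reads. Of those of replicate 1, 76.1% (MEFs), 62.6% (pre-iPSCs) and 65.6% (iPSCs) were bivalent in replicate 2 of the same cell type. Of those of replicate 2, 41.8%, 79.6% and 79.1% were bivalent in replicate 1. With windows of at least 9 reads the common shares were 49.1% and 36.8%, 11.6% and 20.0%, and 9.85% and 14.7%. With an overlap of 50% of both islands, chosen after the data were seen, they were 16.3% and 9.21%, 5.01% and 8.25%, and 4.37% and 7.44%, and between 47.7% and 64.3% were bivalent in 1 cell type only.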

A large number of bivalent domains are cell type specific and common bivalent domains among MEFs, pre-iPSCs and iPSCs only account for 3–10% (Fig. 3B), suggesting that the histone modification of these domains was altered during reprogramming. To obtain insight into these alternations, we tracked the histone modifications of these domains defined in MEFs during reprogramming to pre-iPSCs and iPSCs. 

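Of the active domains of MEFs, 24.8% and 40.0% were active in pre-iPSCs and 20.2% and 33.1% in iPSCs. Another 30.5% and 37.8%, and 33.6% and 37.4%, had neither mark. In replicate 1, 37.7% and 38.5% were bivalent in pre-iPSCs and iPSCs, and in replicate 2 16.8% and 22.2%. Between 5.40% and 7.66% were repressive. Between the MEF replicates 42.8% of the active domains of replicate 1 were active in replicate 2, 18.1% bivalent and 34.4% without either mark. Calls of at least 2 reads, the alternative that moved the active share most, gave a mean of 46.0% active in pre-iPSCs.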

Interestingly, we found that the majority of active domains in MEFs either remain active or lost H3K4me3 and H3K27me3, and only a small portion were changed to either repressive or bivalent domains in pre-iPSCs and iPSCs (Fig. 3C). However, repressive and bivalent domains in MEFs had a tendency to convert to one of other three states during reprogramming (only 19% and 14% of repressive domain in MEFs remained repressive in pre-iPSCs and iPSCs, respectively; only 29% and 31% of bivalent domain in MEFs remained bivalent in pre-iPSCs and iPSCs, respectively) (Fig. 3C). Furthermore, changes in chromatin domains were accompanied by changes in gene expression. For example, the mesodermal marker gene *Col1a1* was located in an active domain in MEFs but was silenced and in a bivalent domain in pre-iPSCs and iPSCs (Fig. 3D). 

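Of the repressive domains of MEFs, 19.7% and 23.5% were repressive in pre-iPSCs and 19.7% and 28.9% in iPSCs. Between 44.3% and 52.5% had neither mark. From replicate 1 to replicate 2 of MEFs 43.7% stayed repressive. Of the bivalent domains of MEFs, 76.6% and 61.5% were bivalent in pre-iPSCs and 72.7% and 62.5% in iPSCs, the share of domains that background reads can make included. With an overlap of 50% of both islands, chosen after the data were seen, these shares were 33.1% and 21.4%, and 35.6% and 23.5%. The paper states that repressive and bivalent domains tend to leave their state during reprogramming.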

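*Col1a1* (chromosome 11, 94797584 to 94813170) lies in an active domain in both MEF replicates, from 94787001 and 94788001 to 94821000. It lies in a bivalent domain in both replicates of pre-iPSCs (94727001 to 94813000 and 94728001 to 94849000) and of iPSCs (94783001 to 94821000 and 94772001 to 94815000). H3K27me3 at its promoter was 0.182 and 0.212 RPKM in MEFs, 0.731 and 0.794 in pre-iPSCs and 0.921 and 0.537 in iPSCs. With edgeR the log2 change against MEFs was 1.97 in pre-iPSCs (adjusted p = 0.041) and 1.93 in iPSCs (adjusted p = 0.038). H3K4me3 in pre-iPSCs changed by -1.07 (adjusted p = 0.18). Its FPKM were 1879 ± 375 in MEFs, 60.7 ± 46.7 in pre-iPSCs and 72.7 ± 2.87 in iPSCs (SD, n = 2), with a log2 change of -5.16 ± 0.51 (SE) in pre-iPSCs against MEFs (limma, adjusted p = 0.0016). The paper grew pre-iPSCs and iPSCs on feeder cells made from MEFs. Whether feeders or other MEFs among the cells hold part of the remaining transcripts could not be told.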

Simultaneously, the pluripotent marker gene *Tcfcp2l1* was located in a repressive domain and silenced in MEFs was activated in pre-iPSCs and iPSCs by an active domain (Fig. 3D).

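*Tcfcp2l1* (chromosome 1, 120524522 to 120581745) lies in a repressive domain in replicate 1 of MEFs (120518001 to 120555000) and in a bivalent one in replicate 2 (120515001 to 120602000). In pre-iPSCs its promoter lies in a bivalent domain in both replicates (120518001 to 120534000 and 120516001 to 120551000). In iPSCs it carries H3K4me3 without an H3K27me3 island in replicate 1 (120518001 to 120531000) and a bivalent domain in replicate 2 (120518001 to 120532000). H3K4me3 at its promoter was 0.948 and 1.53 RPKM in MEFs, 1.84 and 1.95 in pre-iPSCs and 2.98 and 1.64 in iPSCs. With edgeR it was higher in iPSCs than in MEFs (log2 1.24, adjusted p = 0.015), the rise in pre-iPSCs having an adjusted p of 0.096. H3K27me3 was 0.666 and 0.953, 0.562 and 0.489, and 0.173 and 0.358 RPKM. Its FPKM were 0.0223 ± 0.00237 in MEFs, 1.15 ± 0.293 in pre-iPSCs and 4.69 ± 1.18 in iPSCs (SD, n = 2). With limma the log2 change was 1.06 ± 0.34 (SE) in pre-iPSCs against MEFs (adjusted p = 0.074) and 2.46 in iPSCs against MEFs (adjusted p = 0.0031). With the pseudocount 0.1 the first is 3.33 (adjusted p = 0.0099). From pre-iPSCs to iPSCs the adjusted p is 0.047, and between 0.079 and 0.37 without any 1 of the 4 libraries. The paper states that changes of domains go along with changes of expression.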

### Dynamics of H3K4me3/H3K27me3 on HCG and LCG promoters during somatic cell reprogramming

Previous results have indicated that CpG islands are primed to be promoters by default in mammals and that HCG and LCG promoters can be distinguished by their DNA sequence composition^29^. We examined the relationships between nucleosome occupancies of HCG and LCG promoters and gene expression during reprogramming. 

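Promoters were divided here by CpG clusters found in the mm9 sequence (cluster p of at most 1e-05), which gave 13662 HCG and 6494 LCG promoters. In LCG promoters the H3 level from -150 to 50 bp of the TSS was 1.05 and 1.06 times that of the flank in MEFs, 1.90 and 1.05 in pre-iPSCs and 1.37 and 1.08 in iPSCs. Its highest value there was 1.16 and 1.23, 2.58 and 1.23, and 1.71 and 1.30, and the next peak lay 55 to 75 bp downstream in all 6 libraries.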

A significant nucleosome occupancy peak at TSSs was observed at LCG promoters (Fig. 4A), similar to the nucleosome occupancy pattern of silent genes (Fig. 2E). In contrast, HCG promoters were characterized by a nucleosome-depleted region at TSSs and high nucleosome enrichment in the flanking regions (Fig. 4A), similar to the pattern observed for active genes (Fig. 2E). 

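In HCG promoters the H3 level from -150 to 50 bp was 0.366 and 0.412 times that of the flank in MEFs, 1.12 and 0.313 in pre-iPSCs and 0.726 and 0.352 in iPSCs. The peak downstream reached 0.762 and 0.758 times the flank, 3.76 and 0.575 times, and 2.97 and 0.774 times. It thus exceeded the flank in replicate 1 of pre-iPSCs and iPSCs only, the 2 libraries whose H3 reads per bin follow GC content most closely.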

Correspondingly, genes with HCG promoters tended to be active, while genes with LCG promoters tended to be silent (Supplementary Fig. S8A). 

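Genes with HCG promoters had a median of 6.29 and 4.92 FPKM in MEFs, 6.102 and 5.24 in pre-iPSCs and 4.70 and 4.89 in iPSCs, with 70.7% to 74.1% of them at 1 FPKM or more. Genes with LCG promoters had a median of 0 FPKM in every library, with 10.7% to 13.5% of them at 1 FPKM or more and 59.4% to 69.8% listed at 0.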

Most HCG promoters were marked by H3K4me3, but not by H3K27me3. In contrast, neither H3K4me3 nor H3K27me3 was detected at a majority of LCG promoters (Fig. 4B).

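At a level of 1 RPKM within 500 bp of the TSS, H3K4me3 alone marked 79.4% and 67.5% of the HCG promoters in MEFs, 57.6% and 43.0% in pre-iPSCs and 63.3% and 45.4% in iPSCs. Neither mark reached the level in 18.6% and 29.8%, 40.9% and 55.6%, and 35.3% and 53.4%. Both marks did in 0.586% to 1.08% and H3K27me3 alone in 0.337% to 1.86%. These shares count reads in calls and scale them to all unique reads. With levels scaled to the reads in calls, added after the data were seen, H3K4me3 alone marked 81.5% and 75.1%, 69.3% and 59.9%, and 73.6% and 63.7%, and both marks 2.30% to 4.00%.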

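Of the LCG promoters 91.7% and 91.7% in MEFs, 92.9% and 93.2% in pre-iPSCs and 93.0% and 93.5% in iPSCs reached the level for neither mark. H3K4me3 alone marked 5.99% and 4.08%, 3.53% and 4.02%, and 4.17% and 4.13%. Scaled to the reads in calls, 83.1% to 86.0% reached it for neither.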

These results led us to speculate that the dynamic loading of histone modifications onto HCG and LCG promoters may occur during reprogramming. To address this question, we investigated the dynamics of histone H3K4me3 and H3K27me3 on HCG and LCG promoters in MEFs, pre-iPSCs and iPSCs (Fig. 4C and Supplementary Figs. S8B and S8C). For HCG promoters, most active promoters marked by H3K4me3 in MEFs remained active in pre-iPSCs and iPSCs (Fig. 4C). 

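Of the HCG promoters with H3K4me3 alone in MEFs (10851 and 9224), 67.6% and 54.1% kept it alone in pre-iPSCs and 71.1% and 53.8% in iPSCs. Another 31.9% and 45.4%, and 28.2% and 45.9%, carried neither mark. From replicate 1 to replicate 2 of MEFs 81.1% kept it. The level of 2 RPKM moved the shares most, to means of 7.04% in pre-iPSCs and 8.42% in iPSCs, and left too few promoters with H3K27me3 to follow.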

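Of the HCG promoters with both marks in MEFs (140 and 119), 62.9% and 47.9% carried H3K4me3 alone in pre-iPSCs and 79.3% and 69.7% in iPSCs. Both marks were kept by 10.0% and 14.3% in pre-iPSCs and 10.7% and 11.8% in iPSCs, and neither was found at 22.9% and 32.8%, and at 10.0% and 18.5%. From replicate 1 to replicate 2 of MEFs 17.1% kept both and 32.1% carried H3K4me3 alone.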

The promoters marked by both H3K4me3 and H3K27me3 in MEFs tended to lose H3K27me3 and become active promoters in pre-iPSCs and iPSCs (Fig. 4C). In addition, HCG promoters modified by H3K27me3 alone in MEFs tended to convert to one of the other three states (H3K4me3 alone, H3K4me3/H3K27me3, or none) in pre-iPSCs and iPSCs (Fig. 4C). 

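Of the HCG promoters with H3K27me3 alone in MEFs (130 and 254), 13.1% and 9.84% kept it in pre-iPSCs and 3.08% and 8.66% in iPSCs. H3K4me3 alone was found at 28.5% and 28.7%, and at 54.6% and 39.8%. Both marks were found at 9.23% and 5.51%, and at 10.8% and 9.45%, and neither at 49.2% and 55.9%, and at 31.5% and 42.1%. From replicate 1 to replicate 2 of MEFs 32.3% kept H3K27me3 alone.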

The changes of H3K4me3/H3K27me3 at LCG promoters were similar to those at HCG promoters (Fig. 4C and Supplementary Fig. S8B). However, the active mark H3K4me3 at LCG promoters was markedly reduced compared to that at HCG promoters (Fig. 4C and Supplementary Fig. S8B). In addition, we observed highly similar dynamics of active promoters from MEFs to pre-iPSCs or to iPSCs, but much lower similarity for bivalent and repressive promoters (Fig. 4C and Supplementary Fig. S8B).

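Of the LCG promoters with H3K4me3 alone in MEFs, 31.6% and 38.1% kept it alone in pre-iPSCs and 24.4% and 33.2% in iPSCs. Of those with H3K27me3 alone 18.8% and 16.4% kept it in pre-iPSCs and 13.9% and 13.0% in iPSCs.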

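The state in pre-iPSCs and that in iPSCs were the same for 69.7% and 61.9% of the HCG promoters with H3K4me3 alone in MEFs, 62.1% and 52.1% of those with both marks and 45.4% and 48.8% of those with H3K27me3 alone. For LCG promoters the shares were 68.4% and 64.9%, 88.9% and 46.2%, and 77.8% and 65.3%.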

Though HCG and LCG promoters exhibit distinct gene activities, dynamic changes of epigenetic features at both HCG and LCG promoters during reprogramming could alter gene expression. 

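From MEFs to pre-iPSCs, HCG promoters that went from H3K27me3 alone to H3K4me3 alone (37 and 73 genes) had a median change of log2(FPKM + 1) of 0.09 in both replicates. The change was above 0 in 67.6% and 65.8% of them. Those that went from both marks to H3K4me3 alone (88 and 57 genes) had 0.19 and 0.03, with 70.5% and 52.6% above 0. Those that kept H3K27me3 alone (17 and 25 genes) had a median of 0 in both replicates and means of -0.06 and 0.05, with 29.4% and 40.0% above 0. Those that kept both marks (14 and 17 genes) had 0.02 and 0.04. With the pseudocount 0.1, the alternative that moved these medians most, the means of the first 2 groups were 0.63 and 0.73.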

HCG promoters with bivalent or repressive marks in MEFs are transcriptionally activated in pre-iPSCs when they are marked by the active mark H3K4me3 alone, or continue to be repressed when they retain bivalent or repressive marks (Fig. 4D). 

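From MEFs to iPSCs, the change from H3K27me3 alone to H3K4me3 alone had, for HCG promoters, a median of 0.28 and 0.15, and that from both marks to H3K4me3 alone (111 and 83) of 0.29 and 0.27. Of these promoters 73.2% and 69.3%, and 73.0% and 69.9%, rose. LCG promoters going from H3K27me3 alone to H3K4me3 alone in iPSCs number 9 and 18, with medians of 0 and 0.41.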

We also observed changes in gene expression accompanying changes of various histone modifications during reprogramming (Supplementary Fig. S8C). Thus, we conclude that the activities of HCG and LCG promoters are dynamically regulated by their histone modification status.

### VC promotes nucleosome reorganization during transition from pre-iPSCs to iPSCs

We recently demonstrated that VC participates in the transition from pre-iPSCs to iPSCs, and knockdown of Setdb1 accelerates this process^3^,^30^. Pre-iPSCs treated with VC and Setdb1 siRNA yield OCT4-GFP clones at day 4 after treatment, indicating that pre-iPSCs were converted to iPSCs (Fig. 5A). We were curious to know whether VC plays the role in nucleosome positioning during the transition from pre-iPSCs to iPSCs. Therefore, we analyzed our RNA-Seq data and selectively tested three upregulated genes (*Zfp42*, *Ddx4* and *Nanog*) and two downregulated genes (*Inhba* and *Vcam1*) in iPSCs compared with those in pre-iPSCs (Fig. 5A) to further investigate the recruitment of histone H3, H3K4me3 and H3K27me3 to the promoters of these genes during the transition from pre-iPSCs to iPSCs (Fig. 5B–F). 

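In the RNA-seq data *Zfp42* (chromosome 8, 44380421 to 44392363) had 0 and 0.0837 FPKM in pre-iPSCs and 56.0 and 63.9 in iPSCs. *Ddx4* (chromosome 13, 113388541 to 113442518) had 0.0585 and 0, and 6.13 and 4.64. *Nanog* (chromosome 6, 122657586 to 122663796) had 0.519 and 0, and 49.5 and 73.6. *Inhba* (chromosome 13, 16106308 to 16119044) had 4.11 ± 1.81 and 2.31 ± 1.43 FPKM (SD, n = 2), and *Vcam1* (chromosome 3, 115812938 to 115832606) 2.60 ± 2.11 and 4.02 ± 2.48.
 With limma, and p adjusted over all genes tested, the log2 change in iPSCs against pre-iPSCs was 5.87 ± 0.35 (SE) for *Zfp42* (adjusted p = 4.9e-04), 2.62 ± 0.30 for *Ddx4* (0.0034) and 5.64 ± 0.41 for *Nanog* (0.0010). It was -0.65 ± 0.43 for *Inhba* (0.46) and 0.52 ± 0.58 for *Vcam1* (0.70). The paper chose these genes from the same libraries, a choice that no p here takes into account, and p adjusted over the list alone were smaller (at most 6.5e-05 for the 3 rises). The adjusted p of *Ddx4* is 0.051 without replicate 1 or without replicate 2 of iPSCs. Without replicate 2 of iPSCs *Vcam1* changes by -0.54, and without replicate 1 by 1.58. Chromosome 8, which carries *Zfp42*, has raised reads in replicate 1 of iPSCs, so the levels of *Zfp42* there may hold an extra copy. Against MEFs *Inhba* (155 ± 33.8 FPKM) fell by 4.96 log2 in pre-iPSCs (adjusted p = 0.0011) and *Vcam1* (25.4 ± 10.7) fell by 2.94 (adjusted p = 0.015).
 H3 within 500 bp of the TSS was 0.746 and 0.375 RPKM in pre-iPSCs and 0.192 and 0.238 in iPSCs at *Zfp42*, 1.65 and 0.408, and 0.512 and 0.40 at *Ddx4*, and 1.35 and 0.617, and 0.432 and 0.411 at *Nanog*. At *Inhba* it was 0.0385 and 0.331, and 0.144 and 0.368, and at *Vcam1* 0.285 and 0.397, and 0.320 and 0.303. H3K4me3 at *Zfp42* was 0.306 and 0.325 RPKM in pre-iPSCs and 1.05 and 0.921 in iPSCs, a log2 change of 1.53 with an adjusted p of 0.43 (edgeR). No mark at the 5 promoters passed, from pre-iPSCs to iPSCs, an adjusted p of 0.05, and H3K27me3 was tested at *Ddx4* and *Nanog* only, the other promoters having too few reads. The paper proposes from its own promoter measurements, not analysed here, that vitamin C acts on nucleosomes at these genes.

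**Figure D4:**
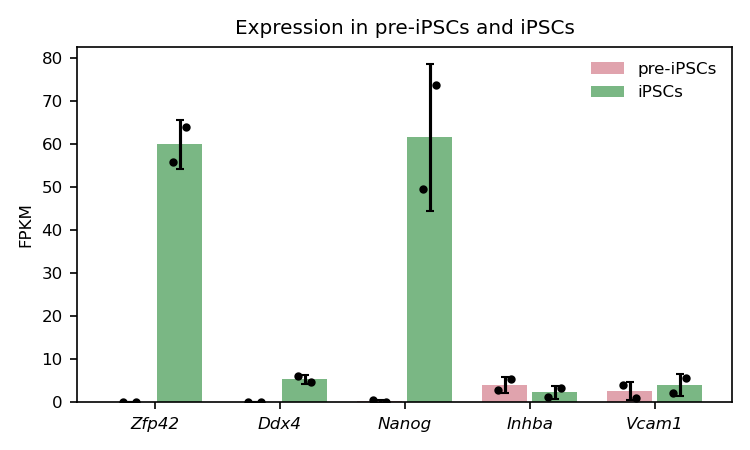
Expression (FPKM) of the 5 genes in each library of pre-iPSCs and iPSCs, with mean and SD. *Zfp42*, *Ddx4* and *Nanog* rise, by 5.87, 2.62 and 5.64 log2, while *Inhba* and *Vcam1* change by -0.65 and 0.52.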

All three upregulated genes are important for ESC pluripotency and reprogramming, while the two down-regulated genes are related to developmental processes^31^,^32^. For example, *Inhba* is a TGF-beta family member gene and participates in the TGF-beta signaling pathway^31^. Notably, ChIP-qPCR results for histone H3, H3K4me3 and H3K27me3 at day 0, 2 and 4 after treatment of pre-iPSCs with VC and *Setdb1* siRNA indicate that the upregulated genes show nucleosome depletion at their promoter regions (such as *Zfp42*, *Ddx4* and *Nanog*), while the downregulated genes display the opposite trend during the transition from pre-iPSCs to iPSCs (Fig. 5B,E). Consistent with H3K4me3 as an active mark and H3K27me3 as a repressive mark, we observed increased levels of H3K4me3 and decreased levels of H3K27me3 at these upregulated genes, as well as decreased levels of H3K4me3 at the downregulated genes (Fig. 5C,D,F). However, we did not observe a significant increase in H3K27me3 at downregulated genes (data not shown), suggesting that other repressive histone marks may play a role in silencing *Inhba* and *Vcam1*. These results suggest that VC regulates nucleosome reorganization and histone modification during cell fate conversion from pre-iPSCs to iPSCs.

## Discussion

Dramatic chromatin reconfiguration occurs during the conversion of somatic cells to iPSCs^16^,^17^. To investigate the role of nucleosome positioning and histone methylation in somatic cell reprogramming, we analyzed high-resolution maps for nucleosome positioning and typical histone modifications (H3K4me3, H3K27me3 and H3K9me3), and further characterized the changes in these epigenetic features during reprogramming. Previous studies have argued that iPSCs and ESCs possess relatively open chromatin structures compared with those of differentiated cells^34^. Here we propose that a large number of nucleosomes first disassemble and then reassemble during reprogramming, and that intermediate pre-iPSCs are characterized by comparatively more open chromatin structure and highly phased nucleosome positioning, suggesting a nucleosome remodeling roadmap to the pluripotency state. Recently, Andras Nagy and colleagues characterized genomic changes, including histone modifications and DNA methylations as well as transcriptomic alternations during reprogramming^34^,^35^,^36^,^37^,^38^. They characterized a new category of pluripotent cells (F-class) that do not exhibit an intermediate state of reprogramming. We therefore compared the transcriptome profiles of MEFs, pre-iPSCs, iPSCs and F-class cells, and found that the transcription profile of F-class cells can be distinguished easily from those of the cell types during reprogramming (Supplementary Fig. S9). Furthermore, we compared the epigenetic state of intermediate pre-iPSCs and F-class cells. As expected, our pre-iPSCs show distinct H3K4me3 and H3K27me3 state from those of F-class cells (Supplementary Fig. S9). These observations confirmed that intermediate pre-iPSCs are distinct, both transcriptionally and epigenetically, from F-class cells.

Active and silent genes exhibit distinct nucleosome occupancy patterns. Although many factors can contribute to the regulation of gene expression, we observed a strong correlation between nucleosome positioning and gene expression, indicating that the flexibility of gene expression control is partially affected by the nucleosome modulation. Nucleosome depletion at TSSs may be required for the binding of transcription factors, thereby facilitating transcriptional activation. However, nucleosome occupancy at the TSSs of silent genes blocks DNA access. Successful reprogramming of MEFs to iPSCs is accompanied by the activation of pluripotency genes and the repression of lineage-specific genes. As expected, marker genes for the three germ layers were gradually repressed and their TSSs exhibited nucleosome occupancy in iPSCs, while pluripotency genes gradually showed a nucleosome occupancy pattern similar to that of active genes. These results suggest extensive nucleosome remodeling, concomitant to the process of reprogramming.

Histone modification also plays important roles in regulation of reprogramming. Active genes usually exhibit well-organized nucleosome phasing as well as high H3K4me3 signal at their promoters. The presence of both the active mark H3K4me3 and repressive mark H3K27me3 provides another layer of regulatory code. These bivalent domains are enriched in pluripotent stem cells and may repress gene transcription to poise genes for rapid activation when differentiation is induced^39^,^40^. In support of this idea, we observed an increase in bivalent domains and a corresponding decrease of both active and repressive domains during reprogramming. We also found that almost all of these domains are highly cell type-specific, suggesting that genes marked by bivalent domains tend to be poised for activation in iPSCs.

Regulation of gene expression during reprogramming is collaboratively controlled by nucleosome occupancy, histone modification and DNA sequence. Local chromatin state regulates the accessibility to transcription factors, coregulators, and other components of the basic transcriptional machinery to specific DNA elements in target genes, thus, the dynamic modulation of the chromatin microenvironment determines specific transcriptional programs^41^. For somatic cells to successfully reprogram to iPSCs, collaborative modulation of epigenetic regulators such as histone deacetylases, H3K27 demethylase (Utx) and H3K9 demethylases are required to extensively remodel epigenetic markers across the genome. In this study, we observed that dynamic change in chromatin state (i.e., H3K4me3 and H3K27me3 levels) at both HCG and LCG promoters, accompanied by gene expression regulation is required to convert somatic cells to iPSCs. These results demonstrate the participation of epigenetic modifiers in reprogramming^42^,^43^,^44^.

VC promotes the generation of iPSCs by regulating either histone demethylase Jhdm1a/1b or DNA demethylase TET1^45^,^46^. In addition, VC directly converts pre-iPSCs to iPSCs by modulating H3K9 methylation^3^. In this study, we found that VC promotes nucleosome reorganization at the promoters of both pluripotency genes and developmental genes, which may facilitate the conversion of pre-iPSCs to iPSCs. The binding of Foxa2 to nucleosomal DNA on H2A.Z-containing nucleosomes promotes nucleosome disassembly complexes (Nap1l1-coupled SWI/SNF and INO80) to enable nucleosome depletion during ES cell differentiation into endoderm^47^. It will be interesting to investigate the chromatin remodeling factors that bring about the depletion of nucleosomes in pre-iPSCs and promote the more rigid positioning of nucleosomes during the intermediate stage of somatic cell reprogramming.

In summary, we provided a nucleosome remodeling roadmap from MEFs to iPSCs and conclude that the stage-specific organizations of nucleosomes and histone modifications represent an additional regulatory process that controls DNA access by regulatory factors to manipulate genes expression during somatic cell reprogramming. Our study strengthens our understanding of the reprogramming process, which in turn benefits our understanding of cellular development and differentiation. We are sure that nucleosome positioning and histone modification function to turn on or off the temporally and spatially specific genes to keep the individual’s identify at different stages of development or differentiation^15^,^48^. Furthermore pathogenic processes can affect the cell-fate transition and it is also becoming clear that epigenetic changes are associated with disease states^49^,^50^,^51^. The new picture of nucleosome reorganization should help us to understand new insights into the mechanisms involved in gene regulation and human diseases. Therefore, our insights into the orchestration of reprogramming to pluripotency by nucleosome repositioning could elucidate developmental and pathological processes, potentially leading to new therapeutic applications^41^.

## Methods

### Ethic Statement

*Mus musculus* were maintained and cared for in our Experimental Animal Centre’s facility, in accordance with Guangzhou Institutes of Biomedicine and Health Institutional Animal Care and Use Committee (approve number 2013024) protocols.

### Cell culture

MEFs were derived from day 13.5 mouse embryos from crossing male Oct-GFP transgenic allele-carrying mice (CBA/CaJ × C57BL/6J) to 129Sv/Jae female mice. Pre-iPSCs and iPSCs were induced from this kind of MEFs by using four Yamanaka factors. MEFs were maintained in fibroblast medium: DMEM supplemented with 10% fetal bovine serum (FBS), 1% L-glutamine, and 1% non-essential amino acid (NEAA). Two stable clones of pre-iPSCs and their corresponding iPSCs used in this study were obtained from our previous report^3^. These pre-iPSCs and iPSCs were cultured and expanded with mES medium (DMEM supplemented with 15% FBS, 1% Glutamax, 1% NEAA, 1% sodium pyruvate, 0.1 mM 2-mercaptoentanol, leukaemia inhibitory factor (lif)) on a MEF-derived feeder layer. VC was purchased from Sigma. The working concentration of VC was 50 μg/ml.

### Mononucleosome preparation

Cells were crosslinked with 1% formaldehyde for 10 min at room temperature. After quenching crosslinking with 125 mM glycine for 5 min, cells were washed twice with ice-cold PBS containing 1 mM PMSF and 1 × EDTA-free protease inhibitor cocktails. Mononucleosomes were prepared according to SimpleChIP^**®**^ Enzymatic Chromatin IP protocols from Cell Signaling Technology. Briefly, for isolation of mononucleosomes from pre-iPSCs and iPSCs, 4 × 10^7^ crosslinked cells were resuspended in 10 ml buffer A containing 1 mM DTT, 1 × protease inhibitor cocktails and 1 mM PMSF, and incubated on ice for 10 min, mixed by inverting tube every 3 min. Nuclei lysates were centrifuged at 3,000 rpm at 4 °C for 5 min and then resuspended in 10 ml ice-cold buffer B containing 1 mM DTT. The nuclei was collected and resuspended in 1 ml buffer B containing 1 mM DTT for MNase digestion. 8 μl of MNase (Cell Signaling Technology, #10011 S) was added to the nuclei and incubated at 37 °C for 25 min. While for isolation of mononucleosomes from MEFs, 3 × 10^7^ cells were crosslinked and nuclei was isolated. Then 16 μl of MNase was added to the nuclei and incubated at 37 °C for 10 min. Enzyme digestion was quenched by adding a final concentration of 50 mM EDTA and sonication was performed for 11 cycles to solubilize nucleosomes. Then nucleosomes were centrifuged at 10,000 rpm at 4 °C for 10 min and the supernatant was saved for later ChIP experiments.

### ChIP-Seq

About 18 μg mononucleosomes were incubated with 10 μg antibodies (Details of antibodies are listed in Supplementary Table S5) for each immunoprecipitation overnight at 4 °C. 30 μl protein G dynabeads were then added for 2 hr at 4 °C with rotation. Immune complexes were washed with low salt wash buffer three times and high salt wash buffer once. Mononucleosomes were eluted twice from the protein G magnetic beads and reverse crosslinked with 0.2 M NaCl at 65 °C overnight and digested protein with protease kinase (PK) afterwards. Then, the ChIPed DNA was purified with MinElute PCR purification Kits (Qiagen) and quantitated by Quant-iT^TM^ Picogreen^®^ dsDNA reagent (Invitrogen). The ChIP-Seq libraries were constructed following the Illumina ChIP-Seq library generation protocol. Briefly, 10 ng ChIP DNA was blunt-ended, and then a dA tail was added. Illumina genomic adaptors with index sequences were ligated to the DNA. The adaptor-ligated DNA was amplified by PCR for 18 cycles. Then DNA was diluted to 10 nM before sequencing. Sequencing on a HiSeq2000 was carried out by Beijing Genomics Institutes (BGI) in Shenzhen and Ribobio in Guangzhou.

### ChIP-Seq reads mapping

ChIP-Seq reads were aligned to the mouse mm9 reference genome using Bowtie (version 1.0.1)^52^. Only uniquely aligned reads with no more than two mismatches were used for the subsequent analysis. For chromatin features (nucleosome and histone modifications), the aligned reads were then shifted 73 bp (about half of the nucleosome size) in the 3’ direction to reach their dyad positions. A cutoff was set to keep duplicate reads (the same coordination and the same strand) such that at least 99% uniquely aligned reads were remained.

### Comparison of genome-wide distribution of chromatin features between replicates

The whole genome was divided into 100-kb regions and the ChIP-Seq reads (nucleosome/H3K4me3/H3K27me3) was counted in each genomic region and then normalized as Reads Per Kilobase per Million mapped reads (RPKM). The logarithm values (base 10) of nucleosome/H3K4me3/H3K27me3 occupancy (RPKM) in all 100-kb genomic regions were visualized by a scatter plot for each pair of replicates. Consistency degree of genome-wide distribution of chromatin features was measured by Pearson correlation coefficient.

### Genome-wide comparison of nucleosome occupancy

For each chromosome, nucleosome read counts were binned in 10 kb intervals and divided by the total number of uniquely mapped reads. Comparisons between samples were conducted bin-by-bin for each chromosome. Different colors were used to represent change levels of nucleosome occupancy between two samples, red indicates a ≥1.5-fold increase, green indicates a ≥1.5-fold decrease, grey indicates the absence of detected nucleosomes, and yellow indicates all other cases.

### Chromatin features in genic and intergenic regions

The coverage rate was calculated as the fraction of each region that is covered by nucleosomes using BEDTools software (version 2.16.2)^53^. The nucleosome coverage rate was calculated for each region of at least 150 bp in length. Nucleosome distribution across the genome was further explored by calculating the percentage of nucleosome reads in more detailed regions (i.e., 300 bp upstream of TSSs, 600 bp downstream of TSSs, 300 bp upstream of TTSs, 300 bp downstream of TTSs, and the remaining genic and intergenic regions).

### Average occupancy profile of chromatin features around TSSs

A UCSC mouse genome annotation file (mm9) was used to define TSSs. The number of ChIP-Seq reads mapping to each site (between 2 kb upstream and 2 kb downstream of each TSS) was counted and summed according to their relative distance from corresponding TSSs across all genes. For comparison, the read distributions around TSSs were normalized as RPKM values. Smoothing was conducted for distribution plots by 10 bp-interval binning with a 5-bin moving average and 1-bin step size.

### Heatmaps of chromatin feature distribution around TSSs

Locations of nucleosomes, including histone-modified nucleosomes, were predicted by GeneTrack (version 1.0.3)^54^. Nucleosomes located near TSSs (500 bp upstream to 1000 bp downstream) were extended from the dyad position to a variable length upstream and downstream determined by the fuzziness of the corresponding nucleosome. Nucleosome fuzziness was measured as the standard deviation of the read distribution for the nucleosome. Genes were clustered by K-means clustering according to the similarity of occupancy profiles in a variable region. To characterize nucleosome occupancy at all genes or at lineage-specific genes, nucleosome distribution patterns were grouped into four clusters by K-means clustering according to the similarity of nucleosome occupancy profiles at regions 300 bp upstream to 600 bp downstream of a TSS. The same gene order was used for MEFs and pre-iPSCs. To characterize the chromatin feature distribution around TSSs of clustered DE genes, genes were ranked by H3K4me3 signal in the region 300 bp upstream to 600 bp downstream of TSSs in iPSCs. The same gene order was used for MEFs and pre-iPSCs.

### Analysis of bivalent, active and repressive domains

Domains were defined by a method used in a previous study, with slight modification^55^. We calculated reads mapping to each 1000 bp window across the genome and scanned the windows containing at least six reads. Then, we grouped consecutive windows falling above this threshold, allowing a gap of one sub-threshold window. Grouped windows with at least 60 H3K4me3 or H3K27me3 ChIP-seq reads were defined as H3K4me3 or H3K27me3 islands. Bivalent domains were defined by a ≥50% overlap of H3K4me3 and H3K27me3 islands. Active domains are defined as H3K4me3 islands that do not overlap with H3K27me3 islands, and repressive domains are H3K27me3 islands that do not overlap with H3K4me3 islands. For comparisons between samples, two domains with at least 50% overlap were considered common domains.

### Analysis of the dynamic chromatin state of HCG and LCG promoters

We defined a promoter as the region spanning 500 bp upstream to 500 bp downstream of a TSS. HCG promoters were defined by overlap with CpG islands^56^. CpG island data were downloaded from the CpG Cluster2 database^57^. The rest of the annotated promoters were classified as LCG promoters. The histone trimethylation states of HCG and LCG promoters were grouped into four classes depending on the H3K4me3 and H3K27me3 levels. A promoter with an H3K4me3 (or H3K27me3) level higher than 1 RPKM was classified as “K4” (or “K27”) state, while a promoter with both H3K4me3 and H3K27me3 levels higher than 1 RPKM was regarded as “K4K27” state. Promoters with both H3K4me3 and H3K27me3 levels less than 1 RPKM were regarded as “None”.

### ChIP-qPCR

ChIP-qPCR assays were performed as previously described with some modifications^58^. Briefly, crosslinked cells digested as described above. The digested chromatin supernatant was diluted with ChIP dilution buffer and then co-incubated with antibodies-dynabeads. After immunoprecipitation, the beads was wash with low salt wash buffer once, high salt wash buffer once, LiCl wash buffer once and TE buffer twice and then the DNA was reverse-crosslinked and purified for qPCR analysis. Primers used for ChIP-qPCR are listed in Supplementary Table S6.

### RNA-Seq

MEFs were maintained and cultured for no more than three passages before preparing for RNA-Seq. Pre-iPSCs and iPSCs were both cultured for 6 passages. Before RNA-Seq, cultured cells were harvested and dissolved in Trizol for total RNA extraction and treated with DNase I (Ambion) to remove any potential contaminated DNA fraction. The following library generation and sequencing were conducted by BGI in Shenzhen.

### RNA-Seq Analysis

Tophat (version 2.0.4)^59^ was used to map the RNA-seq reads to the UCSC mouse genes (mm9). Only the uniquely mapped reads were retained for analysis in our study. Cuffdiff (version 2.0.2)^60^ was employed to calculate the expression abundances measured as Fragment Per Kilobase per Million mapped fragments (FPKM) and identify the DE genes. The consistency degree of gene expression profiles between replicates was measured by Pearson correlation coefficient and visualized by scatter plots. For pairwise comparison among MEFs, pre-iPSCs and iPSCs, Pearson correlation analysis was performed based on gene expression levels (FPKM) and visualized by heatmap. The genes whose expression level changed in the compared two samples are equal to or greater than two folds with a false discovery rate (FDR)-adjusted p-value (denoted as q-value) less than 0.05 are defined as DE genes. We further combined all DE genes from pairwise comparisons and conducted K-means clustering to classify these DE genes into six groups that show different expression patterns during reprogramming. Gene ontology (GO) analysis for each group of these DE genes was conducted using DAVID (version 6.7) gene annotation tool^61^.

### Comparison with published data

MNase-Seq data for MEFs^15^ (GSM1004654) and iPSCs^14^ (SRX273997) were downloaded from the NCBI Gene Expression Omnibus (GEO) and the Short Read Archive (SRA). As with the comparison between replicates, the consistency of between our genome-wide nucleosome occupancy data and the published data were measured by Pearson correlation coefficient and visualized by scatter plots.

Transcript profiles and epigenomic states of intermediate pre-iPSCs were compared with those of recently reported F-class cells^34^. The relationship between pre-IPSCs and F-class cells were explored by hierarchical clustering analysis and principal component analysis (PCA). For epigenomic state comparison, we calculated H3K4me3/H3K27me3 levels in the first exon bin for each transcript and compared these levels with those in F-class cells using PCA based on the correlation matrix.

### Statistical analysis and reproducibility

Experimental data are presented as the mean ± standard deviation (s.d.) as indicated in the figure legends. To evaluate whether the observed difference between two groups was significant, we employed the Student’s *t*-test. A p value < 0.05 was considered statistically significant; *p < 0.05, **p < 0.01, ***p < 0.001. The reproducibility of the experiments was as follows: two biological replicates for both ChIP-Seq (nucleosome, H3k4me3 and H3K27me3) and RNA-Seq, three independent technical repeats (Fig. 5B–F).

## Additional Information

**Accession code**: ChIP-seq and RNA-seq data described in this study has been submitted to the NCBI Gene Expression Omnibus under accession number GSE60627

**How to cite this article**: Huang, K. *et al.* Dynamically reorganized chromatin is the key for the reprogramming of somatic cells to pluripotent cells. *Sci. Rep.* **5**, 17691; doi: 10.1038/srep17691 (2015).

## Supplementary Material

Supplementary Information

Supplementary Tables 1-6

## Figures and Tables

**Figure 1:**
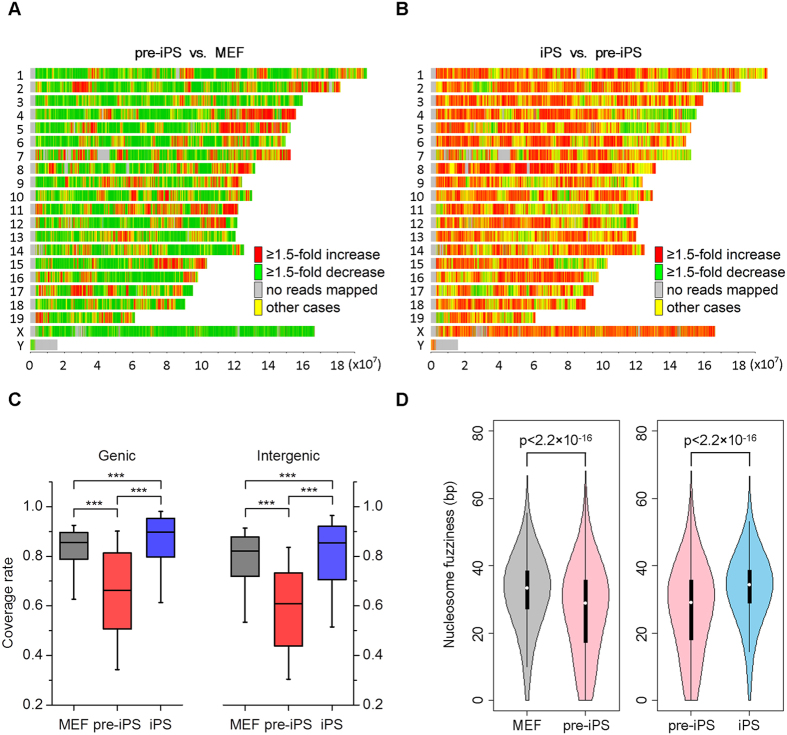
Dynamics of nucleosome organization during somatic cell reprogramming. (**A**) Genome-wide comparison of nucleosome occupancy for pre-iPSCs vs. MEFs. Colours indicate the change in nucleosome occupancy in each 10 kb region between two samples. Red indicates a ≥ 1.5-fold nucleosome occupancy increase in pre-iPSCs, green indicates a ≥1.5-fold nucleosome occupancy decrease in pre-iPSCs, grey indicates no nucleosomes detected, and yellow indicates regions with a <1.5-fold change in nucleosome occupancy. (**B**) Genome-wide comparison of nucleosome occupancy between iPSCs vs. pre-iPSCs as in (**A**). Red indicates a ≥1.5-fold nucleosome occupancy increase in pre-iPSCs, green indicates a ≥1.5-fold nucleosome occupancy decrease in pre-iPSCs, grey indicates no nucleosomes detected, and yellow indicates regions with a <1.5-fold change in nucleosome occupancy. (**C**) Boxplot showing nucleosome coverage rates for both genic and intergenic regions among MEF, pre-iPSCs and iPSCs (***p < 2.2 × 10^−16^). (**D**) Violin-plot showing pair-wise comparison of nucleosome fuzziness among MEF, pre-iPSCs and iPSCs. At left: nucleosome fuzziness distribution for common nucleosomes in pre-iPSCs and MEFs. At right: distribution of common nucleosomes in pre-iPSCs and iPSCs. Nucleosome fuzziness was calculated as the standard deviation of tag locations around the nucleosome dyad. Common nucleosomes between pre-iPSCs/MEFs or iPSCs/pre-iPSCs are defined as those when the distance between two nucleosome dyad locations is less than 73 bp (approximately half the size of nucleosome). Two-tailed and paired t-test was used to evaluate whether the observed difference between two samples was significant.

**Figure 2:**
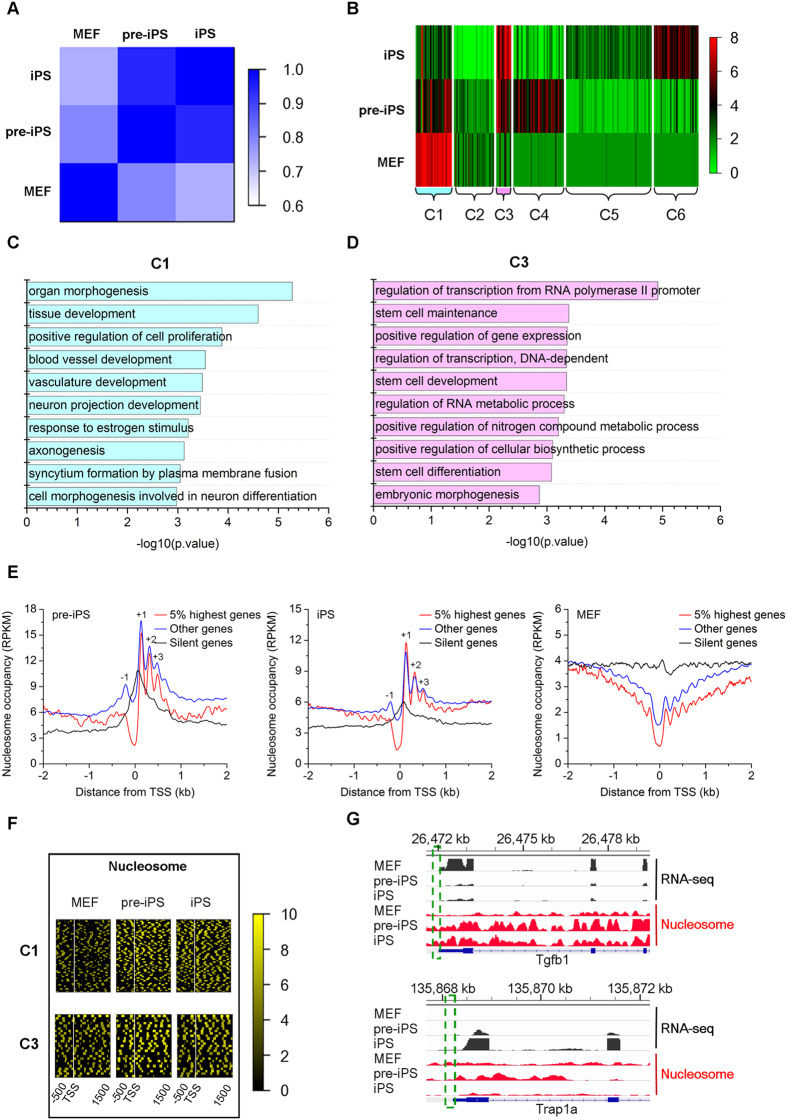
Correlations between gene expression and chromatin state during somatic cell reprogramming. (**A**) Heatmap shows the Pearson correlation of gene transcript profiling of MEFs, pre-iPSCs and iPSCs. (**B**) DE genes were grouped into six clusters by K-means clustering. Transcriptional levels of the clustered DE genes in three cell types are shown as log_2_ (FPKM + 1). (**C**) Biological process ontology of DE genes enriched in cluster 1 (C1) of Fig. 2B. (**D**) Biological process ontology of (**D,E**) genes enriched in cluster 3 (C3) of Fig. 2B. (**E**) Average nucleosome occupancy patterns near TSSs of the 5% highest expressed genes, silent genes and other genes in MEFs, pre-iPSCs and iPSCs. (**F**) Heatmaps show the enrichment of nucleosome signals around the TSSs (indicated by vertical white lines) of DE genes in C1 (top) and C3 (bottom). Each row represents a (−500 bp −1500 bp) TSS region. Genes are ranked by H3K4me3 signal in iPSCs TSS regions. (**G**) Browser tracks (vertical axes-tag count for nucleosome occupancy and gene expression) for a downregulated gene (*Tgfb1*) and upregulated gene (*Trap1a*) obtained by H3 MNase ChIP-seq, and RNA-seq. As indicated in the green dotted boxes, nucleosome occupancy around the TSS increases in the downregulated gene Tgfb1 and decrease clearly in the upregulated gene Trap1a during reprogramming.

**Figure 3:**
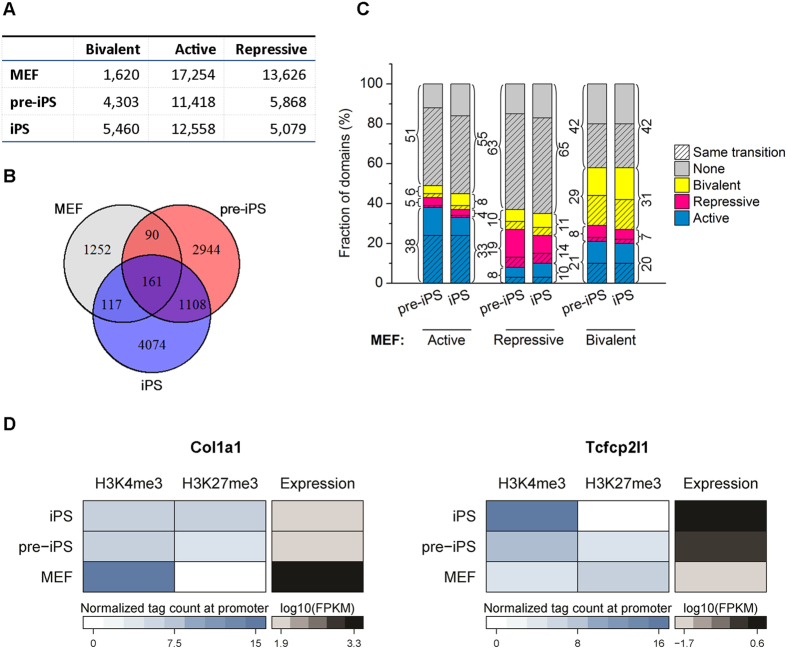
Bivalent, active and repressive domains are cell type-specific during somatic cell reprogramming. (**A**) The number of active, repressive and bivalent domains in MEFs, pre-iPSCs and iPSCs. (**B**) Venn diagram shows the overlap of bivalent domains in the three cell stages. Less than 10% of the bivalent domains are common among MEFs, pre-iPSCs and iPSCs. Most bivalent domains are formed during reprogramming. (**C**) Domains in MEFs (indicated at bottom) are changed to other states during reprogramming. The detailed proportion for each category is labelled. The same transitions from MEFs to pre-iPSCs and to iPSCs are shaded. (**D**) Mesodermal marker gene *Col1a1* located within an active domain in MEFs, is silenced by a bivalent domain in iPSCs (left). Pluripotent marker gene *Tcfcp2l1* located within a repressive domain in MEFs is activated by an active domain in iPSCs (right).

**Figure 4:**
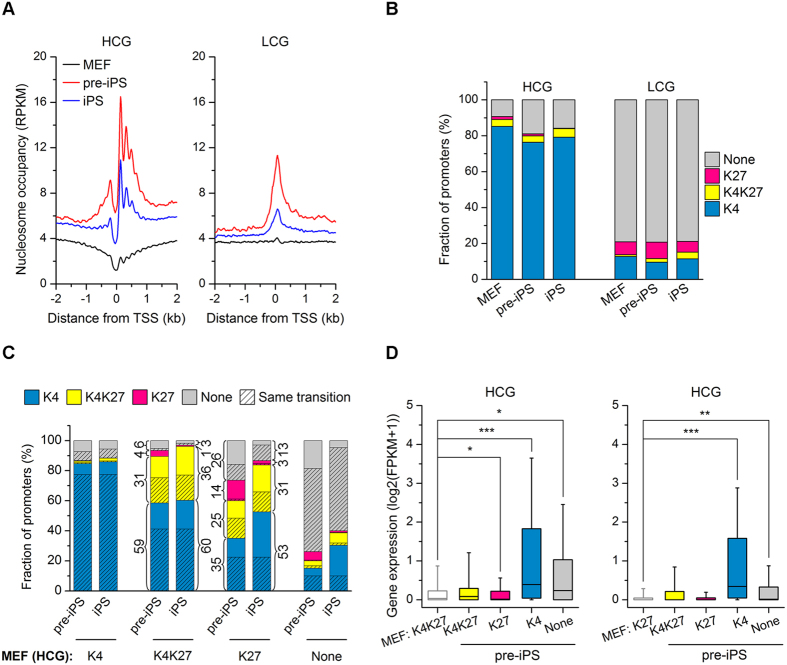
Dynamics of H3K4 and H3K27 histone trimethylation at HCG and LCG promoters during reprogramming. (**A**) Average nucleosome occupancy pattern around HCG and LCG promoters in MEFs, pre-iPSCs and iPSCs. (**B**) Most HCG promoters are marked by H3K4me3 (blue), while most LCG promoters exhibit neither mark (grey) in all three cell types. (**C**) H3K4me3 and H3K27me3 status at HCG promoters in pre-iPSCs and iPSCs are dependent on their status in MEFs (indicated at the bottom). The detailed proportion for each state in pre-iPSCs and iPSCs is indicated for the “K4K27” and “K27” states in MEFs. The transition from MEFs to pre-iPSCs and to iPSCs is shaded. HCG promoters marked by H3K4me3 only in MEFs tend to retain this mark, while promoters marked by neither mark tend to retain their original state. Promoters marked by H3K4me3 and H3K27me3 tend to lose one or both marks, while promoters marked by only H3K27me3 tend to convert to one of the other three states. (**D**) Expression levels of HCG genes marked by both H3K4me3 and H3K27me3 (left) or by H3K27me3 alone (right) change with the chromatin state during reprogramming. from MEFs to pre-iPSCs. Statistical significance, two-tailed t-test. From K4K27 to other states (left panel), *p = 0.011 (to K27), ***p < 2.2 × 10^−16^ (to K4), *p = 0.014 (to None). From K27 to other states (right panel), ***p < 2.2 × 10^−16^ (to K4), *p = 0.0098 (to None).

**Figure 5:**
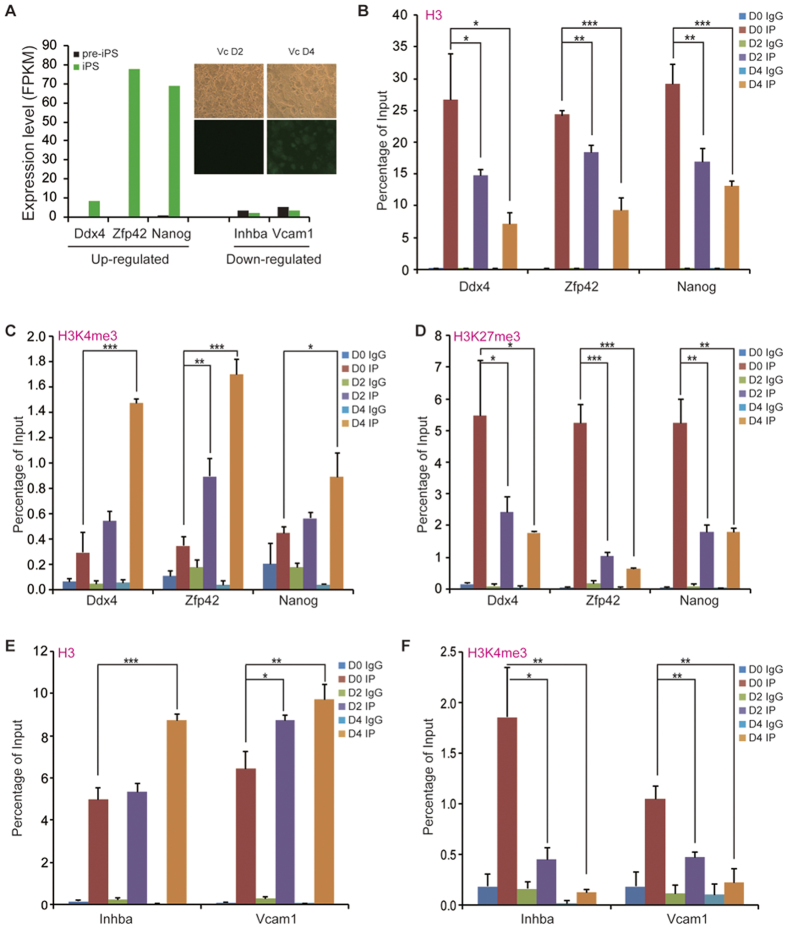
VC promotes the reorganization of histone H3 as well as H3K4me3- and H3K27me3-modified nucleosomes during transition from pre-iPSCs to iPSCs. (**A**) Induction of iPSCs from pre-iPSCs by treatment with VC and Setdb1 siRNA. Cells were first treated with Setdb1 siRNA, and grown in mES medium supplemented with VC for 48 h and 96 h, respectively. RNA-seq data show the upregulated (*Ddx4*, *Zfp42* and *Nanog*) and downregulated genes (*Inhba* and *Vcam1*) during the pre-iPS to iPS transition. (**B**) Dynamics of nucleosome deposition at the *Ddx4*, *Zfp42* and *Nanog* promoters, quantified by ChIP-qPCR in pre-iPSCs cultured with mES medium containing VC. *Ddx4* H3 ChIP (D2 vs. D0 *p = 0.0462, D4 vs. D0 *p = 0.0102); *Zfp42* H3 ChIP (D2 vs. D0 **p = 0.0018, D4 vs. D0 ***p = 0.0002); *Nanog* H3 ChIP (D2 vs. D0 **p = 0.0050, D4 vs. D0 ***p = 0.0010). (**C**) Dynamics of H3K4me3 at the *Ddx4*, *Zfp42* and *Nanog* promoters, quantified by ChIP-qPCR in pre-iPSCs cultured with mES medium containing VC. *Ddx4* H3K4me3 ChIP (D4 vs. D0 ***p = 0.0002); *Zfp42* H3K4me3 ChIP (D2 vs. D0 **p = 0.0041, D4 vs. D0 ***p = 7.86 × 10^−5^); *Nanog* H3K4me3 ChIP (D4 vs. D0 *p = 0.0249). (**D**) Dynamics of H3K27me3 at the *Ddx4*, *Zfp42* and *Nanog* promoters, quantified by ChIP-qPCR in pre-iPSCs cultured with mES medium containing VC. *Ddx4* H3K27me3 ChIP (D2 vs. D0 *p = 0.0432, D4 vs. D0 *p = 0.0215); *Zfp42* H3K27me3 ChIP (D2 ***p = 0.0003, D4 vs. D0 ***p = 0.0002); *Nanog* H3K27me3 ChIP (D2 vs. D0 **p = 0.0017, D4 vs. D0 **p = 0.0015). (**E**) Dynamics of nucleosome deposition at the *Inhba* and *Vcam1* promoters, quantified by ChIP-qPCR in pre-iPSCs cultured with mES medium containing VC. *Inhba* H3 ChIP (D4 vs. D0 ***p = 0.0005); *Vcam1* H3 ChIP (D2 vs. D0 *p = 0.0108, D4 vs. D0 **p = 0.0071). (**F**) Dynamics of H3K4me3 at the *Inhba* and *Vcam1* promoters, quantified by ChIP-qPCR in pre-iPSCs cultured with mES medium containing VC. *Inhba* H3K4me3 ChIP (D2 vs. D0 *p = 0.0140, D4 vs. D0 **p = 0.0068); *Vcam1* H3K4me3 ChIP (D2 vs. D0 **p = 0.0022, D4 vs. D0 **p = 0.0017). Data represent the mean ± s.d. of triplicates.

# Supplementary material for: Dynamically reorganized chromatin is the key for the reprogramming of somatic cells to pluripotent cells
**Source:** Sci Rep. 2015 Dec 7;5:17691. doi: 10.1038/srep17691
**Supplement:** Supplementary Information

**Supplementary Information**

**Dynamically reorganized chromatin is the key for the reprogramming of somatic cells to pluripotent cells**

Kaimeng Huang1,2¶, Xiaobai Zhang3¶, Jiejun Shi3¶, Mingze Yao1,2, Jiannan Lin3, Jiao Li1,2, He Liu1,2, Huanhuan Li1,2, Guang Shi1,2, Zhibin Wang5, Biliang Zhang4, Jiekai Chen1,2, Guangjin Pan1,2, Cizhong Jiang3, Duanqing Pei1,2*, Hongjie Yao1,2*

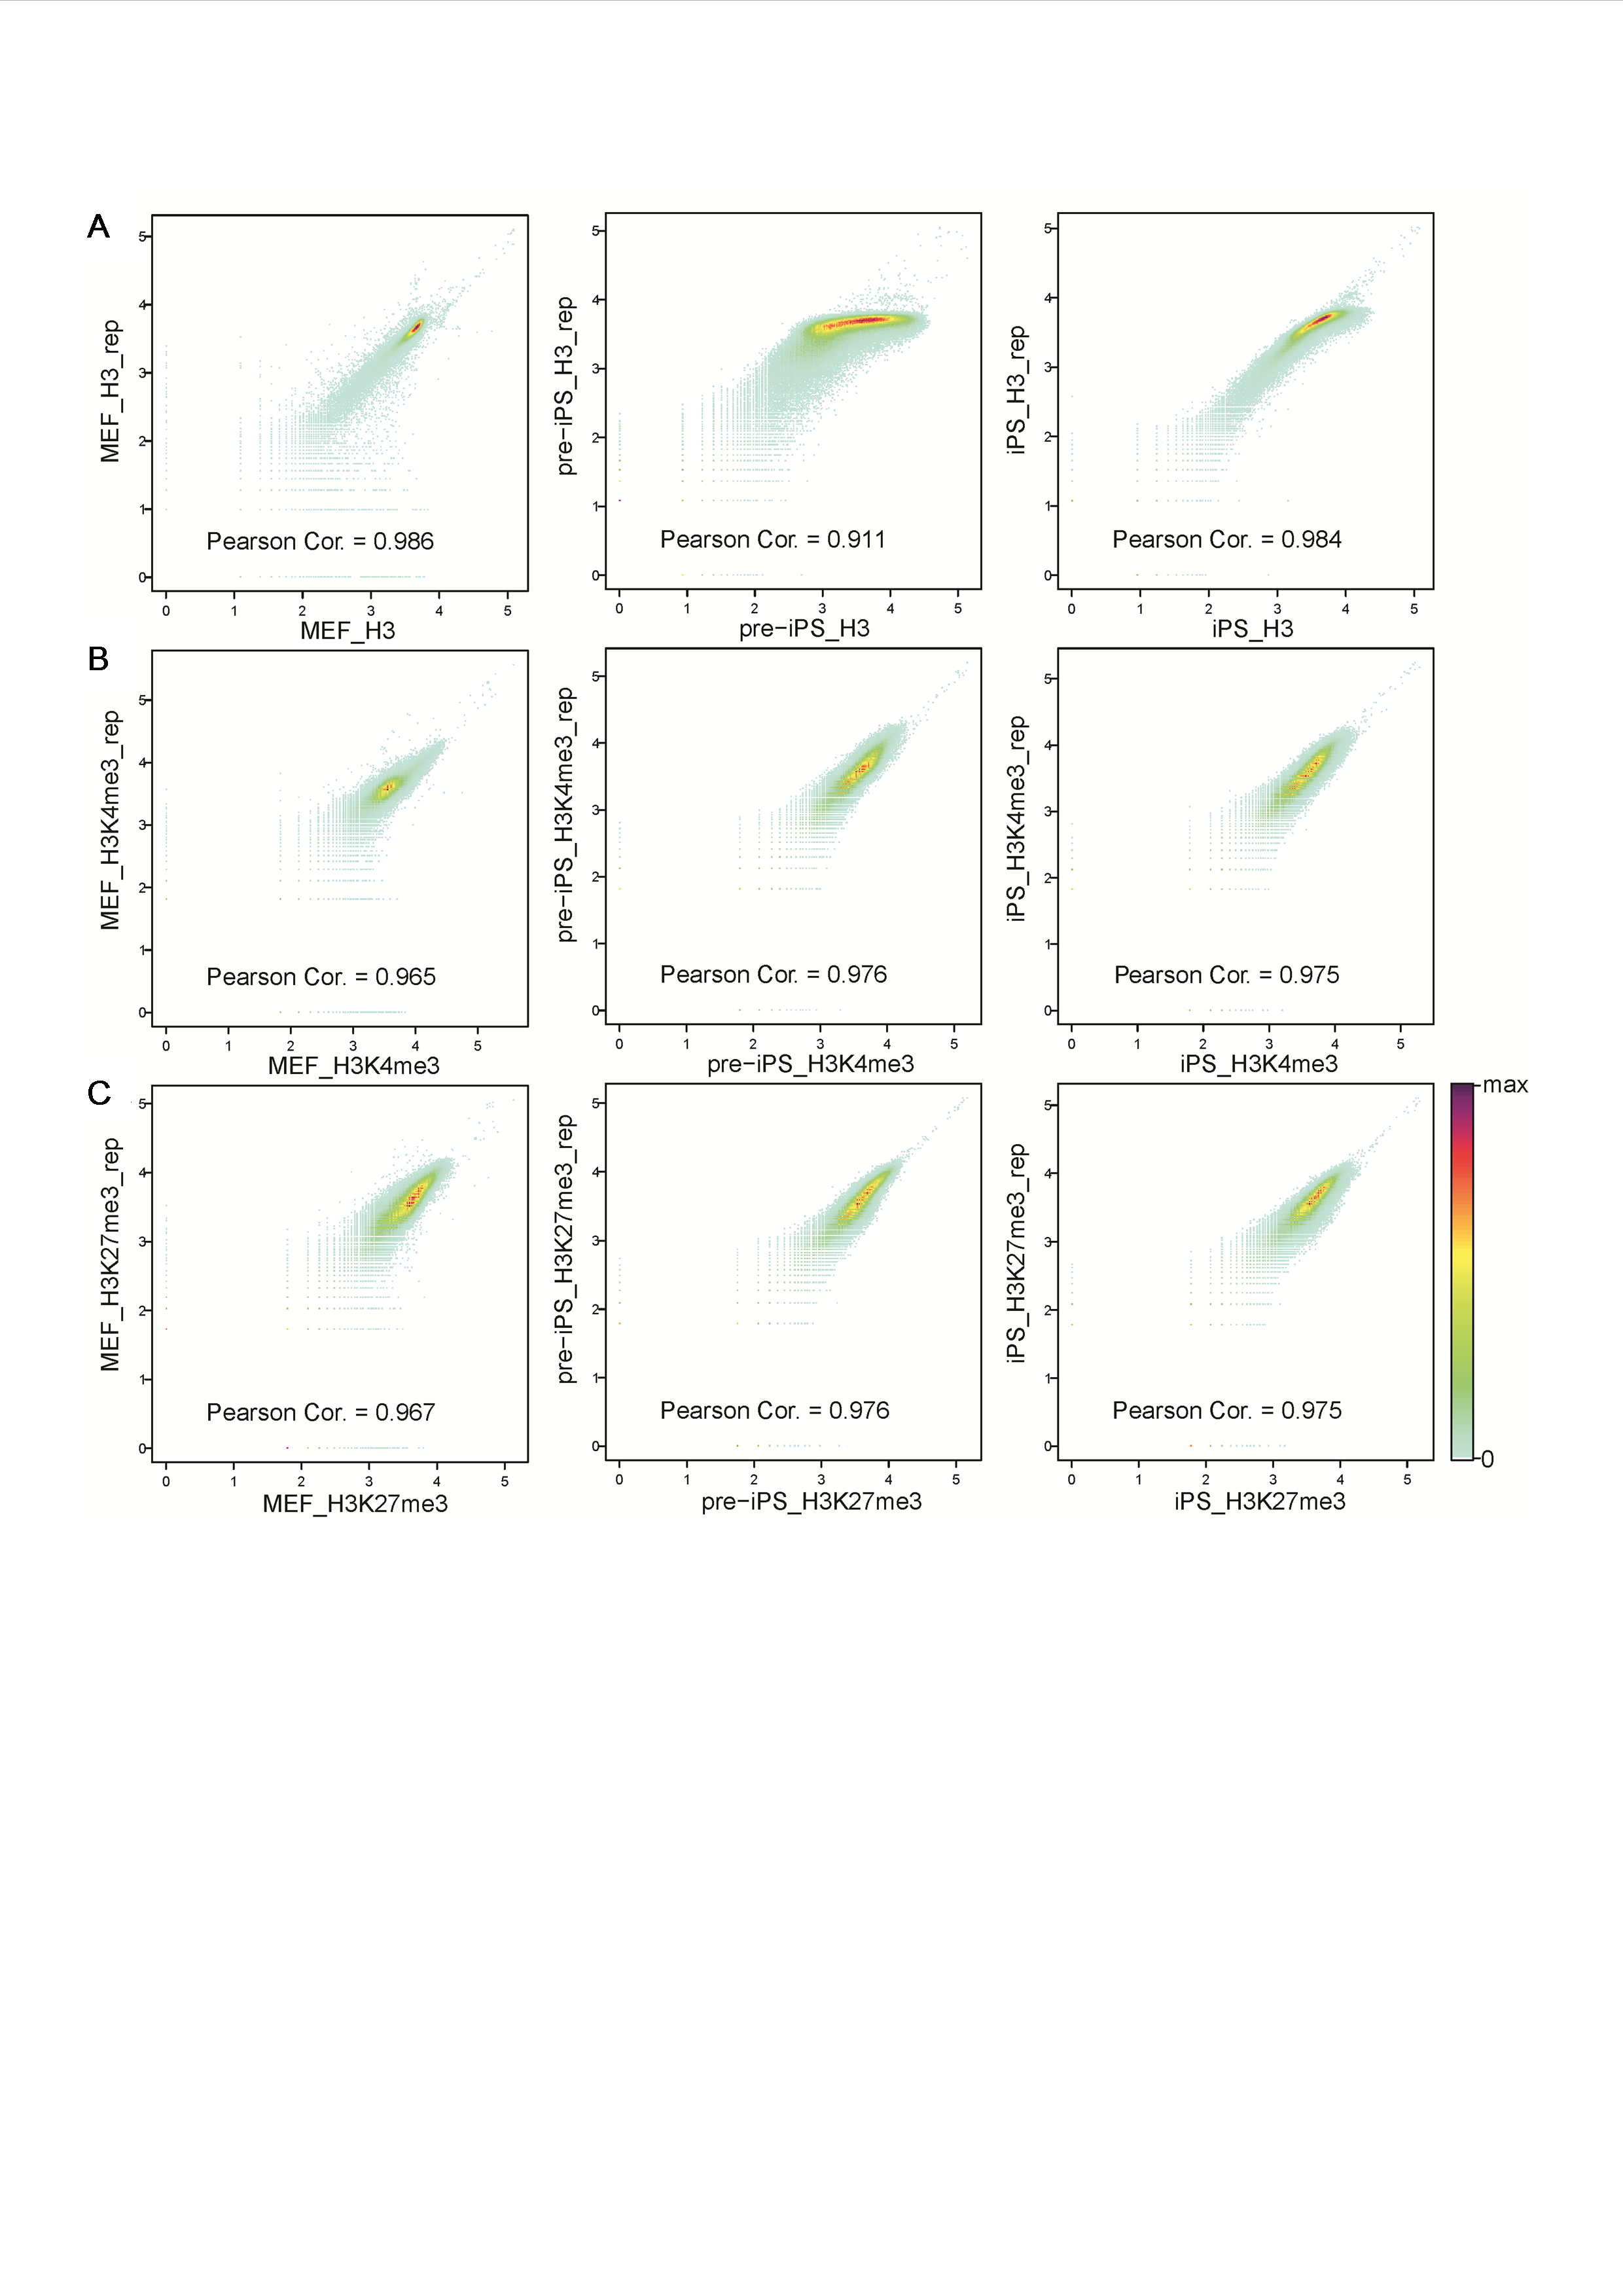

**Fig. S1. Genome-wide comparison of nucleosome occupancy and histone modifications display high consistency of biological replicates.** The whole genome was divided into 10-kb regions and nucleosome/H3K4me3/H3K27me3 occupancy was calculated in each genomic region as RPKM. Each point in scatter plots represents the logarithm value of the nucleosome/H3K4me3/H3K27me3 occupancy in a 10 kb genomic region with base 10 in the two replicates. Colors in scatter plots indicate the spatial density of points from low (light green) to high (dark purple). Pearson correlation coefficient for each pair of replicates was calculated based on the logarithm values of the nucleosome/H3K4me3/H3K27me3 occupancy at the genome-wide scale. (A) Scatter plots show genome-wide comparison of nucleosome occupancy for each pair of replicates. (B) Scatter plots show genome-wide comparison of H3K4me3 occupancy for each pair of replicates. (C) Scatter plots show genome-wide comparison of H3K27me3 occupancy for each pair of replicates.

**
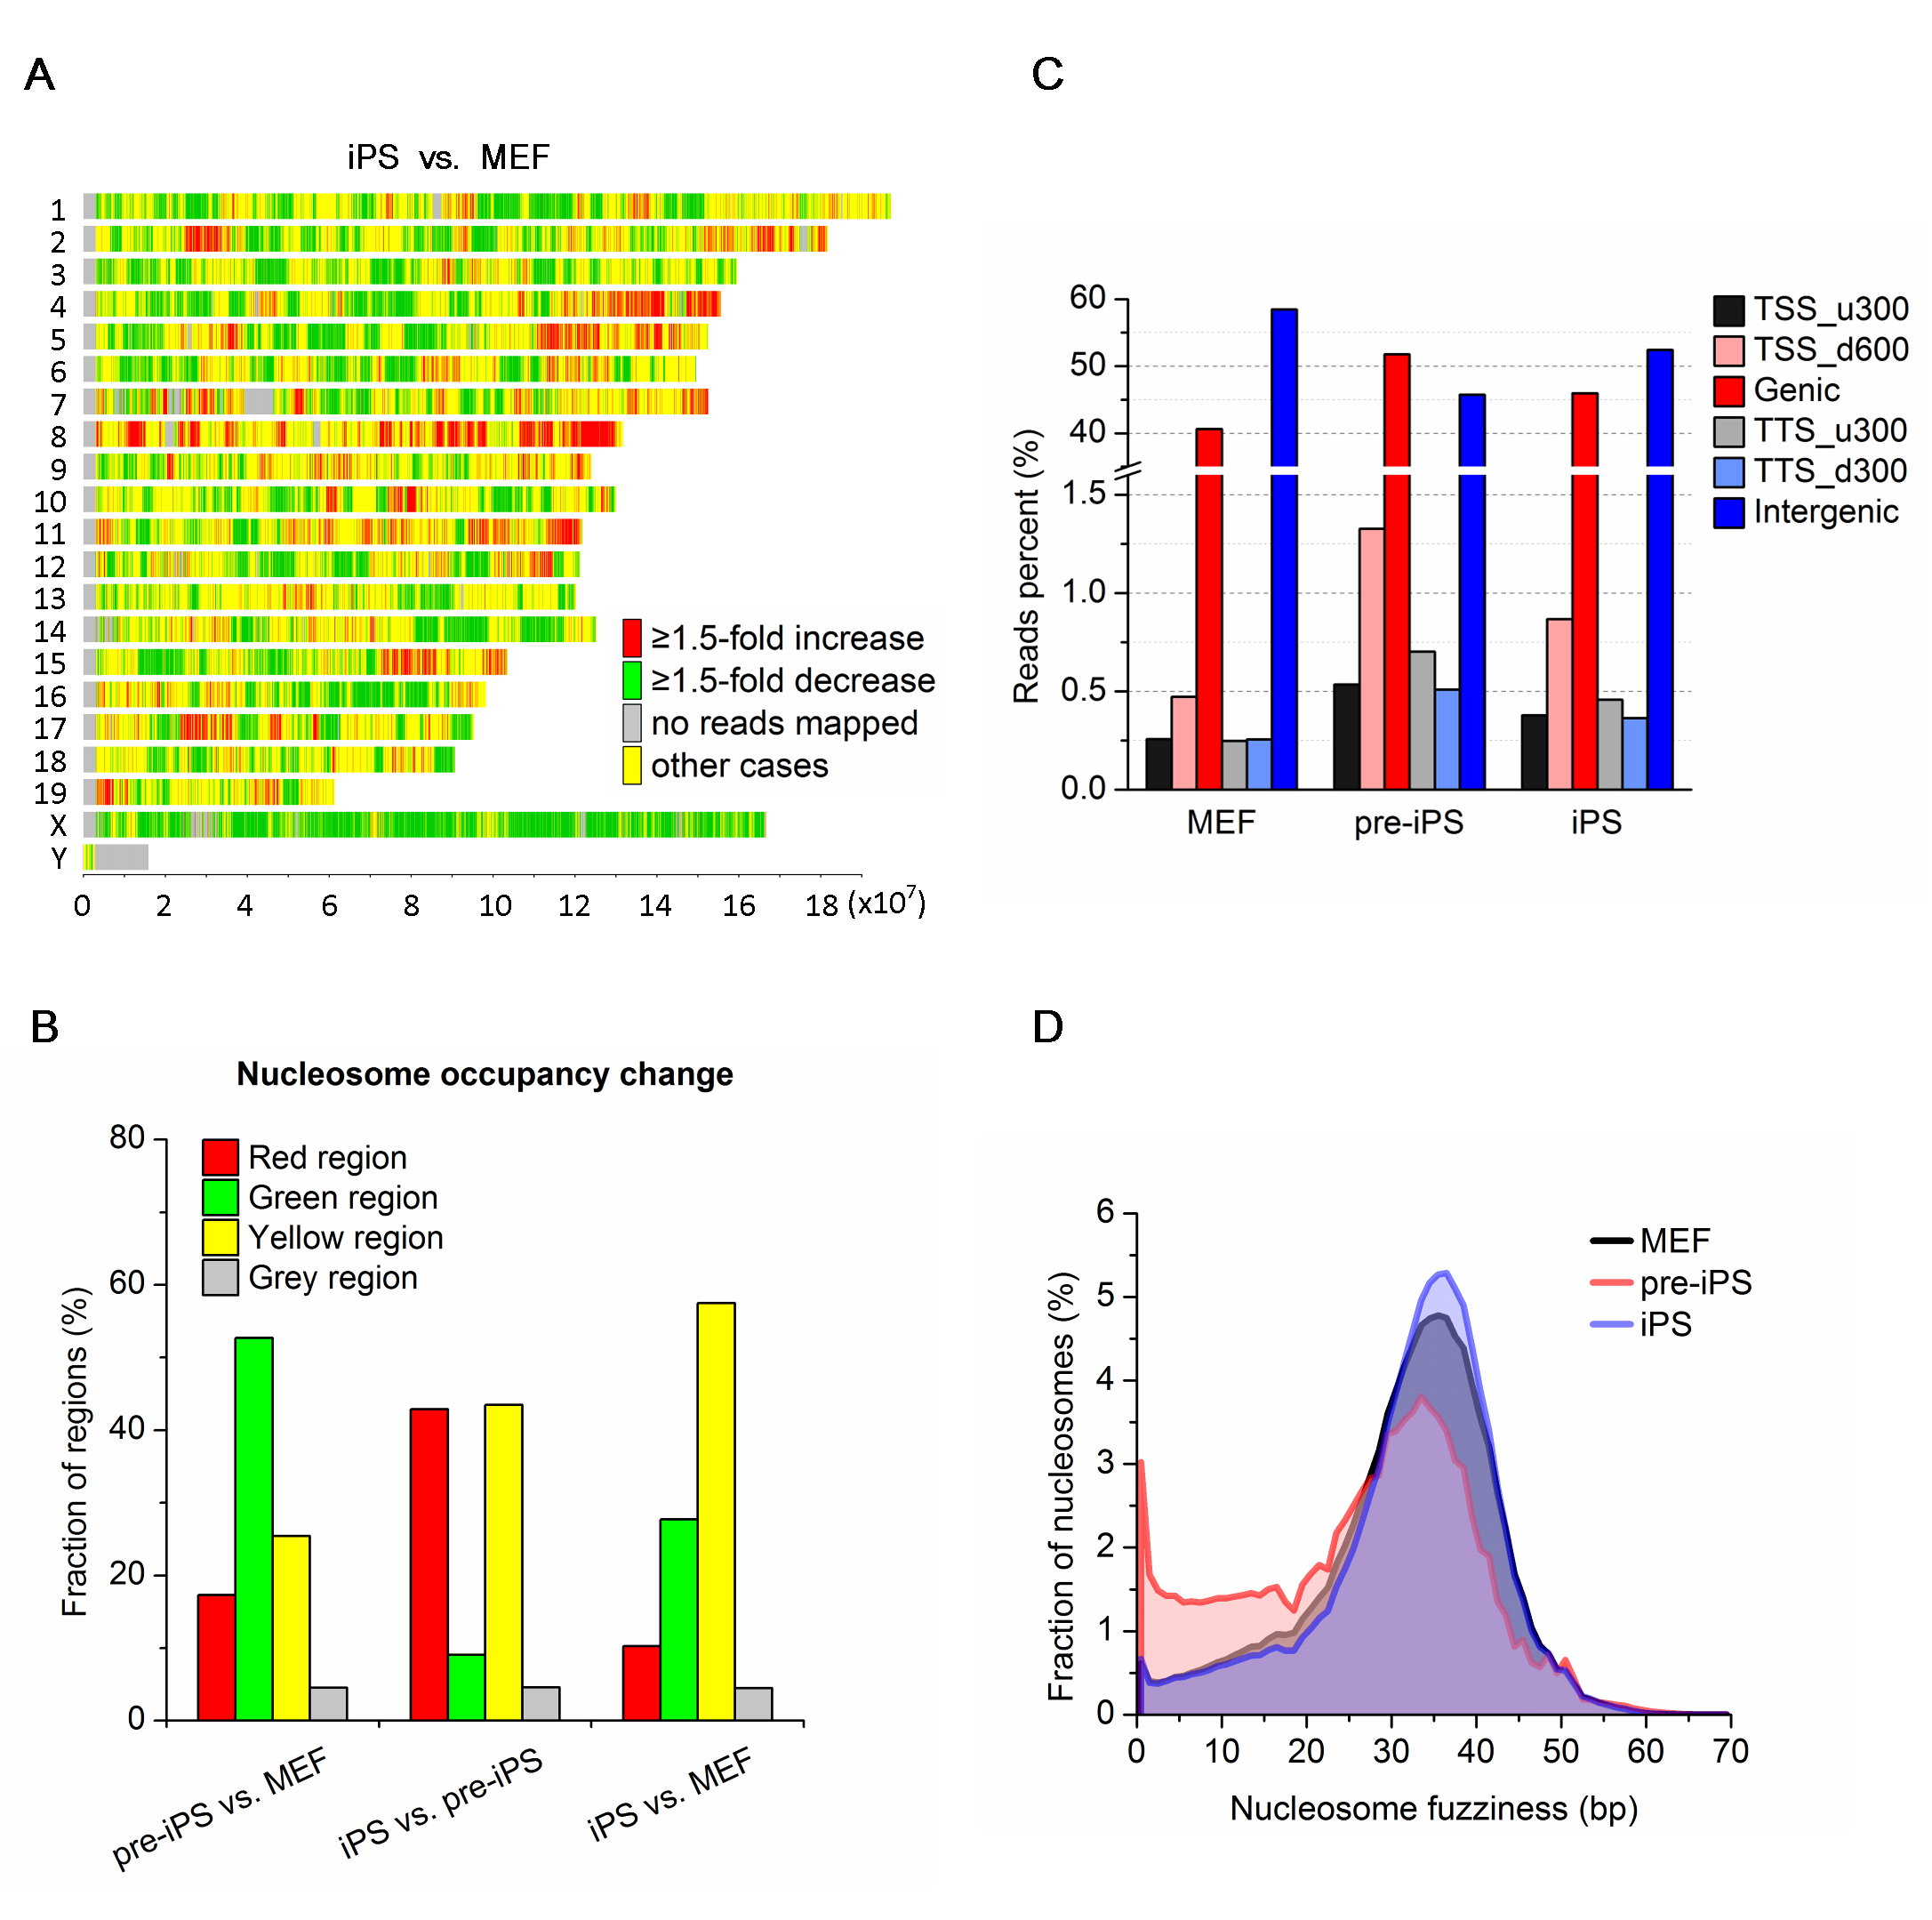
**

**Fig. S2. Genome-wide analysis of nucleosome occupancies in MEFs, pre-iPSCs and iPSCs.** (A) Genome-wide comparison of nucleosome occupancy for iPSCs vs. MEFs. Colors indicate change levels of nucleosome occupancy in each 10 kb region between two samples. Red indicates 1.5 fold or more nucleosome occupancy increase in iPSCs, green indicates 1.5 fold or more nucleosome occupancy decrease in iPSCs, grey indicates no nucleosome detected, and yellow indicates regions with less than 1.5 fold nucleosome occupancy change. (B) Bar plot shows the proportion of different color regions for the pairwise comparison of genome-wide nucleosome occupancy. (C) Nucleosome occupancy decreases in intergenic regions in pre-iPSCs. Bar plot shows the percentage of nucleosome reads located in different genomic regions including 300 bp upstream regions of TSSs (TSS_u300), 600 bp downstream regions of TSSs (TSS_d600), 300 bp upstream regions of TTSs (TTS_u300), 300 bp downstream regions of TTSs (TTS_d300), the rest of genic regions (Genic) and the rest of intergenic regions (Intergenic). (D) Nucleosome fuzziness distribution in MEFs, pre-iPSCs, and iPSCs.

**

**

**Fig. S3. Correlation analysis of gene expression profiles indicates high consistency between replicates for MEFs, pre-iPSCs and iPSCs.** Pearson correlation coefficient for each pair of replicates was calculated based on the logarithm of gene expression with base 2.

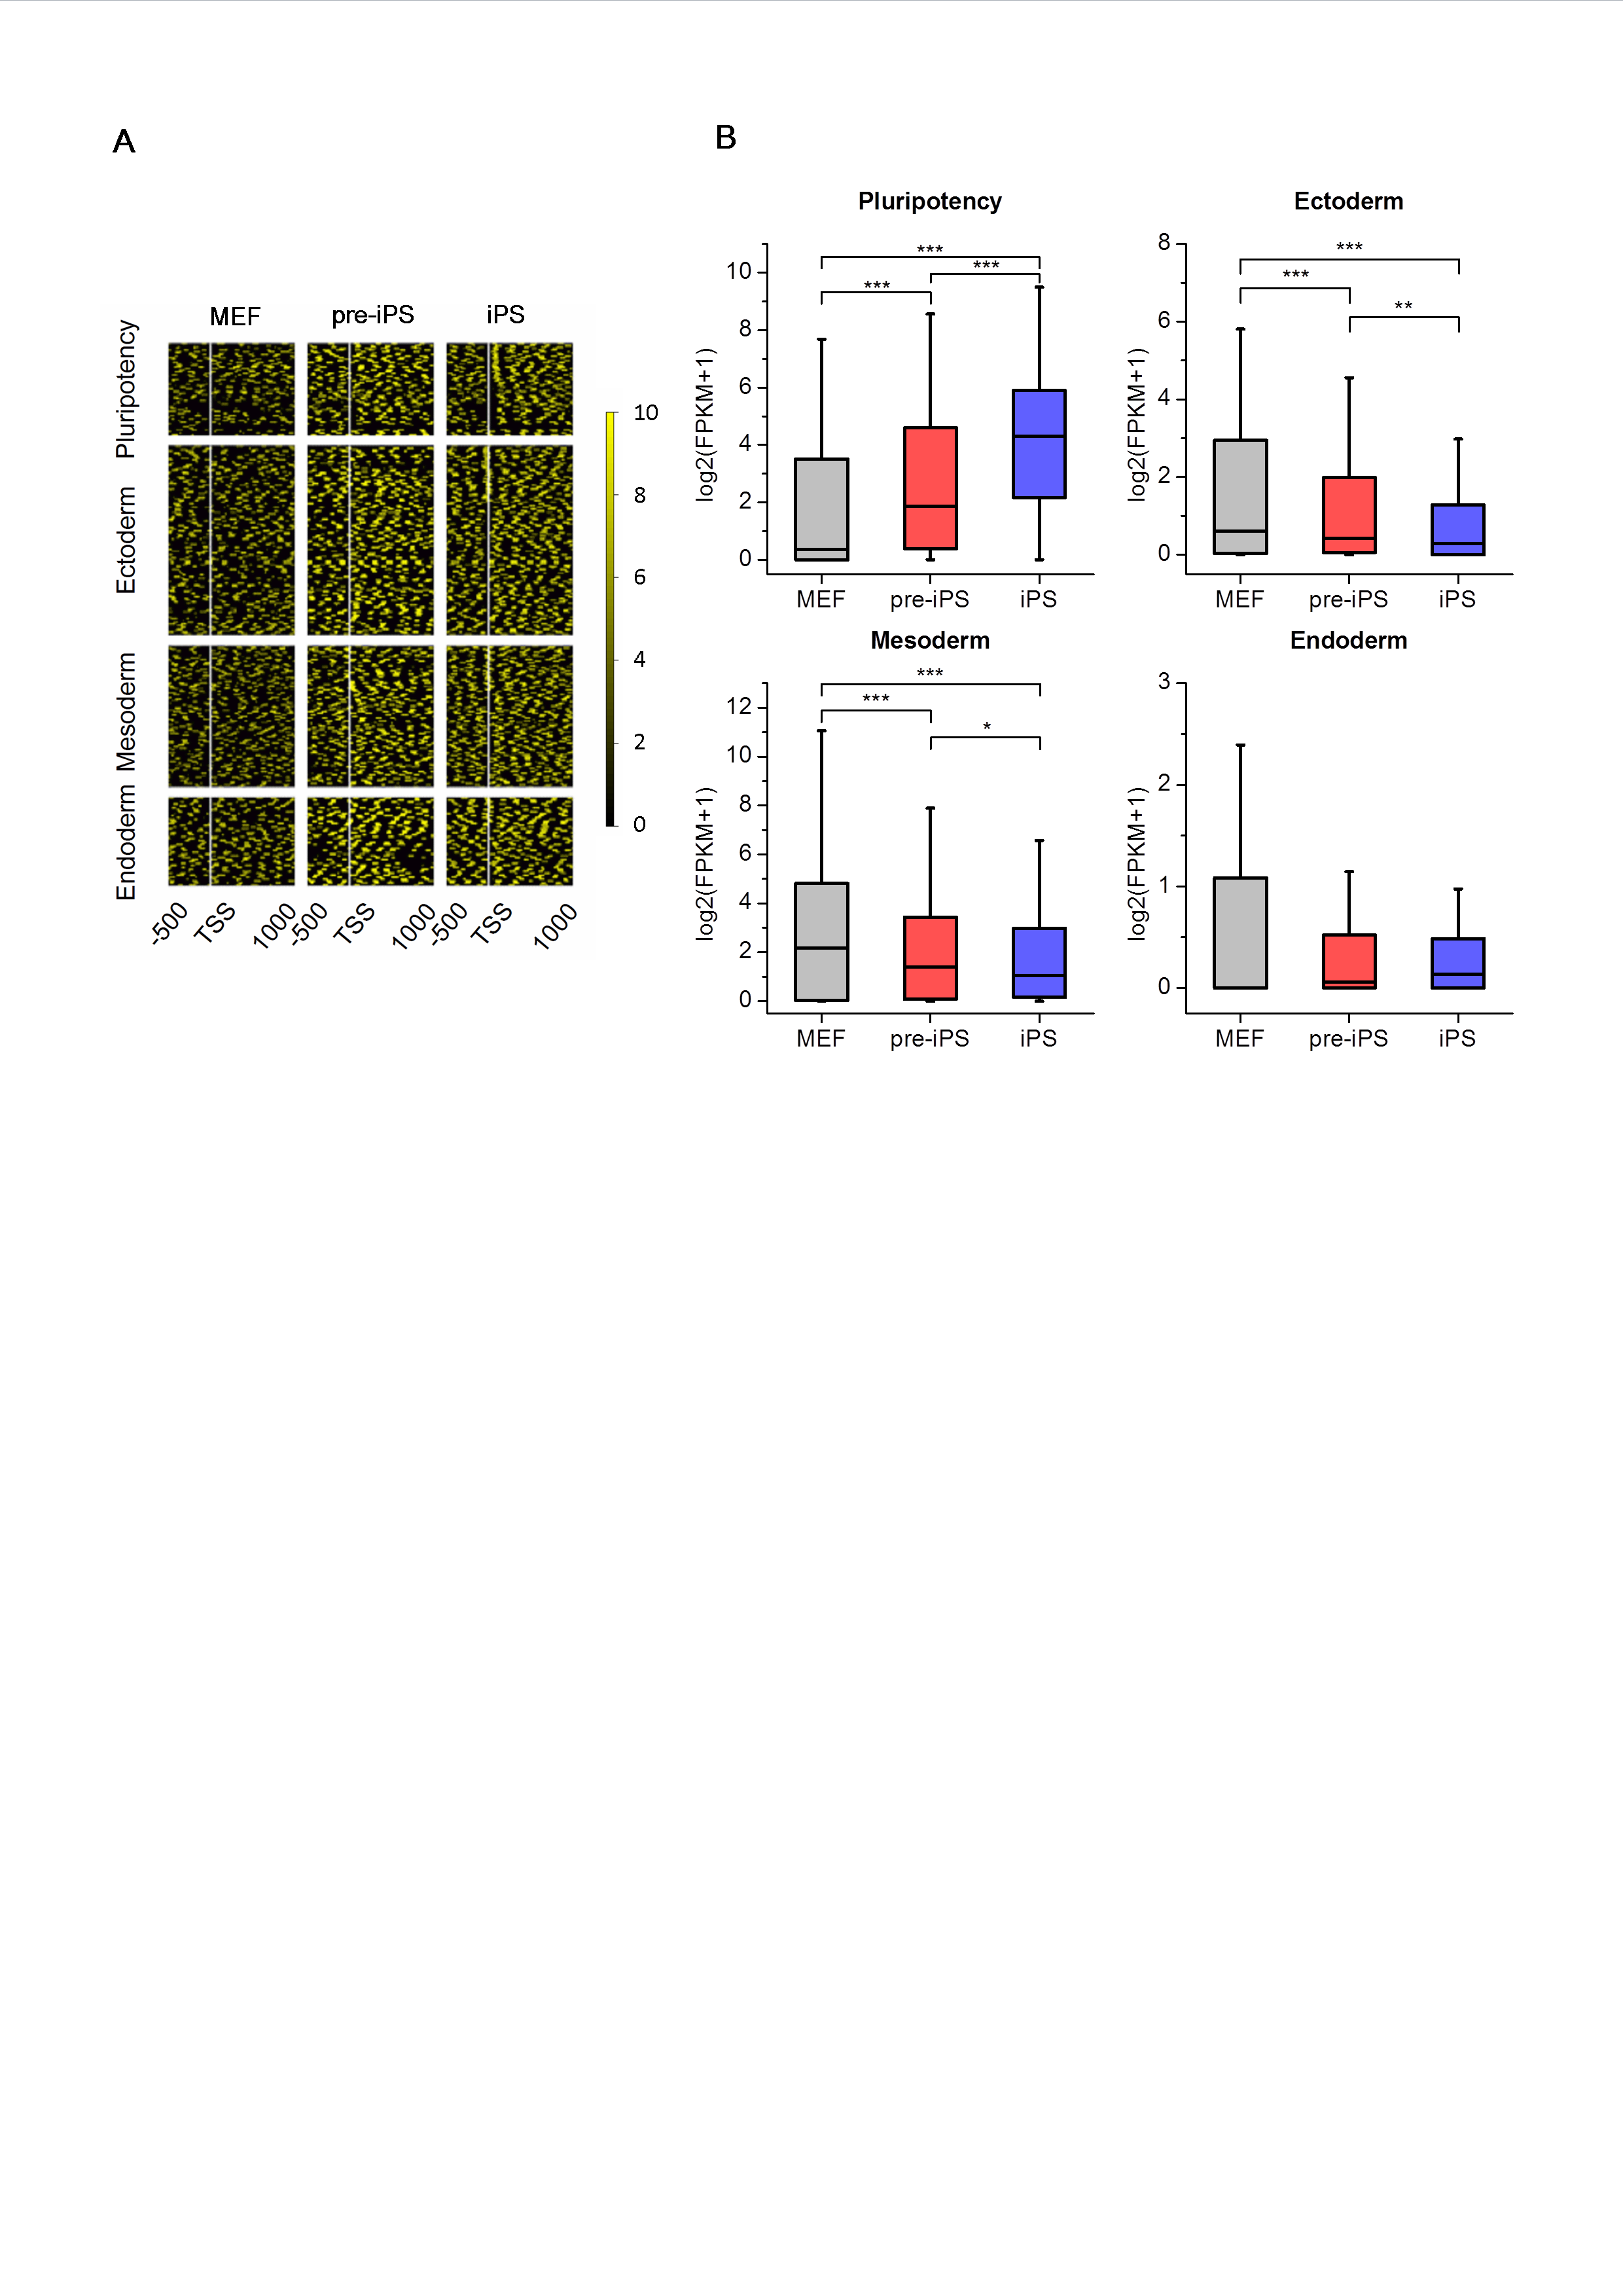

**Fig. S4. Nucleosome distribution and gene expression of lineage-specific marker genes.** (A)Dynamics of nucleosome occupancy of selected lineage-specific marker genes during somatic cell reprogramming. Heatmaps show nucleosome distribution around TSSs of pluripotent, ectodermal, mesodermal and endodermal markers in MEFs, pre-iPSCs and iPSCs. (B) Pluripotent marker genes are activated during reprogramming, while marker genes from three germ layers tend to be repressed. One-tailed and paired t-test was used to detect the statistical significance of gene expression difference. For pluripotent marker genes, MEF vs. pre-iPS *** p=3.774×10-4, MEF vs. iPS *** p=1.440×10-7, pre-iPS vs. iPS *** p=2.181×10-4. For ectodermal marker genes, MEF vs. pre-iPS *** p=1.439×10-5, MEF vs. iPS *** p=1.395×10-6, pre-iPS vs. iPS ** p=8.395×10-3. For mesodermal marker genes, MEF vs. pre-iPS *** p=2.861×10-5, MEF vs. iPS *** p=5.794×10-6 , pre-iPS vs. iPS * p=0.01004.

**
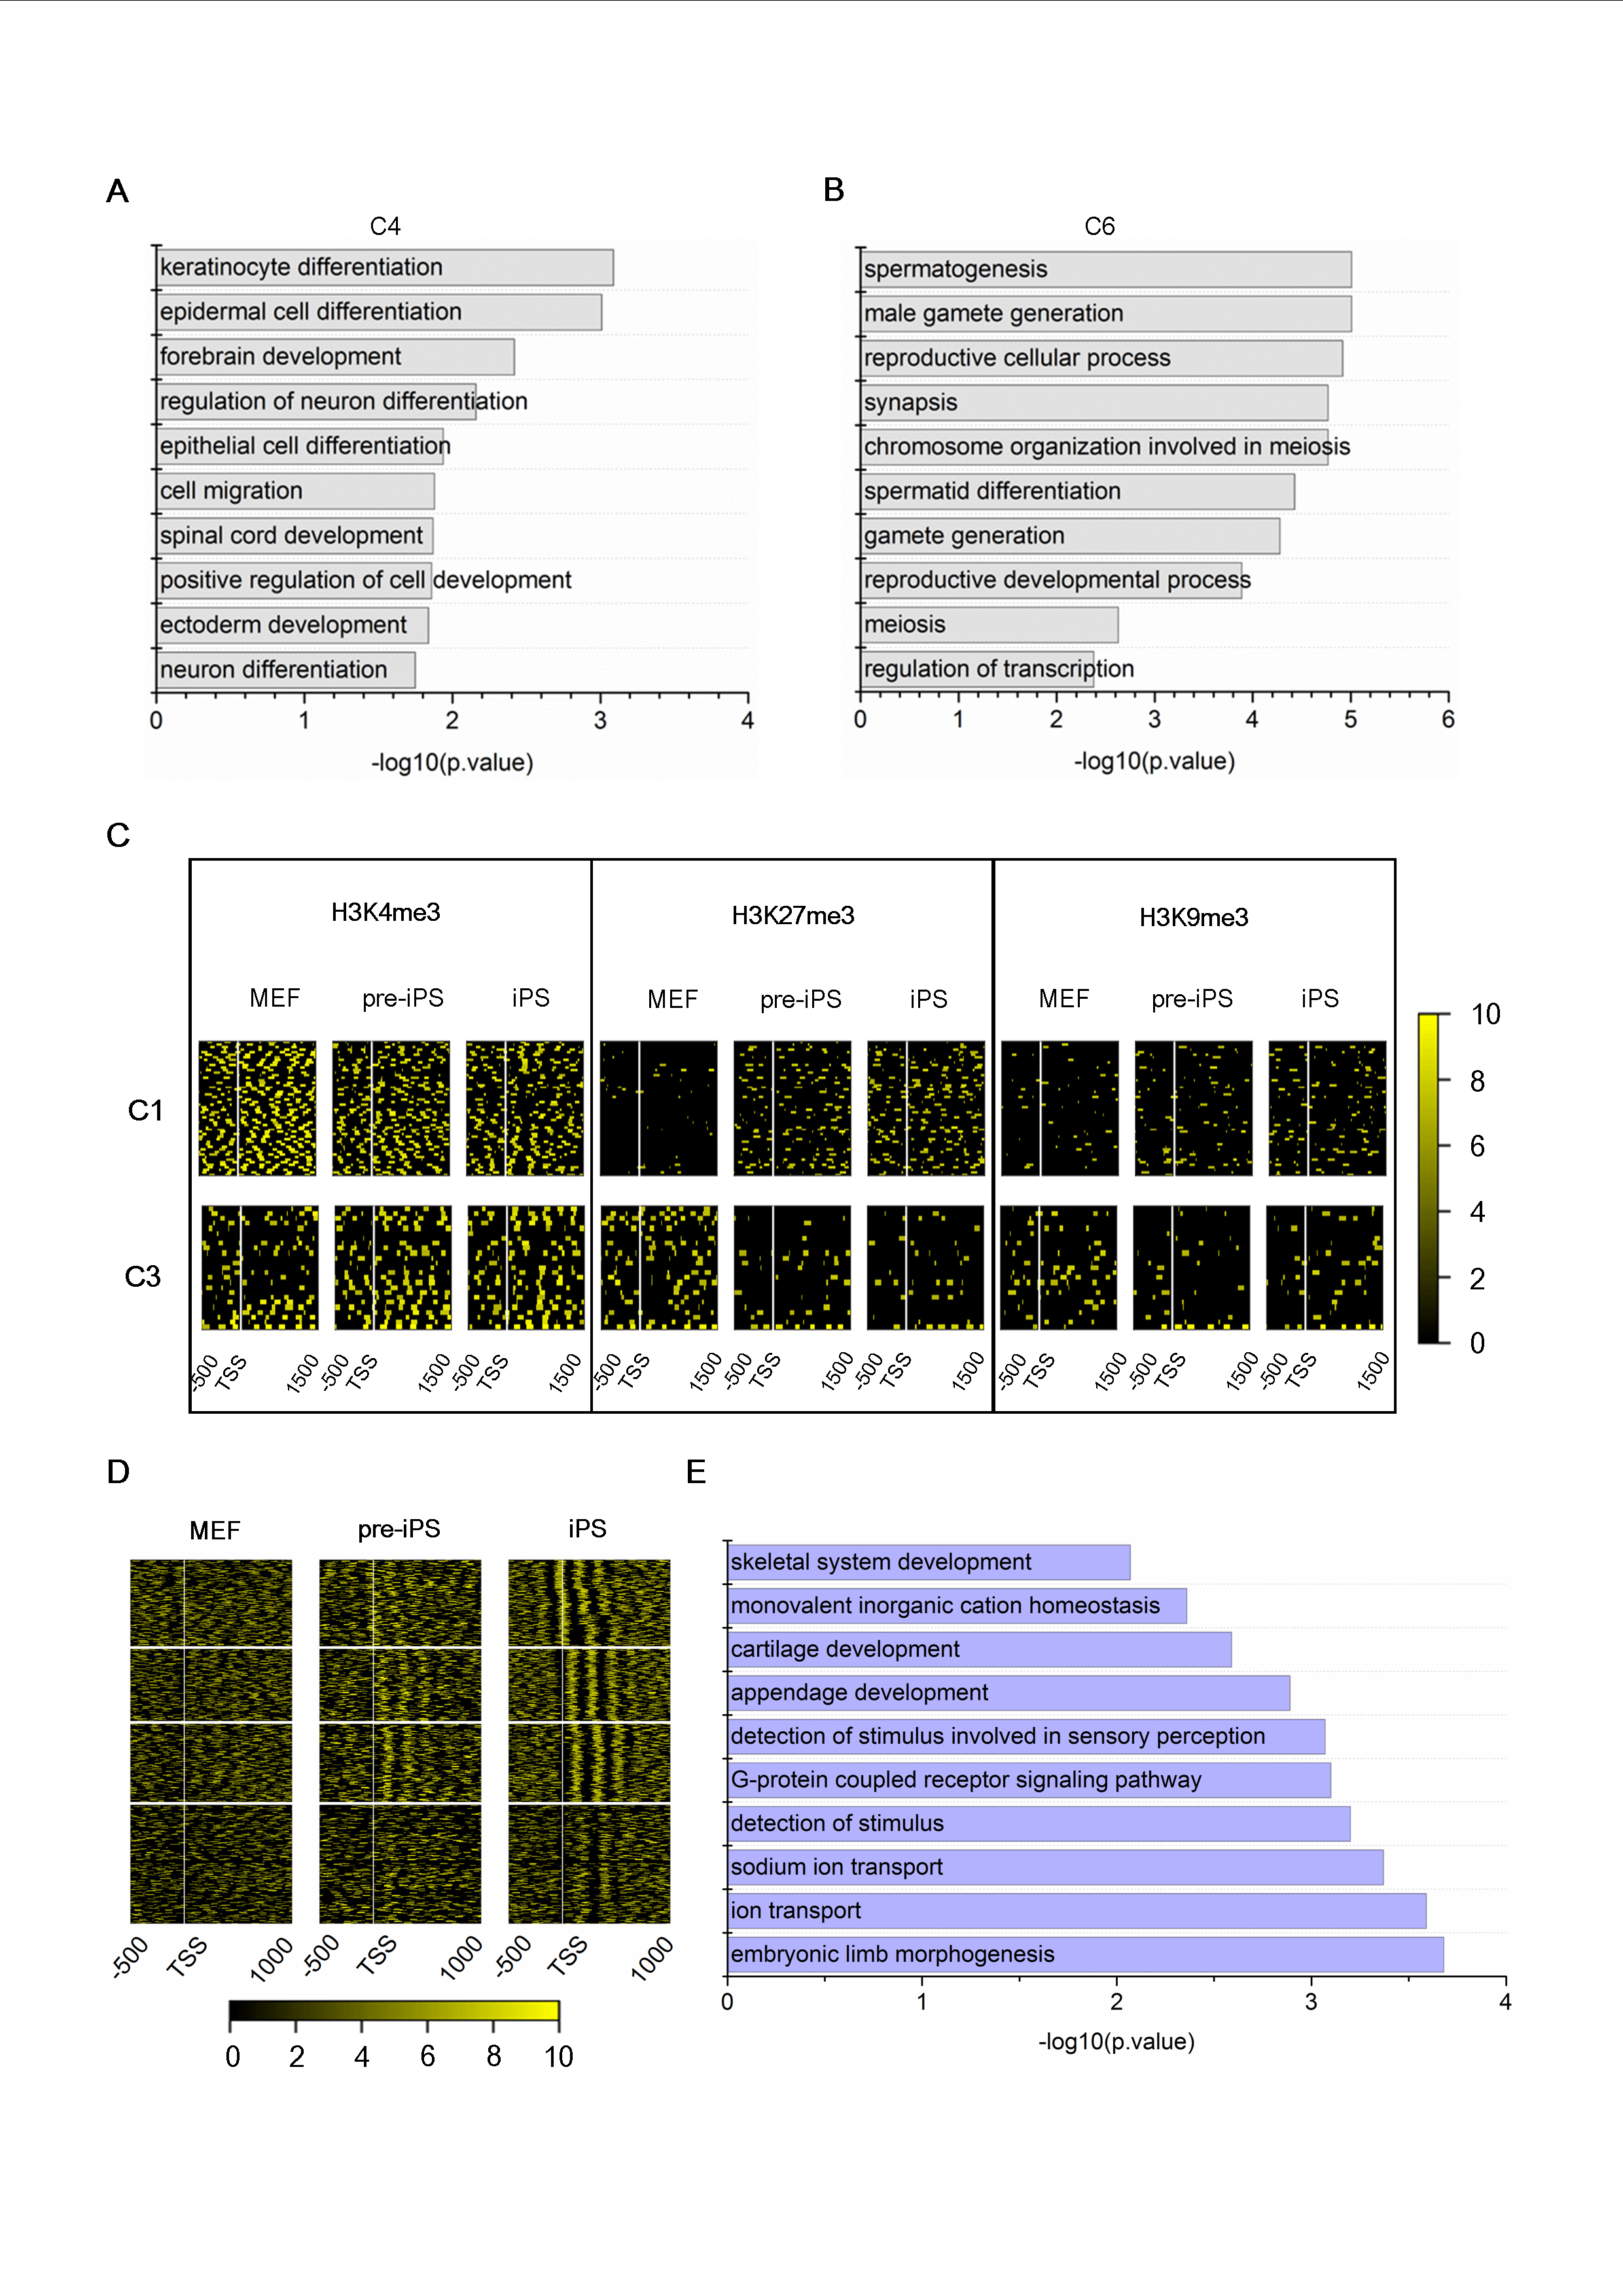
**

**Fig. S5. The correlations between gene expression and chromatin state during somatic cell reprogramming.** (A-B) Enriched biological process of DE genes in C4 (A) and C6 (B) in Figure 2B. (C) Heatmaps show enrichment of H3K4me3, H3K27me3 and H3K9me3 signals around TSSs (indicated by white vertical lines) of DE genes in C1 and C3. Each row represents a (-500 bp to 1500 bp) TSS region. Genes are ranked by H3K4me3 signal in TSS regions in iPSCs. (D)Heatmaps showing nucleosome distribution around all TSSs (indicated by white vertical lines) from 500 bp upstream to 1000 bp downstream. The nucleosome distribution patterns in iPSCs are clustered into four clusters (separated by white horizontal lines) by K-means according to the similarity of nucleosome occupancy profiles in TSS regions from 300 bp upstream to 600 bp downstream. The order is maintained in MEFs and pre-iPSCs to visualize nucleosome occupancy dynamics during reprogramming. (E) Enriched biological process for the genes in the top cluster in Supplementary Fig S5D.

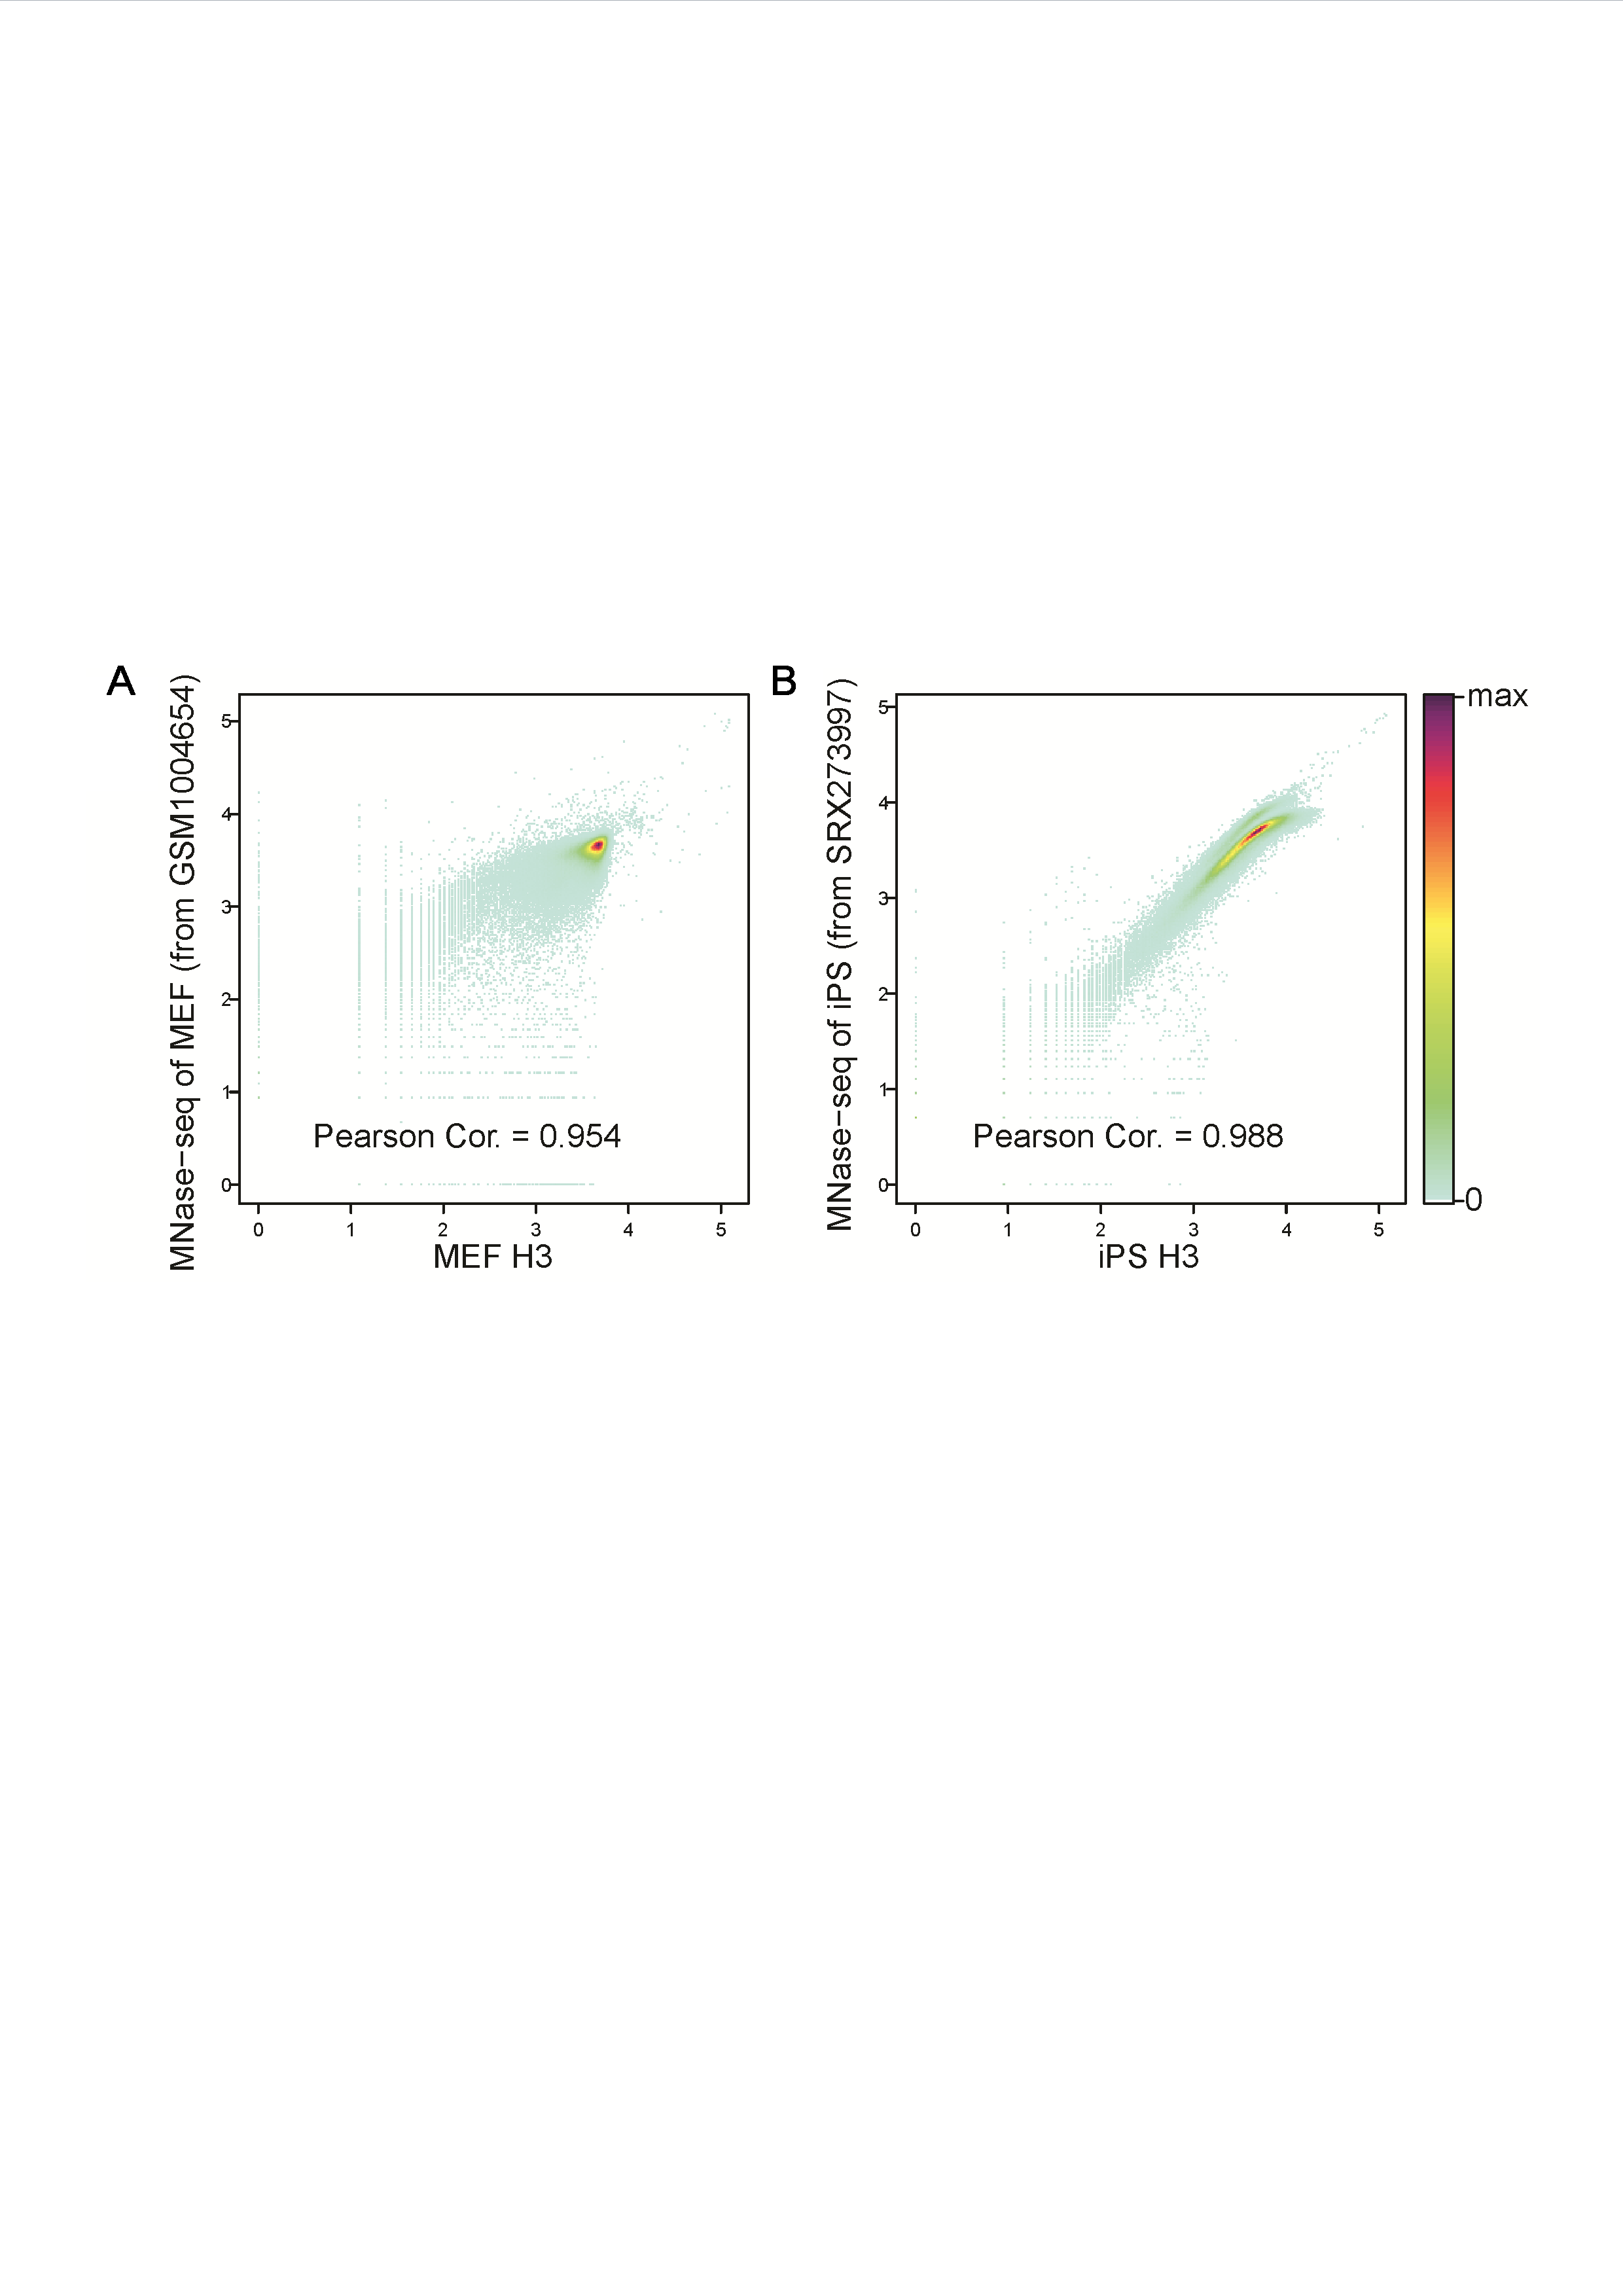

**Fig. S6. Genome-wide comparison of nucleosome occupancy displays high consistency between our data and published data.** The whole genome was divided into 10-kb regions and nucleosome occupancy was calculated in each genomic region as RPKM. Each point in scatter plots represents the logarithm value of the nucleosome occupancy in a 10 kb genomic region with base 10 in the two samples. Colors in scatter plots indicate the spatial density of points from low (light green) to high (dark purple). Pearson correlation coefficient was calculated based on the logarithm values of the nucleosome occupancy at the genome-wide scale.

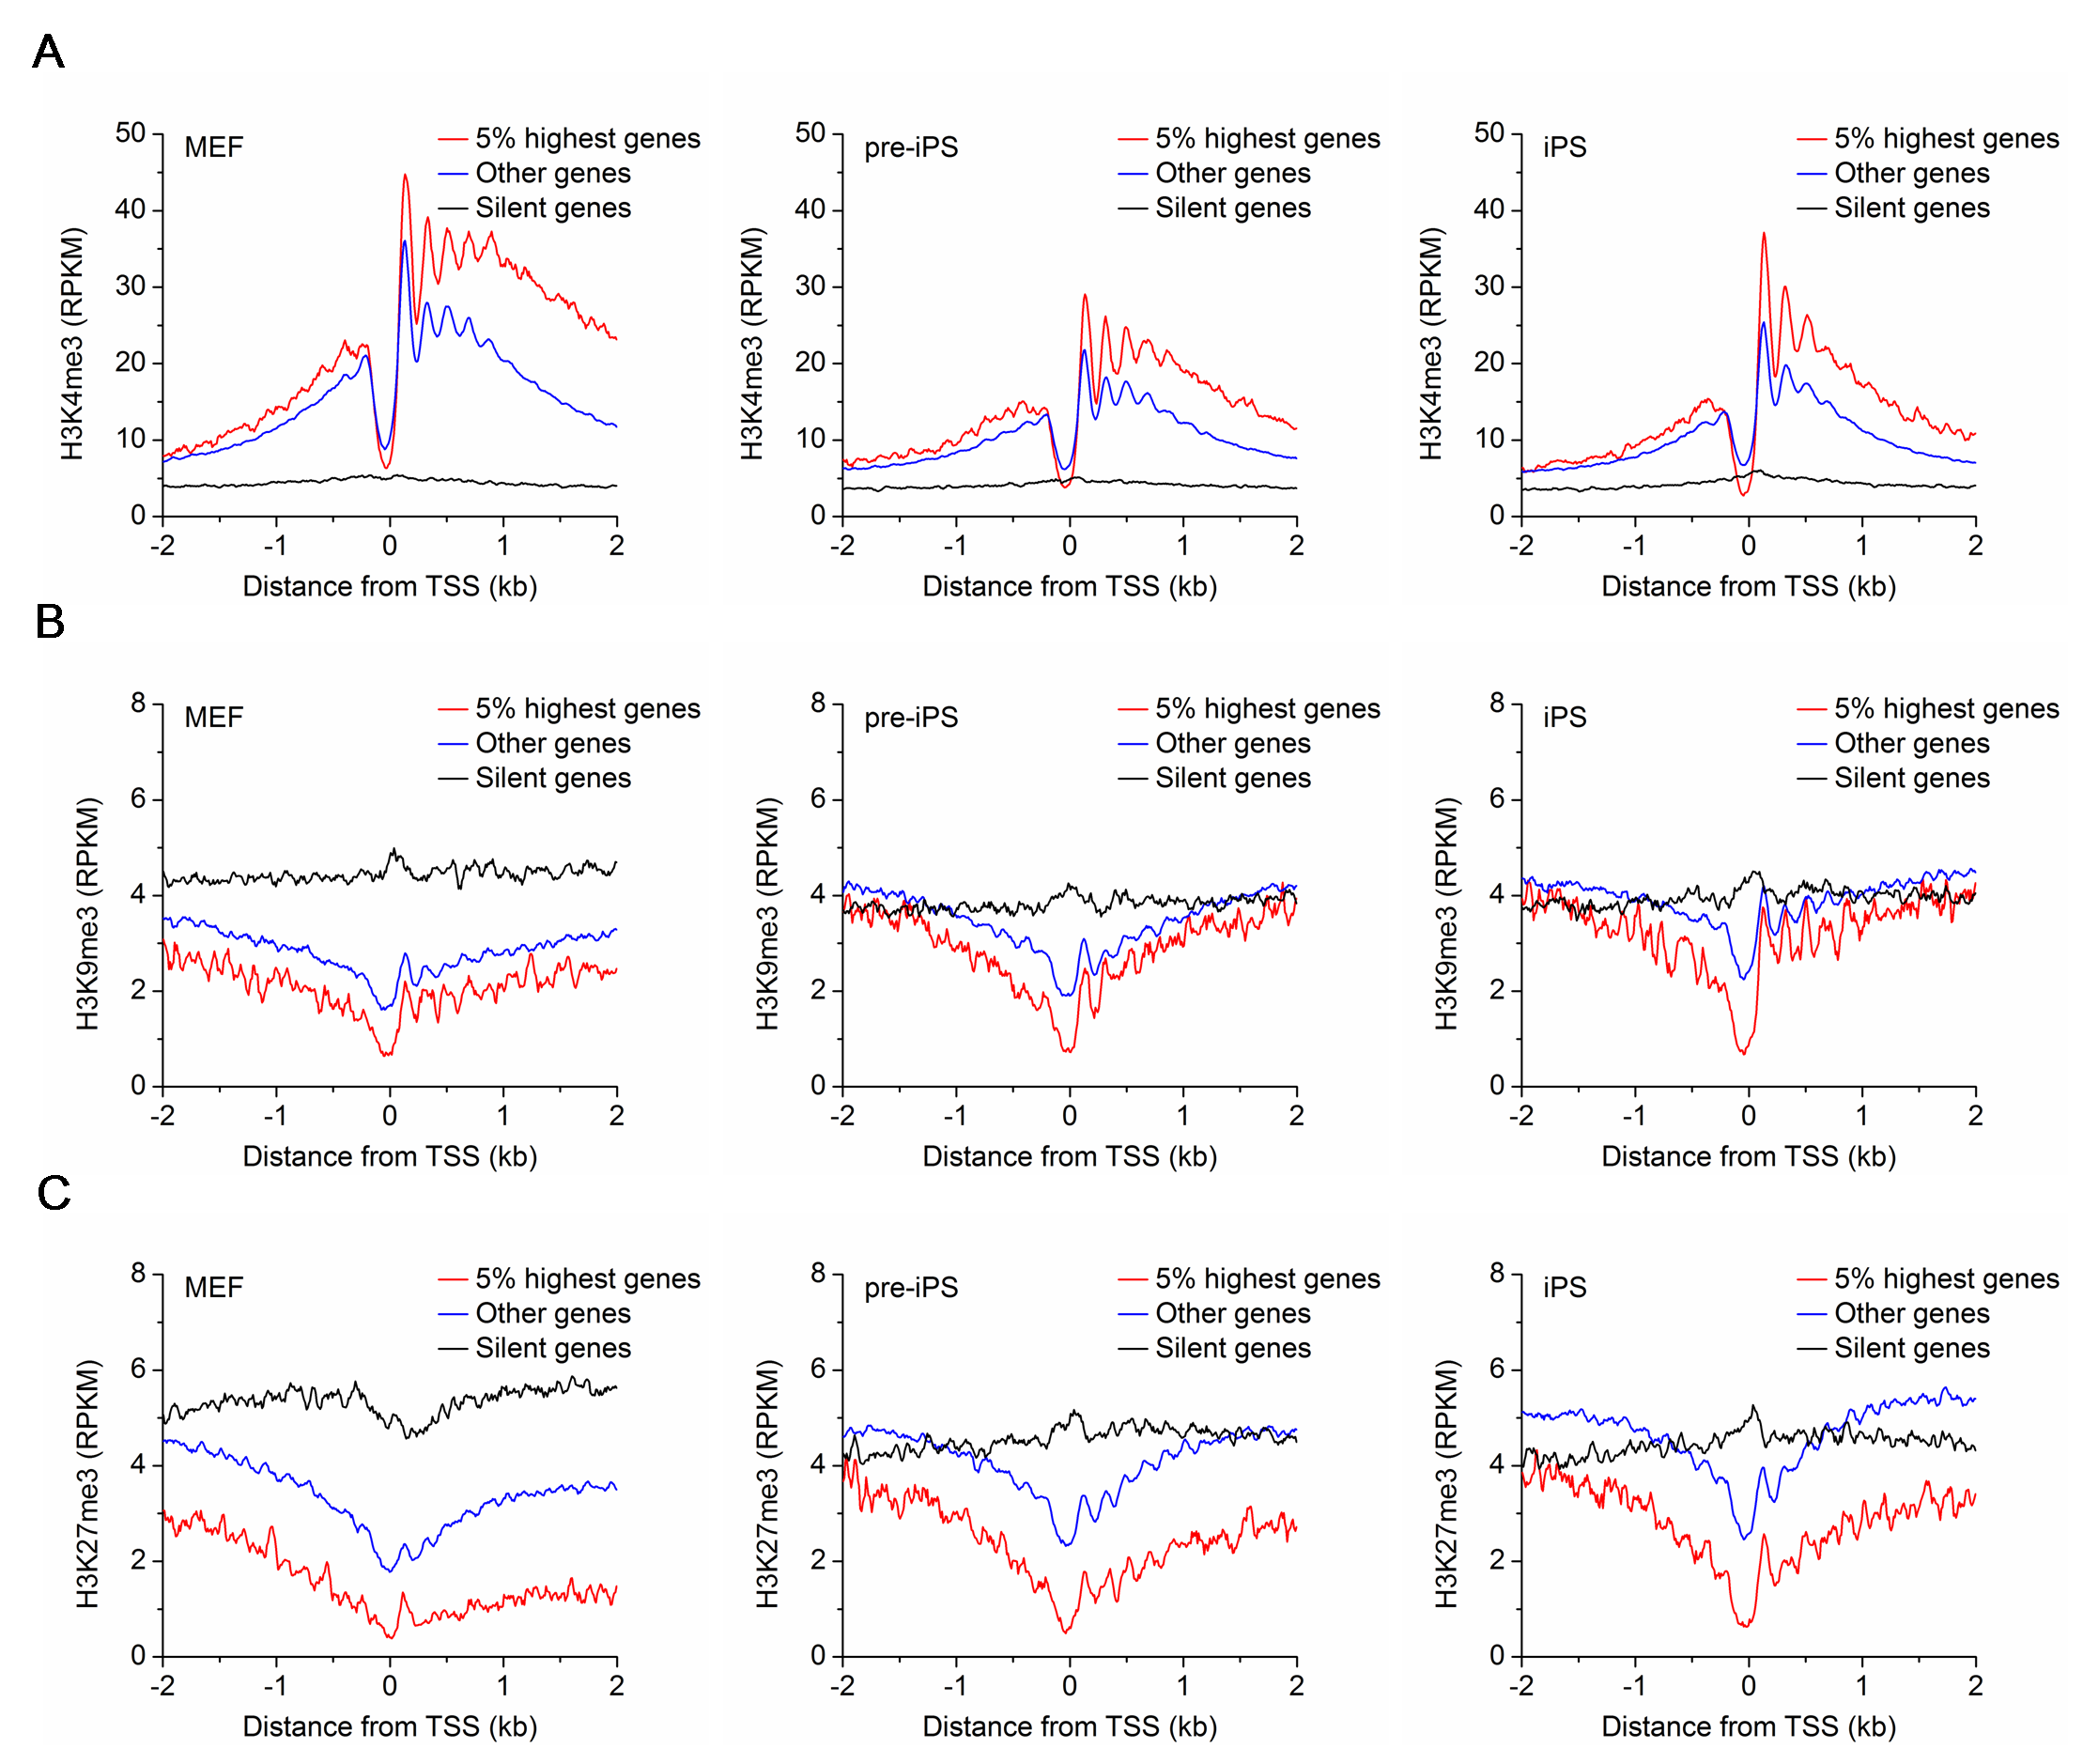

**Fig. S7. Dynamic occupancies of H3K4me3, H3K9me3 and H3K27me3 around TSSs of the 5% most highly expressed genes, silent genes and the other genes in MEFs, pre-iPSCs and iPSCs.** (A) Profiles of H3K4me3 occupancy patterns around TSSs of the 5% most highly expressed genes, silent genes and the other genes in MEFs, pre-iPSCs and iPSCs. (B) Profiles of H3K9me3 occupancy patterns around TSSs of the 5% most highly expressed genes, silent genes and the other genes in MEFs, pre-iPSCs and iPSCs. (C) Profiles of H3K27me3 occupancy patterns around TSSs of the 5% most highly expressed genes, silent genes and the other genes in MEFs, pre-iPSCs and iPSCs.

**
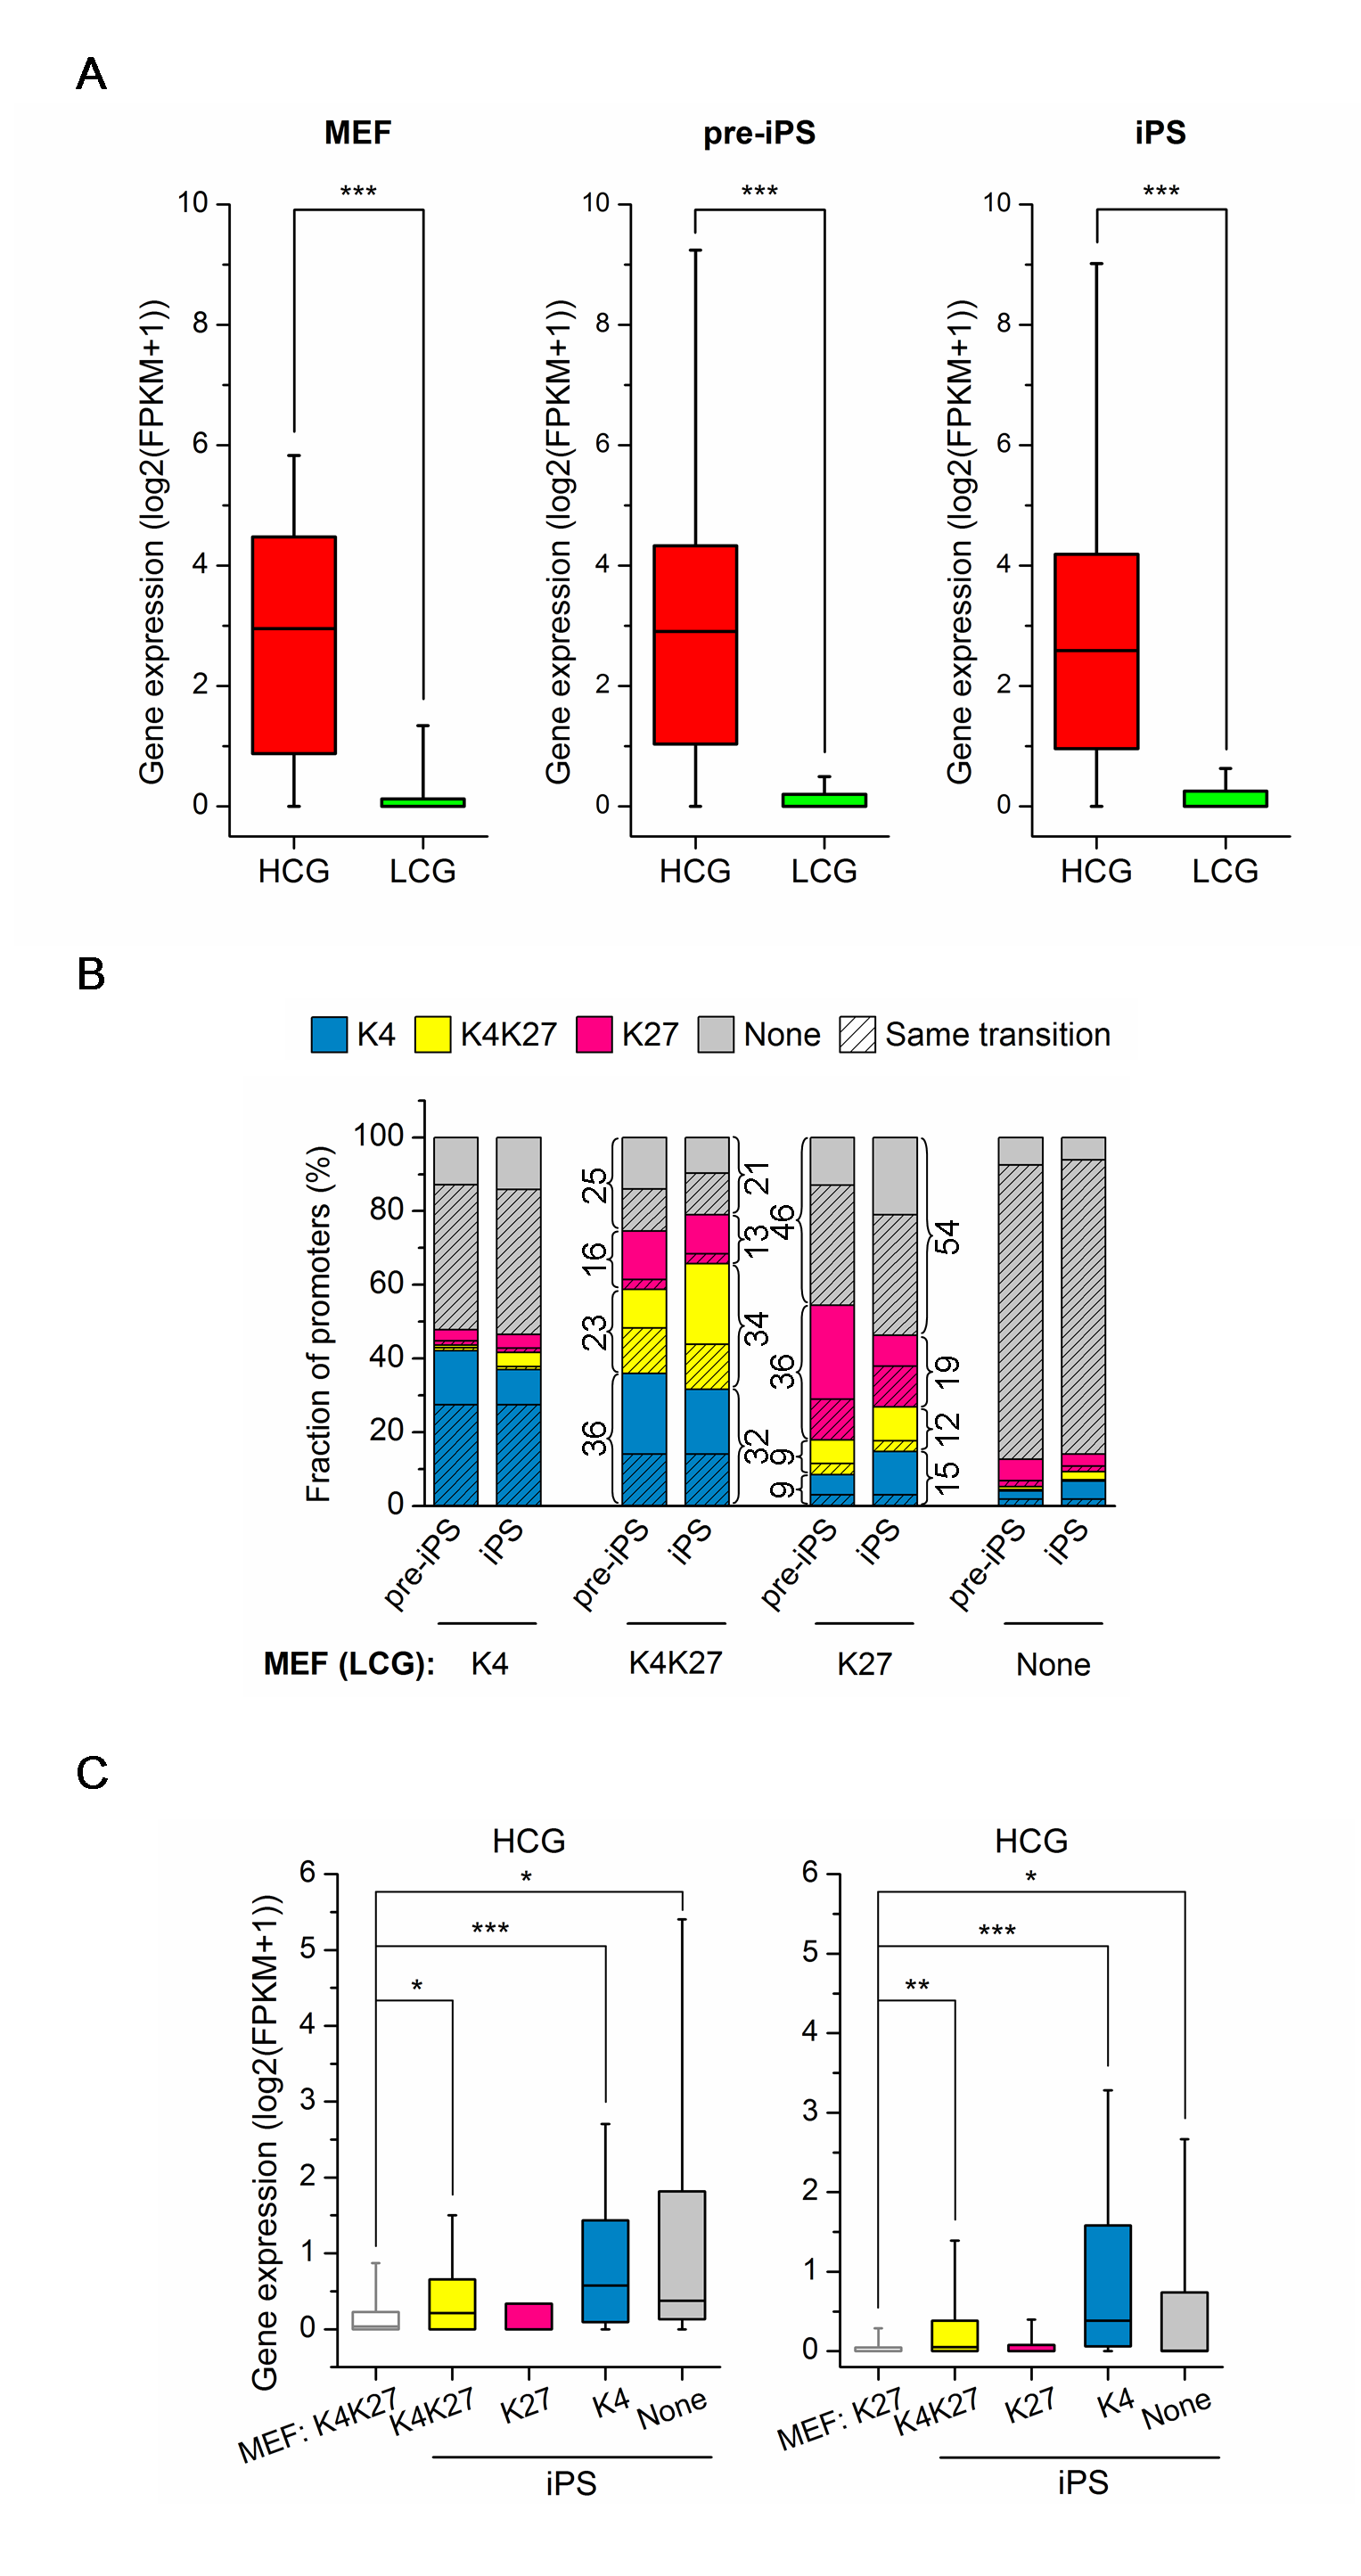
**

**Fig. S8. Dynamics of H3K4me3 and H3K27me3 levels of HCG and LCG promoters during somatic cell reprogramming**. (A) Genes with HCG promoters are much more active than those with LCG promoters in all the three cell types. Statistical significance, one-tailed t-test, HCG vs. LCG, *** p<2.2×10-16 (in MEFs), *** p<2.2×10-16 (in pre-iPSCs), *** p<2.2×10-16 (in iPSCs). (B) H3K4me3 and H3K27me3 state on LCG promoters in pre-iPSCs and iPSCs, conditional on their states in MEFs (indicated at the bottom). Same transition from MEFs to pre-iPSCs and to iPSCs is shaded. Detailed proportion for each state in pre-iPSCs and iPSCs is labeled next to the curly braces for “K4K27” and “K27” state in MEFs. (C) Expression levels of HCG genes marked by both H3K4me3 and H3K27me3 (left) or with H3K27me3 only (right) change with the chromatin state during reprogramming from MEFs to iPSCs. Statistical significance, two-tailed t-test. From K4K27 to other states (left panel), * p=0.0013 (to K4K27), *** p<2.2×10-16 (to K4), * p=0.023 (to None). From K27 to other states (right panel), ** p=0.003 (to K4K27), *** p<2.2×10-16 (to K4), * p=0.012 (to None).

**
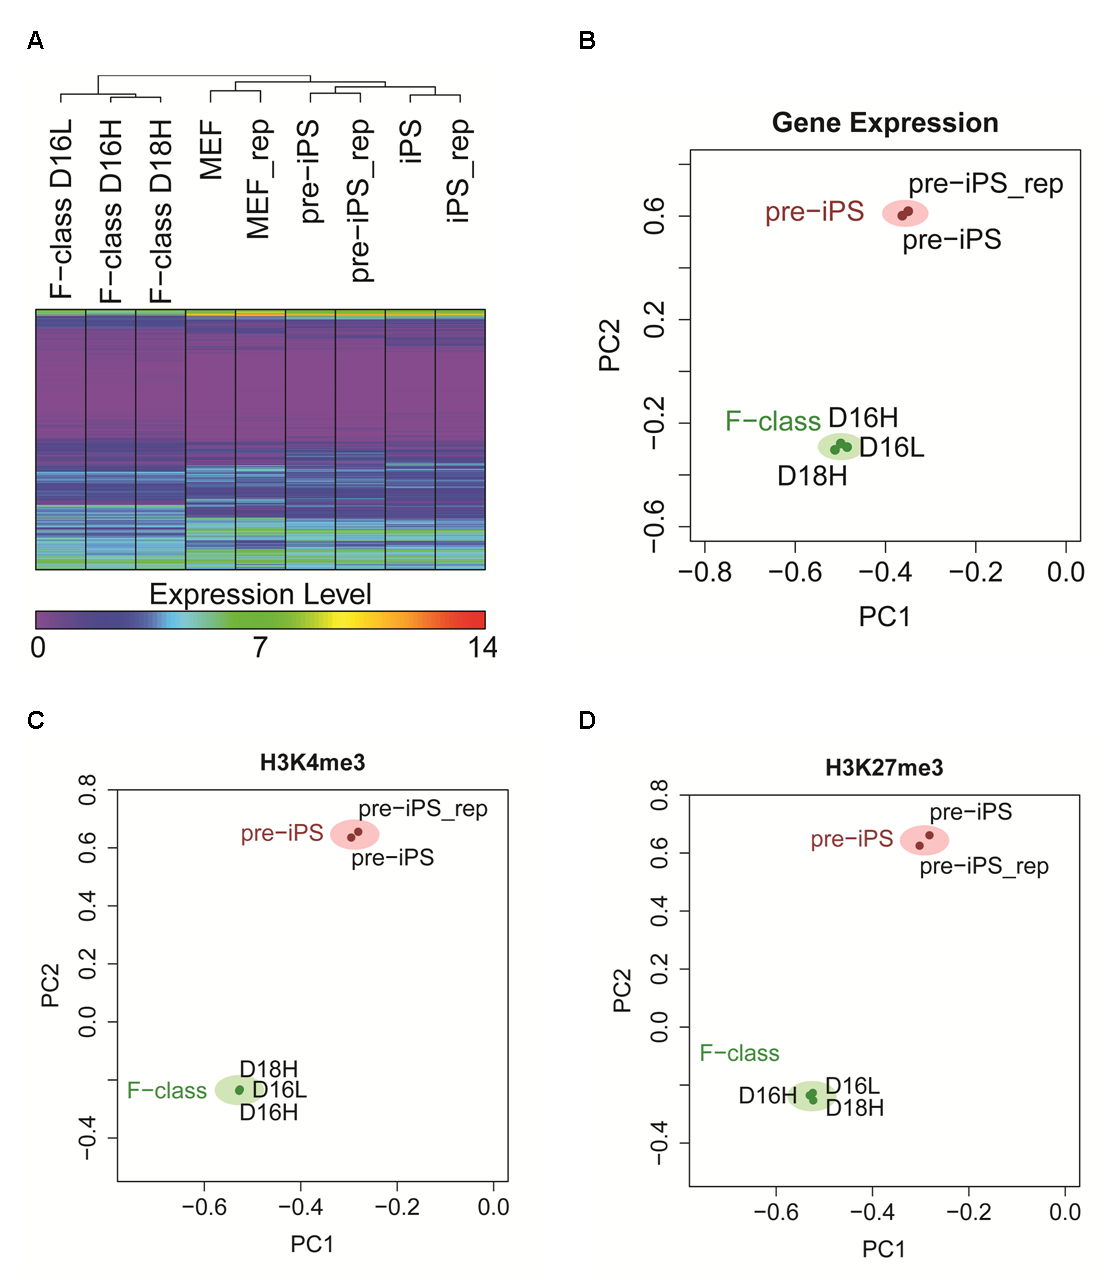
**

**Fig. S9. The intermediate pre-iPSCs of somatic cell reprogramming is distinct from F-class cells.** (A) Hierarchical cluster analysis indicates distinct gene expression profile of F-class cells from those of our cells types. Heatmap shows gene expression profiles visualized by log2(FPKM+1) of each sample. (B) Principal component analysis (PCA) on gene expression profiles shows that our pre-iPSCs can been clearly separated from F-class cells. (C) PCA on H3K4me3 indicates different H3K4me3 state between pre-iPSCs and F-class cells. (D) PCA on H3K27me3 indicates different H3K27me3 state between pre-iPSCs and F-class cells.

How the deposited data were processed for this re-analysis (not part of the article)

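The samples are MEFs, pre-iPSCs and iPSCs of the mouse, 2 biological replicates each for H3, H3K4me3, H3K27me3 and RNA-seq and 1 each for H3K9me3. Libraries titled as repeats are called replicate 2. The sources used here do not give the clone of a library, so libraries of the same number were not treated as derived from one another in the tests of counts.

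For the ChIP-seq data the authors aligned reads to mm9 with Bowtie, kept unique reads of at most 2 mismatches, limited duplicates, moved reads by 73 bp and called nucleosomes with GeneTrack. The deposited values are, for each called nucleosome, the count of its reads and its fuzziness, the SD of the read positions in bp. Calls of at least 2 reads equal the nucleosome numbers of Supplementary Table S1 in every library. Reads outside the calls are not in these files and were not used here.

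For the RNA-seq data the authors aligned reads with TopHat and computed the deposited FPKM with Cuffdiff, for 20156 RefSeq genes. The 2 tables hold replicates 1 and 2 of all cell types.

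Reads of a call were counted at its dyad. RPKM and bins were scaled to the unique reads of Supplementary Table S1. Replicates were compared by Pearson correlation in 10-kb bins, and a bin counted as changed at 1.5-fold. Coverage is the percent of a region within 73 bp of a dyad, for regions of at least 150 bp. Common nucleosomes are nearest to each other and have dyads less than 73 bp apart. Counts per bin and per promoter were tested with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood) and DESeq2 1.42.0, with a false discovery rate of 0.05 over all bins or promoters of a comparison. When a library is left out, the lone library of its cell type is taken to vary like the others.

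Around TSSs the windows relative to the TSS are: upstream of -151 bp for the upstream nucleosome, -150 to 50 bp for the depleted region, 51 to 250 bp for the +1 nucleosome, and -2000 to -1001 bp for the flank. Expression classes are the highest 5% by FPKM, genes listed at 0 and the rest. Promoters reach 500 bp either side of the TSS, and a mark counts as present above 1 RPKM. CpG clusters were called on the mm9 sequence with p of at most 1e-05, and a promoter that meets one is HCG. The paper took its clusters from a published database, not used here.

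Islands are runs of 1000-bp windows of at least 6 reads, with gaps of 1 window, that hold at least 60 reads. A bivalent domain joins islands of H3K4me3 and H3K27me3 that overlap by at least 50% of the shorter. Active and repressive domains are islands that meet none of the other mark. A MEF domain that meets several states in another cell type takes the first of bivalent, active and repressive.

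Expression was tested with limma 3.58.1 (trend) on log2(FPKM + 1) for genes with a mean of at least 0.5 FPKM over the 6 libraries, with the table as a term. A gene was called at an adjusted p below 0.05 and a log2 change of at least 1. The marker lists of Supplementary Table S3 were tested with camera at an inter-gene correlation of 0.01, and with fry. The clusters of Supplementary Table S4 were chosen by the authors on the same libraries, so their changes were described and not tested as lists. All 4 marker lists and all 6 clusters are reported.

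Genes are named by a rule. It takes every gene the paper names in its results with a value of its own (Tgfb1, Trap1a, Dppa3, Col1a1, Tcfcp2l1, Zfp42, Ddx4, Nanog, Inhba and Vcam1), the factors Pou5f1, Sox2, Klf4, Myc and Setdb1, and the 3 largest rises and falls of each expression comparison that pass the threshold and go the same way in both replicates. The values the paper shows for its genes had been seen. Genes of chromosome Y were used to check the sex of the samples. The p of Zfp42, Ddx4, Nanog, Inhba and Vcam1 in iPSCs against pre-iPSCs was also adjusted over this list alone, which does not allow for the paper's choice of these genes from the same libraries.

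Tests were checked on simulated data with planted changes. Alternatives to scaling, filters, thresholds, windows, overlaps, tools and the libraries used were set before the data were examined. The GC correction of bins, their scaling by the median bin, 2 further overlap rules, HCG promoters from 200-bp windows and promoter levels scaled to the reads in calls were added after the data were seen. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used. The ChIP-qPCR, the published data of other cells and the vitamin C samples were not analysed here.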

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

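The tests for chromosome 8 of GC content and of an extra chromosome, and the test of a repeat at Pou5f1, were chosen only after the result was seen. The 3 results were chosen since they lie on chromosomes or stretches that the paper does not discuss, in libraries that it analyses, above the level of MEFs or of a MEF library.

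In replicate 1 of iPSCs, chromosome 8 has more H3, H3K4me3 and H3K27me3 reads and higher expression than in MEFs, while H3K9me3 was not tested. The median log2 shift is 0.53 for H3, 0.53 for H3K4me3 and 0.52 for H3K27me3, and 0.59 for expression over 630 genes. No other autosome exceeds 0.05, 0.06, 0.09 and 0.42, and replicate 2 shows no such shift. An extra chromosome 8 in most cells would give a shift of at least 0.4 in all 4 measures. The smallest, 0.518, is one of the shifts already seen, so it is no independent test of this explanation. GC content does not account for the shift, since the H3 shift is 0.530 after the GC correction. A few stretches do not either, since the smallest shift over 10-Mb stretches is 0.448. An extra chromosome 8 in these cells could give the shift, but was not tested by karyotype. Values of Zfp42, a gene of this chromosome, in replicate 1 of iPSCs may carry this copy.

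After the GC correction chromosome Y has more H3 reads in pre-iPSCs and iPSCs than in MEFs, with a smallest log2 shift of 0.299 over the 4 libraries, and chromosome X has fewer, by -0.36 and -0.45 in pre-iPSCs and -0.31 and -0.45 in iPSCs. MEFs from embryos of both sexes and reprogrammed cells from male cells would give more H3 reads on chromosome Y in all 4 libraries. This holds with the correction (0.299), but it is the observation itself and so does not test the explanation. Without the correction the shift of chromosome Y is -0.15 and 0.65 in pre-iPSCs and -0.028 and 0.56 in iPSCs, so replicate 1 rests on the correction. Expression over 4 genes of chromosome Y shifts by -0.17 and 0.65, and -0.58 and 0.82. A difference in sex may account for the shifts (0.299), and only replicate 2 goes with it in every measure. Trap1a and Slc38a5 lie on chromosome X.

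The introns of Pou5f1 hold far more H3 reads than the genome mean in pre-iPSCs and iPSCs, 43.4-fold and 18.4-fold and 17.9-fold and 13.7-fold. In MEFs the fold is 19.0 in replicate 1 and 1.09 in replicate 2, and 1.17 in the H3K9me3 library. The raised stretch has sharp borders about 9 kb on each side of the TSS and is raised with H3K27me3 also. Extra copies of the stretch predict a raised H3K27me3 level over introns and the upstream flank, and the smallest fold was 7.29. A repeat placed on Pou5f1 predicts a raised level in all libraries, and replicate 2 of MEFs has 1.09. The reads are consistent with extra copies of a stretch around Pou5f1 (7.29), such as the Oct-GFP transgene the methods name. Which copies give the transcripts was not tested.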

How the results depend on the processing

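No choice of tool, filter or scaling gave H3 bins past the threshold with all libraries, and most values at the claims kept their direction. The changes are listed by choice. Unless a cause is given, the cause was not tested.

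In 100-kb bins the replicate correlations of MEFs, pre-iPSCs and iPSCs are 0.951, 0.983 and 0.979 for H3K4me3 and 0.955, 0.984 and 0.975 for H3K27me3. With calls of at least 2 reads they are 0.770, 0.845 and 0.847, and 0.825, 0.865 and 0.833. At 2-fold, 4.29% of the H3 bins are lower in iPSCs than in pre-iPSCs. Leaving out a replicate moves the bins higher in iPSCs than in pre-iPSCs from 0.633% to 35.4% and those lower from 0.918% to 13.4%. Scaling by the median bin, added after the data were seen, reverses which share is the larger. It gives 20.1% higher and 15.1% lower in pre-iPSCs against MEFs, and 14.2% and 20.2% in iPSCs against pre-iPSCs. In iPSCs against MEFs 10.4% are higher and fewer are lower.

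The H3 bins called by edgeR range from 0 to 189208 (pre-iPSCs against MEFs), 0 to 148966 (iPSCs against pre-iPSCs) and 0 to 21796 (iPSCs against MEFs) when a library is left out.

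H3K4me3 promoters called are 3 for pre-iPSCs against MEFs and 2 for iPSCs against MEFs with DESeq2. With the library sizes of Supplementary Table S1 they are 196 and 390, and more fall than rise, which reverses the direction. Without a filter 2 are called in iPSCs against pre-iPSCs. Leaving out a library gives 25 to 238, 0 to 2 and 99 to 732. H3K27me3 promoters called are 0, 0 and 0 with DESeq2. Without a filter they are 4 in iPSCs against pre-iPSCs and 230 in iPSCs against MEFs, where more then fall than rise. Leaving out a library gives 18 to 124, 0 to 5 and 25 to 150.

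With the replicate block, 92 H3K27me3 promoters are called in iPSCs against MEFs. Libraries of the same number did not correlate in every assay once the cell types were taken out, so the block was not used for counts.

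Without a filter on low values 1244 genes are called in pre-iPSCs against MEFs and 788 in iPSCs against pre-iPSCs, the latter with more rises than falls, over more genes tested. Leaving out a library gives 1072 to 2912, 87 to 2281, 1117 to 3720 and, in any comparison, 2154 to 5218 genes. At the lowest counts of the first 2 comparisons the direction of the excess reverses.

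Coverage of MEFs with all calls is 63.4% (genic) and 61.9% (intergenic), and with calls of at least 5 reads 49.0% and 46.6%. That of iPSCs is 62.7% and 60.9%, and 52.1% and 48.3%, and that of pre-iPSCs at 5 reads 40.1% and 36.0%. With calls of at least 2 reads, MEFs have 0.159% of the reads in the 300 bp before and 0.335% in the 600 bp after TSSs. Without chromosomes X and Y they have 0.341% after TSSs, 0.253% after TTSs, 37.9% in genic and 61.1% in intergenic regions.

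Fuzziness with at least 5 reads is 33.5 bp in MEFs and 33.9 bp in iPSCs, and with 5 to 10 reads 32.9 bp and 32.99 bp. For common nucleosomes iPSCs minus MEFs is then 0.344 bp and 0.118 bp, which reverses the sign of a difference near 0, and leaving out a replicate gives -0.590 to 0.477 bp.

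On FPKM the correlation of expression is 0.918 between replicates, 0.810 between pre-iPSCs and MEFs, 0.935 between iPSCs and pre-iPSCs and 0.777 between iPSCs and MEFs. With genes of at least 0.5 FPKM it is 0.942, 0.797, 0.852 and 0.763.

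With the estimated correlation between genes, the adjusted p of pluripotency markers is 0.302, 0.254 and 0.254 in pre-iPSCs against MEFs, iPSCs against pre-iPSCs and iPSCs against MEFs. That of mesodermal markers is 0.402 in pre-iPSCs and 0.404 in iPSCs against MEFs, and that of ectodermal markers 0.553 in pre-iPSCs against MEFs. With fry mesodermal markers have 0.0564 in both and ectodermal markers 0.198. Without a filter ectodermal markers have 0.0640 in pre-iPSCs against MEFs and endodermal markers 0.0278 in iPSCs against pre-iPSCs. With the pseudocount 0.1 ectodermal markers have 0.0282 in iPSCs against MEFs, and leaving out a library gives 0.0034 to 0.464 there.

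With the pseudocount 0.1 the median log2 changes in pre-iPSCs against MEFs are -3.84 (C1), 3.78 (C2), 7.03 (C3), 6.11 (C4), 0.49 (C5) and 0.85 (C6). In iPSCs against pre-iPSCs they are -1.83 (C2), -3.88 (C4), 3.99 (C5) and 6.19 (C6). A smaller pseudocount widens changes from 0 by construction. Leaving out a replicate gives -3.50 to -3.48 (C1), 0.56 to 1.29 (C2), 2.94 to 3.65 (C4) and 0 to 0.067 (C5) in pre-iPSCs against MEFs. From pre-iPSCs to iPSCs it gives -1.44 to 0.16 (C1, which reverses), -1.11 to -0.30 (C2) and 3.54 to 3.78 (C6).

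With promoters of 1000 bp either side the rho of H3K4me3 with expression is 0.742, 0.674 and 0.601, and that of H3K27me3 in pre-iPSCs -0.415.

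With windows of at least 9 reads there are 7004.5 active and 14998 repressive domains in MEFs, 7881 repressive ones in iPSCs, and 953, 2880 and 3711 bivalent ones. With calls of at least 2 reads the bivalent ones are 4407.5, 9084 and 10060.5. With an overlap of 50% of both islands, added after the data were seen, they are 4284.5, 8105.5 and 8995. With windows of at least 9 reads 43.8% and 35.8% of the active domains of MEFs stay active in pre-iPSCs and iPSCs, 29.8% of the repressive ones stay repressive in pre-iPSCs, and 52.5% and 59.5% of the bivalent ones stay bivalent. With calls of at least 2 reads 46.0% and 37.1% stay active and 25.7% repressive in pre-iPSCs. Thinned libraries give 24.8% repressive in pre-iPSCs. An overlap of 50% of both islands gives 27.2% and 29.6% bivalent. Bivalent domains common to the cell types are 42.9%, 15.8% and 12.3% of those of MEFs, pre-iPSCs and iPSCs with windows of at least 9 reads, 24.0% of those of iPSCs with calls of at least 2 reads, and 12.8%, 6.63% and 5.91% with the overlap of both islands.

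At 2 RPKM 7.04% and 8.42% of the HCG and 7.93% and 1.27% of the LCG promoters with H3K4me3 alone keep it in pre-iPSCs and iPSCs. Of the few HCG promoters with both marks, 100% and 100% keep both, 0 and 0 have H3K4me3 alone, 0 have H3K27me3 alone in pre-iPSCs, and 0 and 0 have neither. No value could be had at this level for promoters with H3K27me3 alone. With promoters of 1000 bp either side, HCG promoters with both marks keep both in 6.21% and 8.73% and have H3K27me3 alone in 4.05% and 1.17%. Those with H3K27me3 alone have H3K4me3 alone in 29.4% of pre-iPSCs and both marks in 12.4% of iPSCs, and LCG promoters keep H3K27me3 alone in 8.53% of iPSCs. The median expression change is then 0.046 for H3K27me3 to H3K4me3 in pre-iPSCs and 0.26 for both marks to H3K4me3 in iPSCs. With HCG promoters from 200-bp windows, added after the data were seen, 28.0% go from H3K27me3 to H3K4me3 in pre-iPSCs with a median change of 0.10, and 0.355% from both marks to H3K27me3 in iPSCs. With levels scaled to the reads in calls, also added after the data were seen, 74.96% and 76.4% of the HCG and 41.3% and 37.6% of the LCG promoters keep H3K4me3 alone in pre-iPSCs and iPSCs, and 27.9% and 18.9% of the LCG promoters H3K27me3 alone. HCG promoters with both marks then keep both in 22.5% and 23.1%, have H3K27me3 alone in 5.73% and 1.30%, H3K4me3 alone in 66.6% of iPSCs and neither in 14.8% of pre-iPSCs. Those with H3K27me3 alone keep it in 14.3% and have H3K4me3 alone in 30.1% of pre-iPSCs, and have both marks in 15.2% and 22.3% and neither in 40.5% and 20.2%. The median expression change is then 0.14 for H3K27me3 to H3K4me3 in pre-iPSCs and 0.23 for both marks to H3K4me3 in iPSCs. With the pseudocount 0.1 the median expression changes are 0.63 and 1.00 from H3K27me3 to H3K4me3 in pre-iPSCs and iPSCs, and 0.73 and 1.12 from both marks to H3K4me3.

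For named genes, leaving out a library gives log2 changes in pre-iPSCs against MEFs of -0.018 to 0.13 for Zfp42, -0.10 to 0.095 for Ddx4 and -0.14 to 0.74 for Nanog. Zfp42 and Nanog are listed at 0 FPKM in both MEF libraries, so theirs are differences of log2(FPKM + 1), and no fold change is read from them. From pre-iPSCs to iPSCs it gives 2.48 to 2.77 for Ddx4, -0.54 to 1.58 for Vcam1, -1.18 to 0.35 for Tgfb1, -0.24 to 1.24 for Col1a1, -2.71 to 0.35 for Pou5f1 and -1.00 to 0.44 for Setdb1. Of 660 values of named genes under an alternative, 614 kept direction and side of the threshold, 26 became weaker, 8 stronger and 12 reversed.

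The H3K4me3 and H3K27me3 libraries hold between 12007350 and 15222040 reads in calls. In data simulated for pre-iPSCs against MEFs, 40 of 200 H3K4me3 and 2 of 200 H3K27me3 promoters changed 2-fold were recovered at a low spread, and 0 and 11 at the observed spread. At an 8-fold change 173 and 156 were recovered at the observed spread. Depth and the spread between replicates thus both limit the calls of H3K4me3, and for H3K27me3 they were not told apart.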

Differences from the paper's values

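A value is within the limit where it is at most 1.5-fold from the paper's or, except for the bins, where the difference is at most the SD of the replicates here. For correlations the limit is the rounding of the paper's value.

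The paper gives 17.32% of 10-kb bins with more and 52.71% with fewer H3 reads in pre-iPSCs than in MEFs, against 11.0% and 24.9% here. Of the alternatives set before the data were examined, leaving out chromosomes X and Y or replicate 2 brings the first within the limit (11.6% and 20.6%), and leaving out replicate 2 the second (48.2%). From pre-iPSCs to iPSCs Fig. S2B shows about 43% with more, read by eye, against 22.9% here, and without replicate 2 35.4%. In iPSCs against MEFs it shows about 10% with more and about 28% with fewer, against 6.09% and 15.0% here. Without replicate 2 these are 10.5% and 27.3%. The other alternatives, each taken alone, keep these differences. With 2 choices together, chosen after seeing the values, the scaling by the reads summed in each file and replicate 1 alone, the shares are 17.8% and 52.0% in pre-iPSCs against MEFs and 41.8% with more in iPSCs against pre-iPSCs. Scaling by the median bin, chosen after seeing the values, gives 20.1% with more in pre-iPSCs and 10.4% with more in iPSCs than in MEFs, and does not bring the shares with fewer within the limit.

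The paper gives 411 differentially expressed genes, against 4001 here, and no alternative comes within the limit.

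The paper states a lowest correlation of 0.98 between replicates of chromatin maps, against 0.712 here. In Fig. S1, read by eye, H3 has about 0.99, about 0.91 and about 0.98 in MEFs, pre-iPSCs and iPSCs, against 0.951, 0.712 and 0.934 here, under no alternative within the limit. H3K4me3 has about 0.97, about 0.98 and about 0.98, against 0.879, 0.920 and 0.916, and H3K27me3 about 0.97, about 0.98 and about 0.98, against 0.898, 0.931 and 0.912. In 100-kb bins the values of pre-iPSCs and iPSCs fall within the limit for both marks and those of MEFs do not.

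In Fig. 3A, read by eye, iPSCs have about 13000 active domains, against 8056 here (9466.5 with calls of at least 2 reads). Repressive domains are about 14000 in MEFs, about 5900 in pre-iPSCs and about 5100 in iPSCs, against 24861, 13028 and 15310.5. With windows of at least 9 reads those of MEFs are 14998, and no alternative brings the others within the limit. Bivalent domains are about 1600, about 4300 and about 5500, against 10951.5, 14644.5 and 15271.5. With windows of at least 9 reads they are 953, 2880 and 3711, and with calls of at least 2 reads those of MEFs are 4407.5. The values of MEFs are within the limit because the SD between the MEF replicates is 3861.5, and the other 2 are less than 1.5-fold from the paper's. With windows of at least 9 reads, moving the H3K27me3 windows by 1 Mb gives 160% and 144% of the MEF counts. It gives 54.0% to 85.7% of those of pre-iPSCs and iPSCs.

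The paper gives 14% of MEF repressive domains still repressive in iPSCs, against 24.3% here, 20.8% with windows of at least 9 reads and 19.7% without replicate 2. It gives 29% and 31% of MEF bivalent domains still bivalent in pre-iPSCs and iPSCs, against 69.02% and 67.6%. It gives 3% to 10% of bivalent domains common to the cell types, against 41.4% to 58.0%. With windows of at least 9 reads the lowest of these shares is 12.3%, within the limit because the SD between the replicates is 14.5%. For the highest share, and for MEF bivalent domains still bivalent, no alternative set before the data were examined comes within the limit. An overlap of 50% of both islands, chosen after seeing the values, gives 27.2% and 29.6%, and 5.91% to 12.8%.

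In Fig. 4C, read by eye, HCG promoters with both marks in MEFs keep both in about 31% (pre-iPSCs) and about 36% (iPSCs), against 12.1% and 11.2% here. They have neither in about 6% and about 3%, against 27.8% and 14.2% (0 with a level of 2 RPKM, which leaves very few promoters), and H3K27me3 alone in about 1% of iPSCs, against 0 here and 1.17% with promoters of 1000 bp either side. Those with H3K27me3 alone have both marks in about 25% and about 31%, against 7.37% and 10.1%, and neither in about 26% and about 13%, against 52.6% and 36.8%. No other alternative set before the data were examined brings these within the limit. Levels scaled to the reads in calls, chosen after seeing the values, bring some of them within it. From both marks, these are both marks kept in pre-iPSCs (22.5%), and neither mark and H3K27me3 alone (1.30%) in iPSCs. From H3K27me3 alone, they are both marks (22.3%) and neither (20.2%) in iPSCs.

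The paper places Tgfb1 in C1 and Trap1a in C3, while Supplementary Table S4 lists Trap1a in C6 and does not list Tgfb1 in C1. The paper describes Vcam1 and Inhba as lower in iPSCs than in pre-iPSCs. Here Vcam1 changes by 0.52 log2 and Inhba by -0.65, neither past the threshold. The paper places Tcfcp2l1 in a repressive domain in MEFs and in an active one in pre-iPSCs and iPSCs. Here replicate 1 of MEFs has a repressive and replicate 2 a bivalent domain, both replicates of pre-iPSCs have a bivalent one, and in iPSCs replicate 1 has H3K4me3 without an H3K27me3 island over the TSS and replicate 2 a bivalent domain. The paper describes few active domains of MEFs as turning repressive or bivalent, and here 37.7% in replicate 1 and 16.8% in replicate 2 are bivalent in pre-iPSCs. The paper describes more H3 around the TSS of Tgfb1 in pre-iPSCs, and here replicate 1 has more (0.669 against 0.134 RPKM), while replicate 2 has too few reads to give a direction (9 against 14).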

Other observations

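The tests of a common state, of few reads per call, of Klf4 and Myc, of MEFs among the cells, of paralogs, of GC content in iPSCs and of MEFs for Klk1, Slc38a5 and Lgals7 were chosen only after the result was seen. The GC test of the +1 level was divided by library after its values were seen.

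Between the pre-iPSC replicates 69.5% of 255677 10-kb bins differ at least 1.5-fold in H3 reads, a smaller set than the 265500 bins of the shares in the Results. GC content as the whole cause predicts that the correction brings this to the level of the MEF replicates (2.27%), and 26.1% remained. As part of the cause it removes 62.4% of the changed bins, so GC content is a likely part. Thinning the reads in calls to the smallest library left 71.04% changed, scaling by the median bin 64.3%, and leaving out stacks of reads at one position 71.7%. The share did not fall as these explanations predict. An H3K4me3 library under the H3 label predicts a share of reads within 500 bp of TSSs in the range of the H3K4me3 libraries (1.91% to 3.19%), and it was 1.80%, below them but above the other H3 libraries. Replicate 2 of pre-iPSCs differed from replicate 2 of MEFs in 4.40% of the bins. A state common to pre-iPSCs could not make their replicates differ, so this share does not test a cause of that difference. A chromatin difference that every antibody meets predicts correlated ratios for H3 and H3K27me3. The r was 0.105, below that of the MEF replicates (0.294). It would also change the bins of the marks. Between the pre-iPSC replicates 8.47% of the bins changed for H3K27me3 and 9.95% for H3K4me3, fewer than between the MEF replicates (13.5% and 13.4%). These values argue against such a difference as the cause. In iPSCs the same correction leaves 3.26% of the bins changed between replicates, which is consistent with GC content as the cause there.

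The mean fuzziness of replicate 1 of pre-iPSCs lies below that of replicate 2 by 5.55 bp in calls of 5 to 10 reads, so few reads per call are not the whole cause. The means are 28.3 bp and 35.4 bp in calls of 11 to 20 reads and 30.8 bp and 35.5 bp in calls of 21 to 50. In calls of over 50 reads, of which replicate 2 has 859, they are 34.3 bp and 35.5 bp, so the gap varies with the reads per call. Replicate 1 lies below replicate 2 by 3.98 bp without stacks of reads and by at least 3.50 bp in every class of the genome by GC content, so neither is the whole cause. No biological explanation was tested.

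The H3 level at the +1 position of highly expressed genes lies above the flank in replicate 1 of pre-iPSCs and iPSCs. GC content predicts at least as high a level in silent genes with promoters of equal GC content, a ratio of the highest class to these of at most 1, and a ratio above 1.5 would exclude it. The ratio was 0.828 in replicate 1 of pre-iPSCs, within the prediction. In the libraries without a raised level it was also under 1 (0.508 to 0.750), so a ratio of at most 1 cannot tell. The matched silent genes had 2.41 times their flank in replicate 1 of pre-iPSCs, so the raised level is not limited to highly expressed genes. In replicate 1 of iPSCs the ratio was 1.006, which lies between 1 and 1.5 and cannot tell either. A state common to both replicates would give a level above the flank in replicate 2, and the largest there was 0.518. This is part of the observation and not a separate test.

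Added copies of the factor genes without introns predict a raised exon to intron ratio of H3 reads. Of 12 combinations of Pou5f1, Klf4 and Myc with a library, 8 lay above 95% of all genes, which cannot tell, since the copies around Pou5f1 hide its own ratio. For Klf4 and Myc 7 of 8 did, which is consistent with added copies. For Sox2, which has no introns, the smallest log2 ratio to MEFs was 0.26, which cannot tell. Whether the cells' own Pou5f1 promoter is active was to be read from its H3K4me3 (7.23 RPKM), but copies of the locus raise that level and the test cannot tell.

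MEFs among the cells predict that Acta2, Cnn1, Myl9 and Actg2 keep the same share of their MEF level as Col1a1. Their median share lay far under that of Col1a1, by the limit set for the test, in 2 of 4 libraries, which cannot tell.

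For the bivalent domains, chance overlap predicts nearly as many calls when the H3K27me3 windows are moved by 1 Mb. The smallest number was 70.5% of the domains called, so chance overlap is likely to make a large part of them.

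Klk1, Slc38a5 and Lgals7 are high in pre-iPSCs alone. Reads shared with paralogs predict that a relative rises alike, and the largest rise was 9.05% of the level of the named gene. MEFs among the cells predict high levels in MEFs, where the highest FPKM was 2.48. A mislabelled or failed library predicts no rise of H3K4me3 at the promoters, and 3 of 3 genes had more in both pre-iPSC libraries than in both MEF libraries. Klk1 had 0.429 and 0.779 against 0 and 0.191 RPKM, and Slc38a5 0.613 and 0.584 against 0.406 and 0.255. Lgals7 had 1.16 and 1.04 against 0.406 and 0.636. The test cannot tell, since Klk1 and Slc38a5 stayed under 1 RPKM, where few reads make the level. Klk1 and Lgals7 also had more in both iPSC libraries than in both MEF libraries, so the mark does not follow the transcripts alone.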
